# Multi-omics approach reveals the contribution of KLU to leaf longevity and drought tolerance

**DOI:** 10.1093/plphys/kiaa034

**Published:** 2020-11-28

**Authors:** Liang Jiang, Takuya Yoshida, Sofia Stiegert, Yue Jing, Saleh Alseekh, Michael Lenhard, Francisco Pérez-Alfocea, Alisdair R Fernie

## Abstract

KLU, encoded by a cytochrome P450 CYP78A family gene, generates an important—albeit unknown—mobile signal that is distinct from the classical phytohormones. Multiple lines of evidence suggest that KLU/KLU-dependent signaling functions in several vital developmental programs, including leaf initiation, leaf/floral organ growth, and megasporocyte cell fate. However, the interactions between KLU/KLU-dependent signaling and the other classical phytohormones, as well as how KLU influences plant physiological responses, remain poorly understood. Here, we applied in-depth, multi-omics analysis to monitor transcriptome and metabolome dynamics in *klu*-mutant and *KLU*-overexpressing Arabidopsis plants. By integrating transcriptome sequencing data and primary metabolite profiling alongside phytohormone measurements, our results showed that cytokinin signaling, with its well-established function in delaying leaf senescence, was activated in *KLU*-overexpressing plants. Consistently, *KLU*-overexpressing plants exhibited significantly delayed leaf senescence and increased leaf longevity, whereas the *klu*-mutant plants showed early leaf senescence. In addition, proline biosynthesis and catabolism were enhanced following *KLU* overexpression owing to increased expression of genes associated with proline metabolism. Furthermore, *KLU*-overexpressing plants showed enhanced drought-stress tolerance and reduced water loss. Collectively, our work illustrates a role for KLU in positively regulating leaf longevity and drought tolerance by synergistically activating cytokinin signaling and promoting proline metabolism. These data promote KLU as a potential ideal genetic target to improve plant fitness.

## Introduction

As sessile organisms, plants have several adaptive mechanisms allowing them to cope with fluctuating environmental conditions. Among these, leaf senescence greatly increases plant fitness, reproduction, and survival by actively recycling nutrients and energy from old leaves into newly developing organs or offspring (Yoshida, 2003; Lim et al., 2007). Naturally, leaf senescence occurs in an age-dependent manner, and its related processes, including chlorophyll degradation and programmed cell death, are finely tuned by the integration of cues from both exogenous stimuli, such as nutrient availability and biotic/abiotic stress, and endogenous developmental signals, including age, reactive oxygen species (ROS), reproduction transition, and phytohormones (Nam, 1997; Lim et al., 2003; Guo and Gan, 2005; Woo et al., 2013). Among the phytohormones, abscisic acid (ABA; Zhao et al., 2016; Mao et al., 2017), ethylene (Koyama, 2014), salicylic acid (SA; Zhang et al., 2013, 2017), jasmonate (JA; Hu et al., 2017), and strigolactones (SLs; Woo et al., 2001; Ueda and Kusaba, 2015) have positive effects on the promotion of leaf senescence, whereas cytokinin has a well-defined function in delaying leaf senescence (Zwack and Rashotte, 2013).

The biosynthesis of cytokinins begins with *ISOPENTENYL TRANSFERASE* (*IPT*) genes (Kakimoto, 2001; Takei et al., 2001; Sakakibara, 2006), encoding rate-limiting enzymes that catalyze the reaction of adding a prenyl group to ADP/ATP to produce *N*^6^-(Δ2-isopentenyl) adenine (iP) ribotides. iP ribotides can subsequently be converted to *trans*-zeatin (*t*Z) type ribotides by the cytochrome P450 enzymes CYP735A1 and CYP735A2 (Takei et al., 2004; Kiba et al., 2013). In the last step, the LONELY GUY (LOG) protein catalyzes the reaction that converts cytokinin from an inactive form to an active form (Kurakawa et al., 2007; Kuroha et al., 2009). In addition to *de novo* biosynthesis affecting the final content of cytokinins, the levels of active cytokinins can be modulated via conjugation to a sugar (Brzobohatý et al., 1993), as well as through irreversible cleavage by CYTOKININ OXIDASEs (CKXs; Werner et al., 2003). The cytokinin signal transduction pathway is mediated by a two-component-like system in which the cytokinin receptors *Arabidopsis* HISTIDINE KINASEs (AHKs) pass the phosphoryl groups to AUTHENTIC HISTIDINE PHOSPHOTRANSFERASEs (AHPs) which passes it to A RESPONSE REGULATOR (RR or ARR; Hutchison and Kieber, 2002; Hwang et al., 2012; Kieber and Schaller, 2014). In *Arabidopsis*, there are two types of ARRs involved in cytokinin signaling: type-A and type-B ARRs. Type-B ARR transcription factors are essential for the initial transcriptional response to cytokinins (Brandstatter and Kieber, 1998; D’Agostino et al., 2000). By contrast, type-A ARRs lack a transcriptional regulatory domain and act as negative-feedback regulators of cytokinin signaling (Hwang and Sheen, 2001; El-Showk et al., 2013). In addition to ARRs, CYTOKININ RESPONSE FACTOR (CRF), belonging to the APETALA2 (AP2) transcription factor family, has been identified as a novel class of response regulators of cytokinin (Rashotte et al., 2006).

Delayed leaf senescence mediated by cytokinins has been studied for many decades (Zwack and Rashotte, 2013). Pioneering research from Rihmond and Lang (1957) showed that cytokinin analog kinetin treatment delayed the loss of chlorophyll and extended leaf life-span in *Xanthium pennsylvanicum*. Since then, the cytokinin effects on delaying leaf senescence have been found in many other species (Dyer and Osborne, 1971; Gan and Amasino, 1996). Another key evidence supporting the idea that cytokinins delay leaf senescence is a strong negative correlation between cytokinin amount and leaf senescence progress (Khan et al., 2014). Transcriptome analysis in *Arabidopsis* showed that expression levels of cytokinin biosynthesis genes were dramatically decreased in senescent leaves (Buchanan-Wollaston et al., 2005). This phenomenon led to the design of a system in which the *IPT* gene is expressed under the promoter of *SENESCENCE ASSOCIATED GENE 12* (*SAG12*), a reference gene for characterizing leaf senescence (Gan and Amasino, 1995). This *PROSAG12:IPT* system has been applied to many important crop species including rice (*Oryza sativa*), tomato (*Solanum lycopersicum*), alfalfa (*Medicago sativa*), cauliflower (*Brassica oleracea var. botrytis*), wheat (*Triticum aestivum*), and cotton (*Gossypium hirsutum*), all of which showed delay leaf senescence (McCabe et al., 2001; Lin et al., 2002; Calderini et al., 2007; Nguyen et al., 2008; Sykorová et al., 2008; Ma and Liu, 2009; Liu et al., 2012). Besides the effect of cytokinin contents on leaf senescence, the component of cytokinin signaling-mediated senescence regulation was revealed by the identification of the gain-of-function mutation in a histidine kinase cytokinin receptor AHK3, which showed delay leaf senescence (Kim et al., 2006). Constitutive activation of *AHK3* leads to phosphorylation on the Asp-80 residue of a B-type response regulator ARR2. Similar to the gain-of-function *ahk3* phenotype, overexpression of *ARR2* also resulted in delayed leaf senescence during dark-induced and age-dependent senescence (Kim et al., 2006). Another type of CRF, CRF6, has been found to negatively regulate developmental senescence and may have a similar role in response to stress (Zwack et al., 2013). It has been proposed that AHK3-mediated cytokinin signaling activates ARR2 and induces *CRF6*, resulting in activation of extracellular invertase (Zwack and Rashotte, 2013), which is essential for the cytokinin-mediated delay of senescence as it supplies carbohydrates to sink tissues (Balibrea Lara et al., 2004).

In contrast to the decreased contents of cytokinin during leaf senescence, the amount of ABA, SA, and JA is increased as senescence progresses (Khan et al., 2014). Both ABA and SA have long been known to play positive roles in leaf senescence (Becker and Apel, 1993; Morris et al., 2000). ABA can induce plant senescence via regulating the expression of some *SAGs* (Weaver et al., 1998). The relationship between SA and leaf senescence was revealed by analysis of mutants disrupted in SA catabolism and signaling components, such as SA3-HYDROXYLASE (S3H; Zhang et al., 2013), PROTEIN S-AXYLTRANSFERASE14 (PAT14; Zhao et al., 2016), NONEXPREESSION OF PR GENES1 (NPR1; Yoshimoto et al., 2009), and PHYTOALEXIN DEFICIENT4 (PAD4; Vogelmann et al., 2012). All these mutants accumulating high levels of SA display precocious leaf senescence. Consistent with this, transcriptome analysis revealed a high degree of overlap in the transcription patterns between SA treatment and leaf senescence (Buchanan-Wollaston et al., 2005).

Besides phytohormones, nutrition limitation, especially in the case of nitrogen, has been shown to aggravate leaf senescence (Diaz et al., 2008; Agüera et al., 2010). As such, leaf senescence is understood as indispensable metabolic adjustments for nutrient recycling and remobilization, which affects both carbon and nitrogen management (Bleecker, 1998). A large number of genes are differentially expressed during leaf senescence, including genes in nitrate transport, nitrogen assimilation and remobilization, proteolysis, and autophagy (Havé et al., 2017), indicating that increased protein degradation facilitates the recycling of protein reserves in leaves.

The *Arabidopsis* cytochrome P450 gene *KLU* (also known as *CYP78A5*) is predicted to produce a mobile molecule that promotes the growth of floral organs and leaves in a non-cell-autonomous manner (Anastasiou et al., 2007; Adamski et al., 2009; Kazama et al., 2010). Given that *klu* mutants showed a higher rate of leaf initiation, as well as smaller leaf, sepal, and petal sizes due to their reduced cell number (Anastasiou et al., 2007; Wang et al., 2008), KLU was suggested to be a positive regulator of cell proliferation, which is a process governed by cytokinin. The early transcriptional response to *KLU* activity is distinct from that of classical phytohormones, supporting the idea that KLU belongs to a separate signaling pathway regulating organ size (Anastasiou et al., 2007). In *Arabidopsis*, *KLU* is expressed in the inner integument of developing ovules and stimulates cell proliferation, thereby contributing to seed size (Adamski et al., 2009). Similarly, the ectopic overexpression of *KLU* homologs in a wide variety of plant species, particularly in crops, also leads to large seed or fruit sizes (Fang et al., 2012; Chakrabarti et al., 2013; Yang et al., 2013; Ma et al., 2015), partly because of reduced fertility (Fang et al., 2012). Owing to its agricultural importance, functional characterization of *KLU* has attracted much attention. In this study, we demonstrated that *Arabidopsis* KLU plays positive roles in delaying leaf senescence. The combination of transcriptome analysis and metabolite profiling revealed that KLU contributes to leaf longevity by synergistic activation of cytokinins signaling. A signature metabolic change among wild-type (WT), *klu*-mutant, and *KLU*-overexpressing plants is the accelerated metabolic flux from glutamate to proline. As proline is a well-defined protective factor in plants coping with many stress conditions, the overexpression of *KLU* was associated with enhanced resistant to drought tolerance and dark-triggered leaf senescence. The expression of proline biosynthesis genes increased following both *KLU* overexpression and cytokinin treatment. Taken together, our research reveals the molecular mechanism through which KLU contributes to leaf senescence and drought tolerance.

## Results

### Transcriptome analysis and hormone measurement reveal that KLU/KLU-dependent signaling has complex influences on phytohormones

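Whole rosettes of WT (Col-0), the klu mutant, 35S:KLU1 and 35S:KLU2 were harvested at 35 days after germination, and RNA from 3 individual plants per genotype was sequenced, which gave 12 libraries. KLU (AT1G13710, also named CYP78A5), a cytochrome P450 gene, parted Col-0, klu and the 35S:KLU lines in every library. It was listed at 5.42 to 6.26 FPKM in Col-0, 0.13 to 0.22 FPKM in klu and 1728.75 to 2890.32 FPKM in the 35S:KLU lines. The lines overlapped, at 1728.75 to 2273.55 FPKM in 35S:KLU1 and 2020.58 to 2890.32 FPKM in 35S:KLU2, so KLU cannot check the labels of these 6 libraries against each other. The authors enriched poly(A) RNA, made strand-specific paired-end libraries and mapped the reads to the TAIR10 genome. The deposited table holds the resulting FPKM (RSEM expression values scaled by transcript length and library size) for 33323 genes, beside the authors' own DESeq2 comparisons. Counts were not used here, so differences were tested with limma 3.58.1 on log2(FPKM + 1), with a trend of the variance over expression, in a single model of the 4 genotypes. The test covered the 19660 genes with at least 0.5 FPKM in at least 3 libraries, and DEGs are genes with an adjusted p under 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values, and an effect of 35S:KLU is the mean of both lines unless a line is named. FPKM summed to 1110149 to 1194277 per library. Steps between low FPKM values showed that the value of 1 fragment ranged from 0.88 to 1.46 times that in Col-0 replicate 1. This is a 1.67-fold range of depth, with 35S:KLU2 replicate 2 the shallowest library. At least 0.5 FPKM was reached by 18684 genes in klu replicate 1 and by 19053 to 19230 genes in the other libraries.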

To systematically elucidate how KLU/KLU-dependent signaling influences cell physiology through interacting with other phytohormone signaling pathways, a comprehensive multi-omics analysis was applied to reveal alterations in the transcriptome, phytohormones, and primary metabolites across WT (Col-0), *klu*-mutant, and *KLU*-overexpressing plants (Figure 1, A). 

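The 6 libraries of the 35S:KLU lines formed a cluster, and the 6 libraries of Col-0 and klu formed the other, when log2(FPKM + 1) of the tested genes was clustered by complete linkage. Removing KLU itself left both clusters with the same 6 libraries each. The root mean square difference between libraries was 0.264 to 0.294 log2 units among Col-0 plants, 0.242 to 0.278 among 35S:KLU1 plants and 0.275 to 0.302 among 35S:KLU2 plants. The closest pair of different genotypes, 35S:KLU1 replicate 1 and 35S:KLU2 replicate 1, lay 0.253 apart. In the klu mutant, replicates 2 and 3 lay 0.309 apart, whereas replicate 1 lay 0.441 and 0.478 from them. The farthest pair of all was klu replicate 1 and 35S:KLU2 replicate 3, at 0.633. With average linkage, klu replicate 1 split off first and the other 11 libraries formed a single cluster.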

To get an overview of the transcriptomic data, sample clustering based on the read count matrix was conducted, resulting in two major clusters, one between *KLU*-overexpression lines and another between WT and the *klu* mutant (Figure 1, B). 

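On the first principal component of log2(FPKM + 1), all 35S:KLU libraries scored between 20.54 and 32.76. All Col-0 libraries and klu replicates 2 and 3 scored between -26.71 and -17.14, and klu replicate 1 scored -43.47. This component held 45.07% of the variance, the second held 13.67% and the third 7.05%. The second component set klu replicate 1 apart, at a score of -38.66. Several regulators of the shoot meristem and of leaf growth moved with that library. KNAT1, a homeobox gene of the shoot meristem, was listed at 0.06 FPKM in klu replicate 1 against 4.74 and 5.11 FPKM in the other klu plants. GIF1, a co-activator of growth-regulating factors, was at 1.77 FPKM against 20.45 and 16.41 FPKM, and AINTEGUMENTA (ANT), a regulator of organ size, at 6.95 FPKM against 19.37 and 15.71 FPKM. GIF1 and ANT were picked after their values were seen. The component that parted 35S:KLU from the other genotypes did so without KLU as well, and after leaving out any 1 of the 12 libraries.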

Principal component analysis (PCA) based on the count matrix of all genes across three genotypes showed clear differentiation of the two independent overexpression lines with WT and the *klu* mutant, in which the first principal component (PC1) and PC2 explain 75% and 10% of the variance, respectively (Figure 1, C). After filtering out the low-read counts, differentially expressed genes (DEGs) were analyzed by DESeq2 with adjusted *P*-value < 0.05. MA plots showed that a high number of DEGs were detected when comparing *KLU*-overexpression lines with both WT and the *klu* mutants, whereas very few DEGs were found between WT and *klu* (Figure 1, D, Supplemental Figure S1, A, and Supplemental Table S1). A total of 3,284 DEGs and 3,434 DEGs were found between WT and two different *35S:KLU* lines, respectively (Figure 1, E). By contrast, 4,476 DEGs and 4,525 DEGs were found between the *klu* mutant and the two *KLU*-overexpression lines, respectively (Figure 1, E). 

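The transcripts that rose most in 35S:KLU relative to Col-0 included VSP1 and NATA1. VSP1, a vegetative storage protein gene, rose from 4.85 ± 0.839 (SD, n = 3 plants) FPKM in Col-0 to 41.4 ± 19.8 (SD, n = 6 plants of both lines) FPKM, a log2 fold change of 2.74 (SE 0.31, adjusted p = 2.68e-04 from limma). Its close relative VSP2 rose by 2.29 (SE 0.28, adjusted p = 4.65e-04), and fragments that fit both genes may be shared between them. NATA1, which acetylates ornithine, rose by 2.62 (SE 0.34, adjusted p = 5.75e-04). AT5G55420, annotated as a protease inhibitor and seed storage protein pseudogene, rose by 3.33 (SE 0.76, adjusted p = 0.0101), and Col-0 replicate 3 was listed at 0. A chitinase gene, CHI, rose by 2.28 (SE 0.37, adjusted p = 0.00165), and AT4G12500, a lipid transfer protein gene, by 2.52 (SE 0.31, adjusted p = 4.26e-04). Among the genes that fell, CIB1, a transcription factor that interacts with cryptochrome, changed by -2.56 (SE 0.21, adjusted p = 5.75e-05), from 6.07 to 0.178 FPKM. ORA47, a regulator of jasmonate synthesis, changed by -2.10 (SE 0.34, adjusted p = 0.00161) and the mitochondrial carrier gene DIC2 by -2.05 (SE 0.40, adjusted p = 0.00467). PGAZAT, a polygalacturonase gene, changed by -2.07 (SE 0.43, adjusted p = 0.00642) and was listed at 0, 0 and 0.16 FPKM in klu. AT1G27565, an uncharacterized gene, was listed at 0 in all Col-0 plants and at 19.25 to 25.04 FPKM in the 35S:KLU plants. In klu it was at 14.95, 21.29 and 21.84 FPKM, so it set Col-0 apart from all other genotypes. The non-coding RNA gene AT4G15242 was listed at 22.69, 21.8 and 23.41 FPKM in Col-0 and at 0 in all other plants. Across all tested genes, 2294 DEGs parted 35S:KLU1 from Col-0 (1100 higher, 1194 lower) and 3150 parted 35S:KLU2 from Col-0 (2114 higher, 1036 lower). The share of higher DEGs in 35S:KLU2, 67.1%, depended on the scaling of the libraries and was 54.0% with median-of-ratios scaling, 51.3% with upper-quartile scaling and 57.0% with equal FPKM sums. For 35S:KLU1, the share was 48.0% as deposited and 55.3%, 51.8% and 57.1% with these scalings. Without klu replicate 1 the counts were 3903 and 4969, which held every DEG of the full data. Without Col-0 replicate 1, 2 or 3, the 35S:KLU1 count was 1454, 1266 or 1452, and without 35S:KLU1 replicate 1, 2 or 3 it was 1250, 1354 or 1252. The 35S:KLU2 count was 1670 without Col-0 replicate 1, 1814 without Col-0 replicate 2, 1954 without 35S:KLU2 replicate 1 and 1362 without 35S:KLU2 replicate 3. With library weights the counts were 4706 and 5373, and with only the groups compared in the model they were 3591 and 4247.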

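Against the klu mutant, the transcripts that rose most included genes of detoxification and of camalexin synthesis. GSTU4, a glutathione S-transferase gene, was at 7.54 ± 4.7 (SD, n = 3 plants) FPKM in klu and 52.9 ± 12.6 (SD, n = 6) FPKM in 35S:KLU, a log2 fold change of 2.85 (SE 0.33, adjusted p = 1.52e-04 from limma). CYP71A13, an enzyme of camalexin synthesis, rose by 2.76 (SE 0.34, adjusted p = 2.08e-04). ABCG40, an abscisic acid importer, rose by 2.73 (SE 0.30, adjusted p = 1.09e-04), and the lipid transfer protein gene AT4G12490 by 2.84 (SE 0.25, adjusted p = 3.13e-05). AT4G12490 and AT4G12500 are close copies that may share fragments, as are CYP71A13 and CYP71A12. Among the genes that fell, ADS1, an acyl-lipid desaturase gene, changed by -2.40 (SE 0.22, adjusted p = 3.66e-05). The uncharacterized gene AT1G13650 changed by -2.58 (SE 0.18) and SAUR22, a small auxin up RNA, by -2.25 (SE 0.16), both with adjusted p = 7.39e-06. AGL42, a MADS box gene, changed by -2.10 (SE 0.27, adjusted p = 2.83e-04) and AT4G38820, of unknown function, by -2.08 (SE 0.26, adjusted p = 2.3e-04). The glutaredoxin gene AT3G21460 changed by -2.37 (SE 0.42, adjusted p = 0.00163) and the thioredoxin superfamily gene AT3G62950 by -2.10 (SE 0.44, adjusted p = 0.00441). AT3G55646 changed by -2.30 (SE 0.42, adjusted p = 0.00216). RCI2B, a cold-inducible membrane protein gene, was listed at 15.79, 17.34 and 23.58 FPKM in klu, at 7.97, 0.88 and 7.42 FPKM in 35S:KLU1 and at 0 in all 35S:KLU2 plants. The test gave 3681 DEGs between 35S:KLU1 and klu (1872 higher, 1809 lower) and 4341 between 35S:KLU2 and klu (2943 higher, 1398 lower). Of the latter, 67.8% were higher, compared with 51.8% under median-of-ratios scaling, 50.6% under upper-quartile scaling and 58.3% with equal FPKM sums. The balance also moved with klu replicate 1, without which 1428 were higher and 2446 lower in 35S:KLU1 (36.9% higher) and 2084 and 1819 in 35S:KLU2 (53.4%). The 35S:KLU1 count was 2292 without 35S:KLU1 replicate 1 and 2418 without 35S:KLU1 replicate 3. The 35S:KLU2 count was 2842 without 35S:KLU2 replicate 1 and 2378 without 35S:KLU2 replicate 3. With only the groups compared in the model, the counts were 1837 and 2105.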

Only 59 DEGs were identified between WT and *klu* (Figure 1, E and Supplemental Figure S1, B). 

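KLU itself had the smallest p outside genes listed at 0 in a group, with a log2 fold change of -2.54 (SE 0.13, adjusted p = 1.16e-06 from limma, n = 3 plants per genotype) in klu relative to Col-0. SAR2 (AT4G02080), a small GTPase of vesicle transport that was named after its values were seen, changed by -1.02 (SE 0.08, adjusted p = 1.33e-04). It was listed at 264.1, 294.89 and 305.74 FPKM in Col-0 and at 132.06, 141.64 and 149.67 FPKM in klu. AT2G24990, annotated as a Rio1 kinase, changed by -1.31 (SE 0.125, adjusted p = 8.43e-04). DOX1, a dioxygenase gene of oxylipin formation, changed by -2.41 (SE 0.37, adjusted p = 0.0425) and the berberine-bridge enzyme gene AT1G30700 by -1.92 (SE 0.26, adjusted p = 0.0197). The non-coding RNA gene AT4G04223 changed by -1.96 (SE 0.26, adjusted p = 0.0178). SAG12, a cysteine protease gene of leaf senescence, was listed at 36.09, 47.13 and 5.11 FPKM in Col-0 and at 0 in all klu plants (adjusted p = 0.015). The paper describes an increase of SAG12 in klu by RT-qPCR, in the third leaf of younger plants. Those plants were grown under longer days than the default in the paper's methods. Higher in klu were XTH17, a cell wall xyloglucan endotransglucosylase gene, by 1.08 (SE 0.16, adjusted p = 0.0366), and AT2G13550, of unknown function, at 7.19 FPKM against 2.64 FPKM in Col-0 (adjusted p = 0.00411). The non-coding RNA gene AT2G22482 was higher by 2.36 (SE 0.34, adjusted p = 0.0327), and AT1G27565 was listed at 14.95, 21.29 and 21.84 FPKM in klu. With AT4G15242, listed at 0 in klu, these are the 12 DEGs of this comparison, 4 higher and 8 lower in klu, of 1182 genes with an unadjusted p under 0.05. The count was 6 without Col-0 replicate 1 or 2, 27, 7 and 23 without klu replicate 1, 2 and 3, and 6 with only Col-0 and klu in the model. Without klu replicate 1, 18 of the 27 were higher and 9 lower, so the majority turned. The count was 62 with the authors' p-values adjusted over the tested genes. It was 4 among genes with at least 1 FPKM in every library, and these 4 were all among the 12. The other DEGs, KLU among them, were below 1 FPKM in some library and were not tested there. The calls of XTH17, AT2G22482 and DOX1 ended in many settings, XTH17 for instance without Col-0 replicate 1, 2 or 3 (adjusted p = 0.157, 0.223 and 0.139) and without klu replicate 1, 2 or 3 (0.0564, 0.205 and 0.0642). AT2G22482 reached 0.0874, 0.0825 and 0.123 without Col-0 replicate 1, 2 and 3, and 0.0672, 0.0854 and 0.0642 without klu replicate 1, 2 and 3. DOX1 reached 0.191 and 0.209 without Col-0 replicate 1 and 3, and 0.0784, 0.205 and 0.0642 without klu replicate 1, 2 and 3. Left-out 35S:KLU1 libraries 1 to 3 ended XTH17 (0.0511, 0.073 and 0.0616) and DOX1 (0.0639, 0.0802 and 0.0768), and replicate 1 of that line also AT2G22482 (0.0637) and AT1G30700 (0.0503). Without 35S:KLU2 replicate 3, XTH17, DOX1 and AT2G22482 were at 0.0789, 0.0837 and 0.0729. AT4G04223 was at 0.0864, 0.0825 and 0.107 without Col-0 replicate 1, 2 and 3, and AT1G30700 at 0.099 and 0.105 without Col-0 replicate 2 and 3 and at 0.106 without klu replicate 2. SAG12 was at 0.0874 and 0.0653 without Col-0 replicate 1 and 2 and at 0.0854 without klu replicate 2. With only Col-0 and klu in the model, AT2G13550, SAG12, AT4G04223, AT2G22482, AT1G30700, DOX1 and XTH17 were at 0.154, 0.276, 0.14, 0.0909, 0.0768, 0.0581 and 0.0581. The replicate block gave 0.164 for DOX1 and 0.071 for XTH17, AT2G22482 and AT4G04223. A pseudocount of 0.1 gave 0.75 for XTH17 and 0.206 for AT2G22482, and library weights 0.0631, 0.119 and 0.125 for XTH17, AT2G22482 and DOX1. Without the filter on low values, AT2G22482 and DOX1 were at 0.0893 and AT4G04223 at 0.0562, and DOX1 was at 0.0501 with upper-quartile scaling.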

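CYP78A6, CYP78A8 and CYP78A9 fell in both 35S:KLU lines, whereas KLU rose. CYP78A8 changed by -0.97 (SE 0.19, adjusted p = 0.00407 from limma) relative to Col-0 and by -1.52 (SE 0.19, adjusted p = 1.97e-04) relative to klu, from 1.53 FPKM in Col-0 and 2.82 FPKM in klu to 0.286 FPKM (n = 3, 3 and 6 plants). CYP78A9, which promotes fruit and seed growth, changed by -0.81 (SE 0.10, adjusted p = 4.55e-04) and -0.85 (SE 0.10, adjusted p = 1.53e-04), and CYP78A6, a regulator of seed size, by -0.66 (SE 0.11, adjusted p = 0.00183) and -0.85 (SE 0.11, adjusted p = 2.66e-04). CYP78A7, which acts redundantly with KLU in development, changed by -0.56 (SE 0.17, adjusted p = 0.0355) and -0.91 (SE 0.17, adjusted p = 0.00218). KLU changed by 8.39 (SE 0.11, adjusted p = 4.32e-13) and 10.93 (SE 0.11, adjusted p = 1.83e-14). CYP78A10 was listed at 0 in all libraries. In klu relative to Col-0, the log2 fold changes of CYP78A6, CYP78A7, CYP78A8 and CYP78A9 were 0.18, 0.35, 0.54 and 0.04, with adjusted p = 0.912, 0.887, 0.76 and 0.983. Of the 5 measured members, 1 was higher and 3 were lower in both lines relative to Col-0 and 1 and 4 relative to klu, and when adjusted over the list alone 1 was higher and 4 were lower in both comparisons. The list as a set was past the camera threshold only relative to klu (adjusted p = 0.0456), and at 0.317 with an estimated correlation. Its median log2 fold change, -0.85, had the sign of that test, whereas its mean, 1.36, was positive because of KLU. The set call relative to klu ended (adjusted p = 0.0507 to 0.0602) without Col-0 replicate 3, 35S:KLU1 replicate 1 or 2, or any 35S:KLU2 replicate, and was at 0.106 without klu replicate 1. It also ended with median-of-ratios scaling (0.11), upper-quartile scaling (0.116), equal FPKM sums (0.0513), the replicate block (0.05) and library weights (0.076). The call of CYP78A7 relative to Col-0 was made in 35S:KLU2 alone and ended (adjusted p = 0.0549 to 0.116) without any Col-0 or 35S:KLU1 replicate or without 35S:KLU2 replicate 1 or 3.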

The few number of DEGs between WT and *klu* might be caused by functional redundancy in the *KLU* gene family (Bak et al., 2011; Fang et al., 2012). Reverse transcription quantitative PCR (RT-qPCR) revealed that the expression levels of several other members of this family were increased in the *klu* mutant, whereas they were decreased in *35S:KLU1* plants (Supplemental Figure S1, C). 

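AT2G24990, the Rio1 kinase gene, was lower in 35S:KLU2 than in 35S:KLU1, with a log2 fold change of -1.36 (SE 0.125, adjusted p = 0.00138 from limma, n = 3 plants per line). Its values were 11.92, 13.37 and 11.92 FPKM in 35S:KLU1 and 4.35, 3.41 and 4.99 FPKM in 35S:KLU2. In Col-0 it was listed at 14.14, 11.05 and 12.08 FPKM and in klu at 4.09, 4.86 and 4.25 FPKM. AT3G53403, a transcribed pseudogene picked after its values were seen, was listed at 1.97, 1.42 and 1.73 FPKM in 35S:KLU1 and at 0 in all other plants. KLU itself differed by 0.29 between the lines (adjusted p = 0.87). These 2 genes were the DEGs between the lines, of 1112 genes with an unadjusted p under 0.05. Leaving out a library gave 1 to 4 DEGs, with 4 without klu replicate 1 or 35S:KLU1 replicate 1 and 1 without 35S:KLU1 replicate 3. The count was 4 without the filter on low values, with a pseudocount of 0.1 or with library weights, and 7 with only the 2 lines in the model. Among genes with at least 1 FPKM in every library it was 1. That minimum left AT3G53403 untested, and AT2G24990 stayed called.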

Only three DEGs were found from a total of ∼21,000 expressed genes between the two independent *KLU*-overexpression lines. Therefore, we chose the common DEGs that were shared by the two independent *KLU*-overexpression lines compared with WT/*klu* (named Col-0 versus OE and *klu* versus OE, respectively) for later gene ontology (GO) analysis and kyoto encyclopedia of genes and genomes (KEGG) pathway enrichment analysis. Both Col-0 versus OE DEGs and *klu* versus OE DEGs showed similar GO terms enrichment related to systemic acquired resistance, cell death, and nitrogen compound metabolic process (Supplemental Figure S2). 

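Glutathione S-transferases were among the genes that both lines shared. GSTU8 rose by 2.01 (SE 0.28, adjusted p = 7.64e-04 from limma) relative to Col-0 and by 2.38 (SE 0.28, adjusted p = 1.52e-04) relative to klu. GSTF7, a stress-responsive member, rose by 1.73 (SE 0.21, adjusted p = 4.01e-04) and 2.03 (SE 0.21, adjusted p = 7.64e-05), and GSTU10 by 1.73 (SE 0.31, adjusted p = 0.00291) and 2.48 (SE 0.31, adjusted p = 2.33e-04). Of 34 measured glutathione S-transferase genes, 8 were higher and 0 lower in both lines relative to Col-0, and 12 were higher and 2 lower relative to klu. Adjusted over the list alone, these counts were 9 and 2, and 13 and 2. The list was past the camera threshold in both comparisons (adjusted p = 0.00684 and 0.00105), but not with an estimated correlation (adjusted p = 0.446 and 0.354). Because few genes differed between the lines, the paper takes the DEGs common to both for its enrichment analyses. In the limma test, 1795 genes were DEGs in both lines relative to Col-0 in the same direction (984 higher, 811 lower) and 2891 relative to klu (1717 higher, 1174 lower). If the DEGs of each line were drawn independently, 118.3 and 62.9 genes would be shared relative to Col-0 and 280.2 and 128.6 relative to klu. Both lines are compared with the same Col-0 or klu libraries, which adds to these overlaps by an amount that was not measured. Of the common DEGs, 854 higher and 630 lower genes were shared between both comparisons, against 85.9 and 48.4 for independent lists, and this pair has the 35S:KLU libraries in common. KLU was the only gene of both sets of common DEGs that was also called between klu and Col-0. The Col-0 count was 3033 without klu replicate 1, 3482 with library weights and 1029 to 1189 without Col-0 replicate 1 or 2, 35S:KLU1 replicate 1, 2 or 3, or 35S:KLU2 replicate 3. Its majority turned without Col-0 replicate 1 (504 higher, 556 lower) and without 35S:KLU1 replicate 1 (517 higher, 546 lower). Relative to klu, 1270 were higher and 1567 lower without klu replicate 1, so the majority turned. The klu count was 1924 without 35S:KLU1 replicate 1. With only the groups compared in the model it was 1378 and the Col-0 count 2631, so the order of the comparisons turned. That order also turned without klu replicate 1 (2837 relative to klu) and with library weights (2909). The count shared by all 3 comparisons was 12 and 7 without klu replicate 1 and 3, and 3 without 35S:KLU2 replicate 2. It was 2 without Col-0 replicate 3 or klu replicate 2, and 14 with the authors' p-values. Among genes with at least 1 FPKM in every library it was 0, because KLU is below that minimum in klu and was untested.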

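Many genes of salicylic acid signaling and systemic acquired resistance rose in both lines. PR1, a marker of salicylic acid responses, was at 474 ± 127 FPKM in Col-0 and 351 ± 225 FPKM in klu (SD, n = 3 plants each) and at 2632 ± 334 FPKM in 35S:KLU (SD, n = 6). Its log2 fold changes were 2.50 (SE 0.39, adjusted p = 0.00147 from limma) relative to Col-0 and 3.19 (SE 0.39, adjusted p = 2.04e-04) relative to klu. PR2, a glucanase gene, rose by 2.04 (SE 0.36, adjusted p = 0.00261) and 2.50 (SE 0.36, adjusted p = 5.09e-04), and PR5, a thaumatin-like gene, by 1.93 (SE 0.33, adjusted p = 0.00215) and 2.41 (SE 0.33, adjusted p = 3.59e-04). FMO1, which makes the mobile signal N-hydroxypipecolic acid, rose by 1.62 (SE 0.23, adjusted p = 8.67e-04) and 2.3 (SE 0.23, adjusted p = 6.28e-05). DLO1, which hydroxylates salicylic acid, rose by 1.63 (SE 0.35, adjusted p = 0.00798) and 2.04 (SE 0.35, adjusted p = 0.00156). ICS1, an enzyme of salicylic acid synthesis, rose by 0.54 (SE 0.13, adjusted p = 0.0145) and 0.62 (SE 0.13, adjusted p = 0.0054). Of 28 measured genes of this list, 14 were higher and 0 lower relative to Col-0 and 18 and 0 relative to klu, and 18 and 21 were higher when adjusted over the list alone. Camera placed the list above the other genes in both comparisons (adjusted p = 3.95e-09 and 4.4e-09), but not with an estimated correlation (adjusted p = 0.35 and 0.317). After centring, its median lay -0.849 log2 units from the other libraries in klu replicate 1 and -0.213 and -0.23 in klu replicates 2 and 3, so the change relative to klu moved with that library, and the camera call held without it. Several genes of camalexin synthesis rose as well, with CYP71B15 at 1.83 (SE 0.37, adjusted p = 0.00565) and 2.56 (SE 0.37, adjusted p = 5.33e-04) and CYP71A12 at 1.03 (SE 0.17, adjusted p = 0.00172) and 1.38 (SE 0.17, adjusted p = 1.84e-04). CYP79B2, at the entry to indole glucosinolates and camalexin, rose by 0.59 (SE 0.10, adjusted p = 0.00236) and 0.96 (SE 0.10, adjusted p = 8.86e-05). MYB122 rose by 1.02 (SE 0.19, adjusted p = 0.00368) relative to Col-0, whereas its relative MYB34 changed by -0.66 (SE 0.10, adjusted p = 0.00149). Of the 11 measured genes of camalexin and indole glucosinolates, 5 were higher and 1 lower relative to Col-0 and 7 and 1 relative to klu, and 7 and 1 in both when adjusted over the list alone. This list had camera adjusted p = 0.0215 and 0.00234, and 0.446 and 0.327 with an estimated correlation. The camalexin call relative to Col-0 ended among genes with at least 1 FPKM in every library (adjusted p = 0.0545), and that of ICS1 ended without Col-0 replicate 1 or 2 (0.0641 and 0.0776).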

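Some genes of pattern and effector triggered immunity rose in 35S:KLU relative to klu. FRK1, a receptor-like kinase gene induced by flagellin, rose by 1.05 (SE 0.14, adjusted p = 3.6e-04 from limma), WRKY53 by 1.03 (SE 0.19, adjusted p = 0.00252) and WRKY33, a regulator of defense against necrotrophs, by 0.67 (SE 0.15, adjusted p = 0.0073). SOBIR1, a co-receptor kinase gene, rose by 0.86 (SE 0.15, adjusted p = 0.00164). Relative to Col-0, WRKY53 and WRKY33 were at 0.43 (adjusted p = 0.141) and 0.23 (adjusted p = 0.315). Of 35 measured immunity genes, 7 were higher and 1 lower in both lines relative to klu, or 10 and 1 adjusted over the list alone, and none was called either way relative to Col-0. These genes as a set passed camera relative to klu (adjusted p = 0.0022, and 0.432 with an estimated correlation) and not relative to Col-0 (0.0981). Without 35S:KLU2 replicate 2 the latter was 0.0477, and the difference between the comparisons was not tested. Genes for protein folding in the endoplasmic reticulum rose in both comparisons. BIP3, a stress-induced chaperone gene, rose by 1.48 (SE 0.30, adjusted p = 0.00573) relative to Col-0 and by 1.46 (SE 0.30, adjusted p = 0.00432) relative to klu, and the protein disulfide isomerase gene PDIL1-2 by 1.2 (SE 0.22, adjusted p = 0.00297) and 1.33 (SE 0.22, adjusted p = 0.0011). ERDJ3A, a co-chaperone gene, rose by 1.17 and 1.18 (SE 0.18, adjusted p = 0.00139 and 7.6e-04), and the oxidase gene ERO1 by 1.15 and 1.34 (SE 0.16, adjusted p = 9.54e-04 and 1.98e-04). Of 24 measured folding genes, 19 were higher and 0 lower relative to Col-0 and 20 and 0 relative to klu, and 20 and 22 were higher when adjusted over the list alone. Camera gave adjusted p = 1.99e-11 and 1.29e-11 for this list, and 0.35 and 0.317 with an estimated correlation. After centring, the list lay -0.703 log2 units from the other libraries in klu replicate 1 and -0.314 and -0.223 in klu replicates 2 and 3, so the change relative to klu moved with that library, and the camera call held without it. The proteasome subunit gene PAD1 rose by 0.42 (SE 0.06, adjusted p = 7.33e-04) and 0.44 (SE 0.06, adjusted p = 2.81e-04). Relative to klu, RPT5B rose by 0.59 (SE 0.10, adjusted p = 0.00127), PBD2 by 0.54 (SE 0.10, adjusted p = 0.00243) and PAF1 by 0.51 (SE 0.09, adjusted p = 0.00219). Proteasome genes had a median log2 fold change of 0.24 and 0.26, with 1 of 35 higher in both lines relative to Col-0 and 8 relative to klu, or 1 and 10 adjusted over the list alone. The list was past the camera threshold (adjusted p = 8.4e-06 and 2.5e-06), but not with an estimated correlation (adjusted p = 0.446 and 0.432).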

In KEGG pathway enrichment analysis, both DEGs shared common pathways pertaining to plant–pathogen interaction and proteasome, which also can be traced from GO term analysis (Figure 2, A and B). 

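Hormone genes were enriched among the common DEGs of both comparisons. The 13 lists of hormone metabolism, transport and signaling held 255 measured genes, of which 71 (27.8%) were common DEGs relative to Col-0 and 99 (38.8%) relative to klu. Among all tested genes the shares were 9.1% and 14.7%, with Fisher p = 4.1e-18 and 1.92e-21. The genes called in both lines only relative to klu numbered 34, among them the jasmonate synthesis gene AOC3, the abscisic acid receptor gene PYR1 and the ethylene response factor gene ERF2, and 6 were called in both lines only relative to Col-0. Genes of the Calvin cycle and of the TCA cycle with glycolysis held 49 measured genes, with 10 (20.4%) called relative to Col-0 and 11 (22.4%) relative to klu (Fisher p = 0.0119 and 0.153). Of these, 5 were called in both lines only relative to klu, among them the glycolysis gene PFK7, and 4 only relative to Col-0. The difference between the comparisons was not tested, and over all genes the comparison with more common DEGs changed with the setting. The lists were written after the paper had been read. Fisher's test takes genes as independent, which members of a pathway may not be. KEGG pathways were not used here.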

Following comparison of KEGG pathway enrichment between Col-0 versus OE DEGs and *klu* versus OE DEGs, we observed that phytohormone signaling transduction and carbon metabolism were enriched in *klu* versus OE DEGs but not in the Col-0 versus OE DEGs (Figure 2, A and B). 

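Many auxin response genes fell in 35S:KLU. SAUR66, a small auxin up RNA, changed by -1.51 (SE 0.13, adjusted p = 7.7e-05 from limma) relative to Col-0 and by -1.90 (SE 0.13, adjusted p = 7.39e-06) relative to klu, and SAUR67 by -0.95 (SE 0.12, adjusted p = 6.16e-04) and -1.5 (SE 0.12, adjusted p = 2.28e-05). SAUR20 changed by -0.96 (SE 0.18, adjusted p = 0.00404) relative to Col-0 and SAUR19 by -1.71 (SE 0.27, adjusted p = 8.04e-04) relative to klu, and these neighbors may share fragments. Of 36 measured auxin response genes, 0 were higher and 12 lower relative to Col-0 and 0 and 21 relative to klu, or 17 and 24 lower adjusted over the list alone. Camera gave adjusted p = 1.05e-12 and 2.59e-16, and 0.0361 and 0.0251 with an estimated correlation. After centring, the list lay 0.835 log2 units above the other libraries in klu replicate 1 and 0.472 and 0.448 in klu replicates 2 and 3, so part of the change relative to klu came with that library, and the camera call held without it. The auxin transport genes PIN7, AUX1, LAX3, PIN3 and PIN4 changed by -0.70, -0.61, -0.59, -0.56 and -0.46 relative to Col-0 (SE 0.06 to 0.10, adjusted p = 4.39e-04 to 0.00198), whereas the exporter gene ABCB4 rose by 0.69 (SE 0.11, adjusted p = 0.00109) relative to klu. Auxin biosynthesis and transport had 0 higher and 8 lower of 17 relative to Col-0 and 1 and 8 relative to klu, or 1 and 9 in both adjusted over the list alone, with camera adjusted p = 4.56e-07 and 7.81e-06 (0.121 and 0.162 with an estimated correlation). The gibberellin genes GA2OX1 (-0.83, SE 0.16, adjusted p = 0.00466), GAMT2 (-0.71, SE 0.15, adjusted p = 0.00722) and RGL1 (-0.55, SE 0.09, adjusted p = 0.00225) fell relative to Col-0. Of 18 gibberellin genes, 0 were higher and 5 lower relative to Col-0 and 0 and 6 relative to klu, or 0 and 8, and 1 and 9, adjusted over the list alone, with camera adjusted p = 6.09e-05 and 5.11e-05 (0.322 and 0.317 with an estimated correlation). The brassinosteroid synthesis gene DWF4 changed by -0.68 (SE 0.10, adjusted p = 0.00111), the inactivation gene BAS1 by -0.61 (SE 0.11, adjusted p = 0.00376) and the transcription factor gene BES1 by -0.43 (SE 0.07, adjusted p = 0.00155) relative to Col-0, whereas the phosphatase gene BSL1 rose by 0.28 (SE 0.06, adjusted p = 0.00705). The 14 brassinosteroid genes had 1 higher and 4 lower in both comparisons, or 1 and 4, and 2 and 6, adjusted over the list alone, with camera adjusted p = 0.0242 and 0.00278 (0.35 and 0.317 with an estimated correlation). The call relative to Col-0 ended without Col-0 replicate 3 (0.0517).
Several jasmonate genes rose relative to klu. AOC3, of jasmonate synthesis, rose by 1.21 (SE 0.26, adjusted p = 0.00581) and the aminotransferase gene TAT3 by 1.51 (SE 0.29, adjusted p = 0.00306), whereas JMT, which methylates jasmonate, changed by -1.05 (SE 0.18, adjusted p = 0.00134). Of 35 jasmonate genes, 4 were higher and 1 lower relative to Col-0 and 13 and 1 relative to klu, or 5 and 1, and 16 and 1, adjusted over the list alone. Relative to klu the set passed camera (adjusted p = 0.00105, and 0.408 with an estimated correlation), and not relative to Col-0 (0.195, and 0.0133 without Col-0 replicate 2), and the difference between the comparisons was not tested. The ethylene synthesis gene ACS4 changed by -0.85 (SE 0.19, adjusted p = 0.00827) relative to Col-0, and the response factor gene ERF6 by -0.81 (SE 0.11, adjusted p = 8.44e-04), whereas ERF2 rose by 0.93 (SE 0.20, adjusted p = 0.0049) relative to klu. Of 22 ethylene genes, 1 was higher and 4 lower relative to Col-0 and 3 and 4 relative to klu, or 1 and 4, and 3 and 5, adjusted over the list alone, and the list was past the threshold in neither comparison (camera adjusted p = 0.0558 and 0.246). Relative to Col-0 it was called without klu replicate 1 or 3, 35S:KLU1 replicate 1 or 35S:KLU2 replicate 3 (0.0332, 0.0387, 0.0482 and 0.0329), without the filter on low values (0.027), with a pseudocount of 0.1 (0.0498), with the replicate block (0.0453) and with library weights (0.0367). For abscisic acid, NCED3, of its synthesis, changed by -1.38 (SE 0.24, adjusted p = 0.00258) and NCED2 by -0.74 (SE 0.11, adjusted p = 0.0012) relative to Col-0, and the epoxidase gene ABA1 by -0.56 (SE 0.08, adjusted p = 8.75e-04). Relative to klu, NCED3 changed by -0.72 (SE 0.24, adjusted p = 0.0462) as a mean of both lines and was a DEG in neither line, and this call ended without Col-0 replicate 2, klu replicate 3 or any 35S:KLU replicate (0.0511 to 0.202), without the filter on low values (0.0792), and with the replicate block or equal FPKM sums (both 0.0525). BGLU18, which frees abscisic acid from its conjugate, rose by 1.07 (SE 0.24, adjusted p = 0.00983) relative to Col-0 and by 1.79 (SE 0.24, adjusted p = 3.61e-04) relative to klu, and its first call ended without Col-0 replicate 1 (0.0549). The transcription factor gene ABF4, also named AREB2, rose by 0.40 (SE 0.09, adjusted p = 0.0088) relative to Col-0, which ended without Col-0 replicate 2 (0.0554), and by 0.36 (SE 0.09, adjusted p = 0.0104) relative to klu. RD29B, a gene induced by abscisic acid, was at 0.50 (adjusted p = 0.517) and 1.17 (adjusted p = 0.101, and 0.00778 without klu replicate 3), and the receptor gene PYR1 changed by -0.52 (SE 0.10, adjusted p = 0.00247) relative to klu. Of 40 abscisic acid genes, 3 were higher and 3 lower relative to Col-0 and 2 and 3 relative to klu, or 3 and 4, and 2 and 3, adjusted over the list alone. The list had camera adjusted p = 0.697 and 0.789 toward lower values, whereas its medians, 0.06 and 0.03, and its means, 0.02 and 0.13, were positive.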

Among the key genes in phytohormone metabolism, transport, perception, and signaling (Supplemental Tables S2–S9), many showed altered expression, especially in the comparison *klu* versus OE (Supplemental Figures S3 and S4). In addition, phytohormone profiling showed that the major detectable phytohormones were altered in the *KLU*-overexpressing line. The *t*Z of cytokinin, GA4, IAA, and SA accumulated in the *KLU* overexpressor, whereas ABA and JA decreased (Figure 2, C).

**Figure 1:**
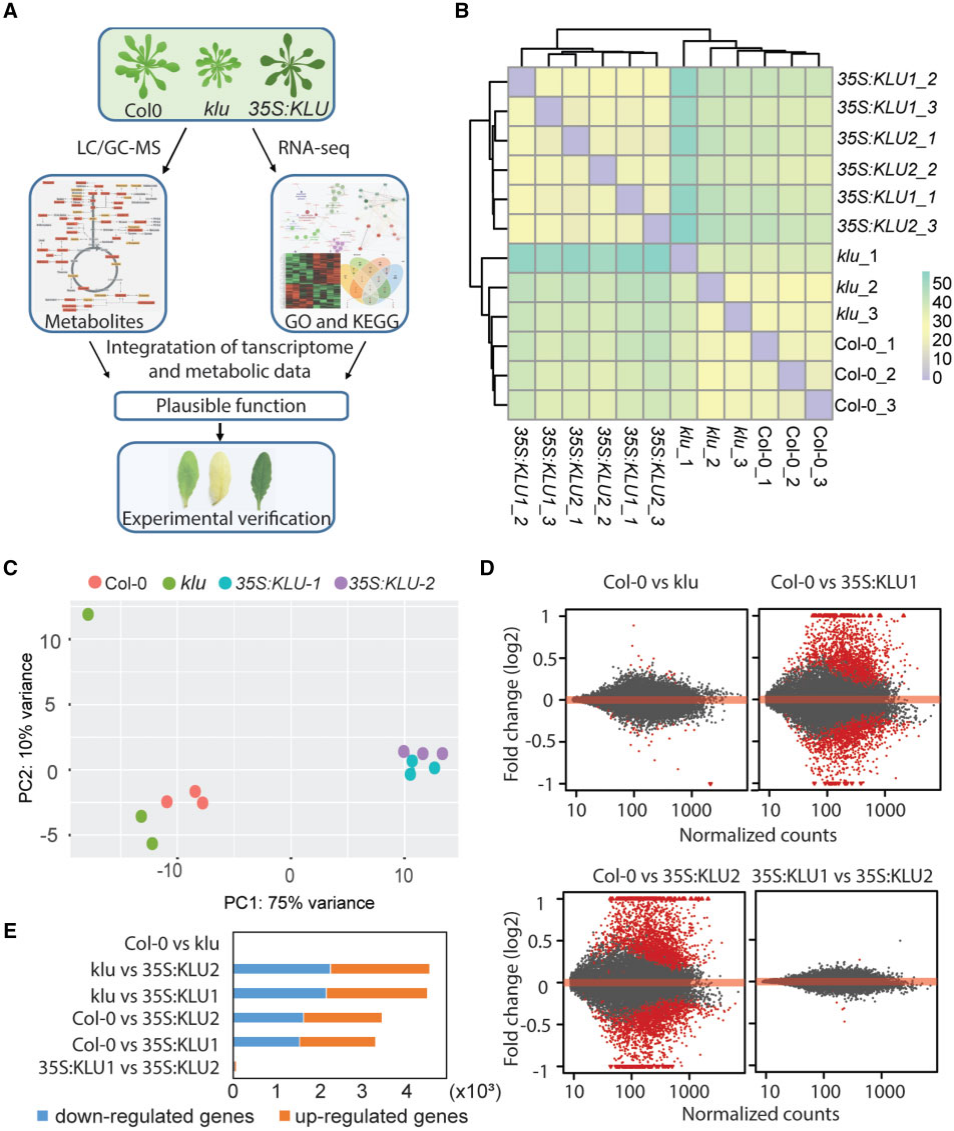
Overview of the transcriptome changes. (**A**) Schematic representation of experimental strategy. The images of rosettes and leaves were digitally extracted for comparison among the genotypes. (**B**) A sample hierarchical clustering based on the heatmap of sample–sample distances. Distance heatmap computed from the count matrix. (**C**) Principal component plot of the individual samples based on count matrix. These percentages do not add up to 100% because there are more dimensions that contain the remaining variance. (**D**) MA-plot showing log2 fold change (*y*-axis) of a particular comparison over the mean of normalized counts (*x*-axis) for all the samples. Red points indicate adjusted *P*-value is <0.05. Points falling out of the window are plotted as triangles pointing either up or down. (**E**) Number of DEGs in different group samples. Yellow boxes, up-regulated genes, blue boxes, down-regulated genes.

**Figure 2:**
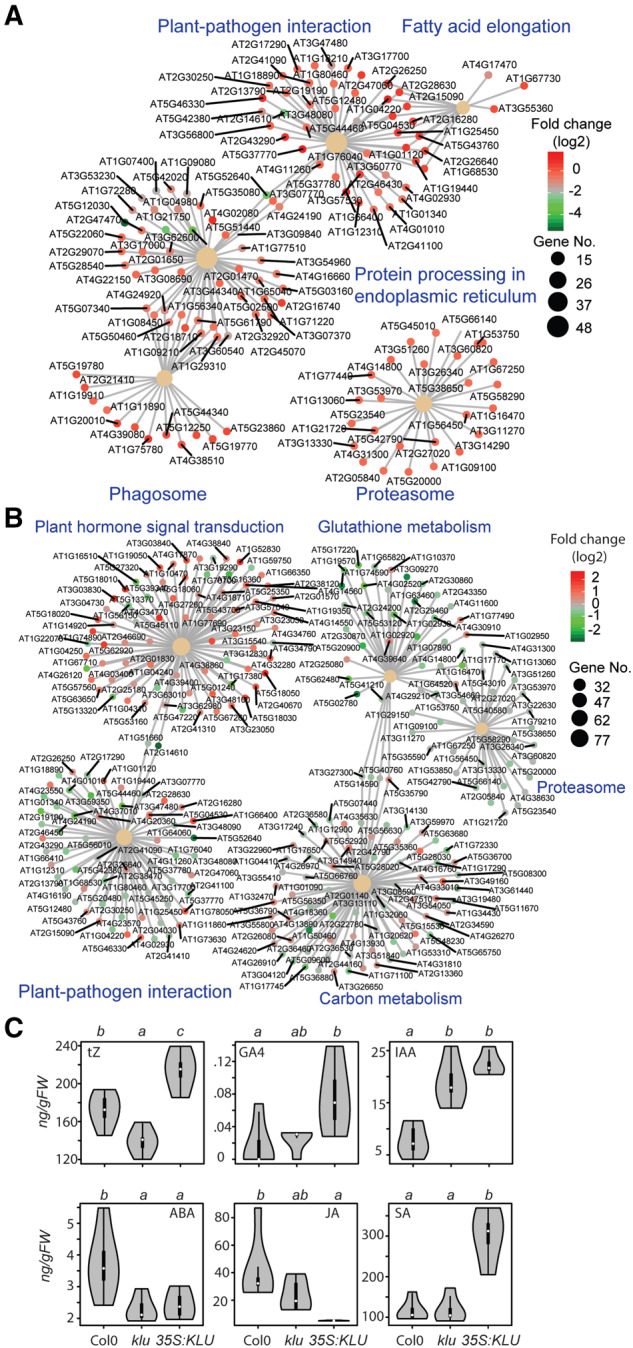
KEGG enrichment analysis of DEGs and phytohormone profiling. (**A**) KEGG enrichment analysis of DEGs of WT versus OE. (**B**) KEGG enrichment analysis of DEGs of *klu* versus OE. The circle size of each group scaled from the gene number enriched in each group, the dot colors indicate log2 fold change of WT/*klu* compared with OE. (**C**) *trans*-Zeatin (*t*Z), GA4, IAA, ABA, JA, and SA contents in the leaves of WT, *klu*, and *35S:KLU* plants at 35 DAG. *n* = 4–6, ANOVA, Tukey’s HSD, *P* < 0.05.

### Cytokinin signaling is altered following *KLU* overexpression

Among the phytohormone changes in the *klu* mutant and *KLU* overexpressors, cytokinin particularly drew our attention because of the following facts. First, the contents of *t*Z of cytokinin were decreased and increased in *klu*-mutant and *KLU*-overexpressor plants, respectively, whereas other hormones did not show opposite changes between the mutant and the overexpressor (Figure 2, C). Second, our transcriptome data and RT-qPCR analysis revealed that several cytokinin-related genes, including *CKX1*, *CKX4*, and type-A *ARRs*, were down-regulated in the *KLU* overexpressors, whereas *AHP4* was up-regulated (Figure 3, A and Supplemental Figure S4, A). 

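Type-A ARRs, which are induced by cytokinin and feed back on its signaling, fell together in 35S:KLU. ARR5 changed by -1.19 (SE 0.15, adjusted p = 4.65e-04 from limma) relative to Col-0 and by -1.11 (SE 0.15, adjusted p = 3.2e-04) relative to klu, and ARR7 by -1.16 (SE 0.13, adjusted p = 2.59e-04) and -1.14 (SE 0.13, adjusted p = 1.3e-04). ARR6 changed by -1.47 (SE 0.25, adjusted p = 0.00225) and -1.65 (SE 0.25, adjusted p = 7.4e-04), ARR15 by -1.38 (SE 0.24, adjusted p = 0.00258) and -1.69 (SE 0.24, adjusted p = 5.1e-04), and ARR16 by -0.97 (SE 0.16, adjusted p = 0.00182) and -1.10 (SE 0.16, adjusted p = 5.29e-04). ARR4 changed by -0.61 (SE 0.08, adjusted p = 4.81e-04) and -0.60 (SE 0.08, adjusted p = 2.42e-04), and ARR9 by -0.74 (SE 0.09, adjusted p = 4e-04) and -0.83 (SE 0.09, adjusted p = 9.85e-05). ARR8 changed by -0.29 (SE 0.08, adjusted p = 0.0265) and -0.32 (SE 0.08, adjusted p = 0.014) as a mean of both lines and was a DEG in 35S:KLU1 alone. Of the 8 tested type-A ARRs, 0 were higher and 7 lower in both lines in both comparisons, or 8 lower adjusted over the list alone, and ARR3 and ARR17 were too low to test. Camera gave adjusted p = 2.43e-09 and 8.34e-09, and 0.121 and 0.136 with an estimated correlation. In klu relative to Col-0, their median log2 fold change was 0.06 (camera adjusted p = 0.422, and 0.00691 toward higher values without klu replicate 3).
AHP4, a phosphotransfer protein gene, was at 12.4 ± 6.97 FPKM in Col-0, 8.08 ± 9.69 FPKM in klu and 34.3 ± 6.36 FPKM in 35S:KLU (SD, n = 3, 3 and 6 plants). It rose by 2.52 (SE 0.53, adjusted p = 0.00478) relative to klu, and its log2 fold change relative to Col-0 was 1.55 (SE 0.53, adjusted p = 0.0602). The latter passed the threshold without klu replicate 2 or 3 (adjusted p = 0.029 and 0.00583), with a block for the replicate numbers (0.0311) and with library weights (0.0288). Among 13 measured genes of cytokinin perception and relay, CRF6 rose by 0.61 (SE 0.11, adjusted p = 0.00234) and CRF2 changed by -0.54 (SE 0.12, adjusted p = 0.00697) relative to klu. This list had 0 genes called in both lines relative to Col-0 and 2 higher and 1 lower relative to klu, the same counts adjusted over the list alone, and camera adjusted p = 0.248 and 0.246. Relative to klu its median, -0.12, had the sign of the test, whereas its mean, 0.07, was positive because of AHP4. None of the 6 measured type-B ARRs, the transcription factors of the pathway, was called in both lines, and 0 and 1 were lower relative to Col-0 and klu adjusted over the list alone. As a mean of both lines relative to klu, ARR11 changed by -0.40 (SE 0.12, adjusted p = 0.0275), ARR14 by -0.33 (SE 0.07, adjusted p = 0.00709) and ARR12 by -0.22 (SE 0.07, adjusted p = 0.0405). That call of ARR12 ended with the replicate block and without any Col-0 or 35S:KLU replicate or klu replicate 2 or 3 (0.0526 to 0.172), and that of ARR11 without klu replicate 2 or 3, 35S:KLU1 replicate 2 or 35S:KLU2 replicate 1 (0.0524 to 0.106). Relative to Col-0, ARR10 and ARR11 were at -0.26 and -0.34 (adjusted p = 0.0752 and 0.0674) and passed in some settings, such as without klu replicate 1 (0.0148 and 0.0282). As a set they were past the camera threshold relative to klu (adjusted p = 0.0285, 0.327 with an estimated correlation and 0.0885 without klu replicate 3) and not relative to Col-0 (0.15). In cytokinin synthesis, IPT3 changed by -0.75 (SE 0.18, adjusted p = 0.0117) and -0.89 (SE 0.18, adjusted p = 0.00332), whereas LOG7 rose by 0.58 (SE 0.10, adjusted p = 0.00249) and 0.50 (SE 0.10, adjusted p = 0.00361). Of 10 synthesis genes, 1 was higher and 1 lower in both comparisons, also adjusted over the list alone, with camera adjusted p = 0.769 and 0.458. Relative to Col-0 their median was 0.02 and their mean -0.01, so the signs differed. The call of IPT3 relative to Col-0 ended without Col-0 replicate 1 or 2 (adjusted p = 0.0553 and 0.0533). ARR8 was not past the threshold relative to Col-0 without Col-0 replicate 1, 2 or 3, 35S:KLU1 replicate 2 or 35S:KLU2 replicate 1 (adjusted p = 0.0527 to 0.117), nor relative to klu without klu replicate 2 (0.0654).

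**Figure D1:**
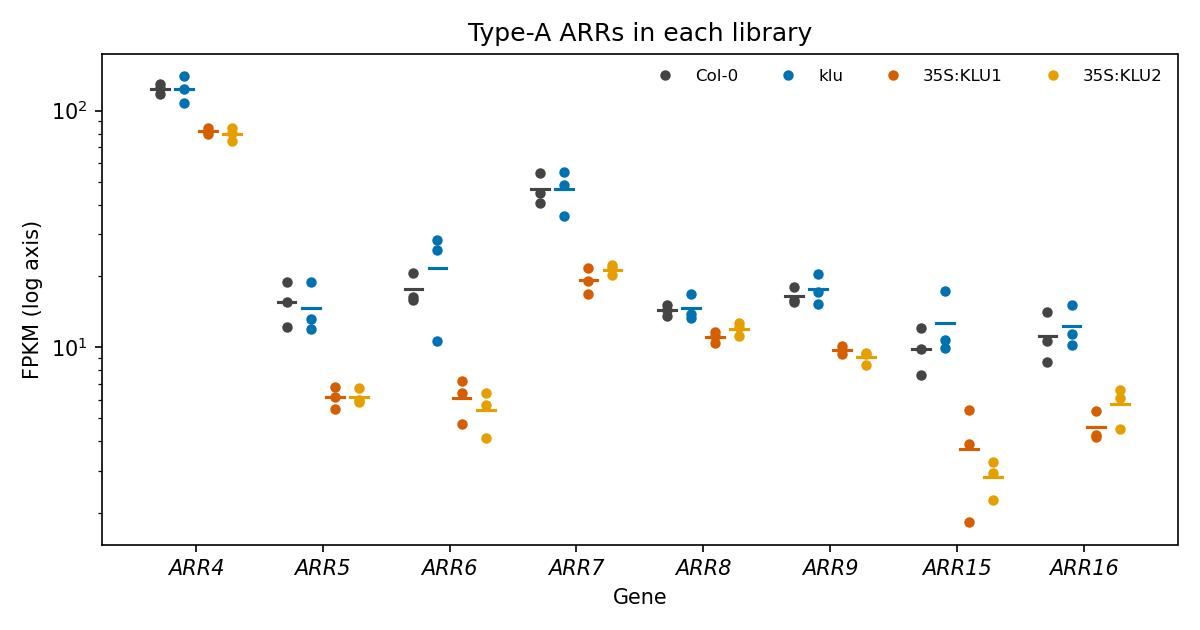
FPKM of the type-A ARRs in each library (3 plants per genotype). The median log2 fold change of the 8 tested genes was -1.07 relative to Col-0 and -1.10 relative to klu.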

Among six functional cytokinin oxidase genes in *Arabidopsis* (Kieber and Schaller, 2014), *CKX1* and *CKX4* showed significant changes in the comparison *klu* versus OE. Thus, the down-regulation of cytokinin catabolism genes *CKX1* and *CKX*4 in the *35S:KLU* plants could be one of the reasons for the high level of cytokinins. 

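CKX1, a cytokinin oxidase gene, was at 2.94 ± 0.348 FPKM in Col-0, 4.42 ± 1.74 FPKM in klu and 1.27 ± 0.152 FPKM in 35S:KLU (SD, n = 3, 3 and 6 plants). It changed by -0.80 (SE 0.18, adjusted p = 0.00954 from limma) relative to Col-0 and by -1.20 (SE 0.18, adjusted p = 6.38e-04) relative to klu, and was a DEG in both lines. CKX4 changed by -0.46 (SE 0.13, adjusted p = 0.0237) and -0.47 (SE 0.13, adjusted p = 0.0169), and was a DEG in 35S:KLU2 alone. UGT76C2, which conjugates cytokinins with glucose, changed by -0.73 (SE 0.13, adjusted p = 0.00236) and -1.09 (SE 0.13, adjusted p = 1.52e-04). The log2 fold changes of CKX5 were -0.33 and -0.29 (adjusted p = 0.161 and 0.197). Those of CKX6 were -0.36 and -0.23 (adjusted p = 0.0427 and 0.149) and those of CKX7 -0.32 and -0.23 (adjusted p = 0.0421 and 0.106), where CKX7 was a DEG relative to Col-0 in 35S:KLU2 and CKX6 in neither line. UGT85A1, another cytokinin glucosyltransferase gene, was at 0.41 (adjusted p = 0.0723) and rose by 0.44 (SE 0.15, adjusted p = 0.0459) relative to klu, as a DEG in neither line, and UGT76C1 was at -0.14 and -0.08 (adjusted p = 0.246 and 0.49). Of 8 measured genes of cytokinin breakdown and conjugation, 0 were higher and 2 lower in both lines in both comparisons, or 0 and 4, and 1 and 3, adjusted over the list alone. As a set they were past the camera threshold (adjusted p = 0.00274 and 0.00468), but not with an estimated correlation (adjusted p = 0.322 and 0.317). The call of CKX4 ended relative to Col-0 without Col-0 replicate 1, 2 or 3, 35S:KLU1 replicate 1 or 3, or 35S:KLU2 replicate 1 (adjusted p = 0.0501 to 0.103), and relative to klu without klu replicate 1 or 2 (0.0563 and 0.0801). That of CKX6 relative to Col-0 ended (adjusted p = 0.0514 to 0.141) without any Col-0 or 35S:KLU1 replicate, without 35S:KLU2 replicate 1 or 3, or without the filter on low values. That of CKX7 ended (0.0517 to 0.139) without any Col-0 replicate, 35S:KLU1 replicate 1 or 2 or 35S:KLU2 replicate 2 or 3, without the filter or with the replicate block. Relative to klu, both passed the threshold without klu replicate 1 (0.0405 and 0.0157) and with median-of-ratios scaling (0.0479 and 0.0275), and CKX7 also with upper-quartile scaling (0.0301) and library weights (0.027). UGT85A1 was called relative to Col-0 without klu replicate 1 or 2 (0.0281 and 0.0205) and with library weights (0.0096). Its call relative to klu ended without any Col-0 or 35S:KLU2 replicate, klu replicate 1 or 3, or 35S:KLU1 replicate 2 or 3, without the filter, and with the replicate block, upper-quartile scaling or library weights (0.0508 to 0.195).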

Third, consistent with phytohormone profiling results, the *35S:KLU* plants also showed hypersensitivity to the *t*Z-type cytokinin treatment compared with the WT and the *klu* mutants (Figure 3, B).

**Figure 3:**
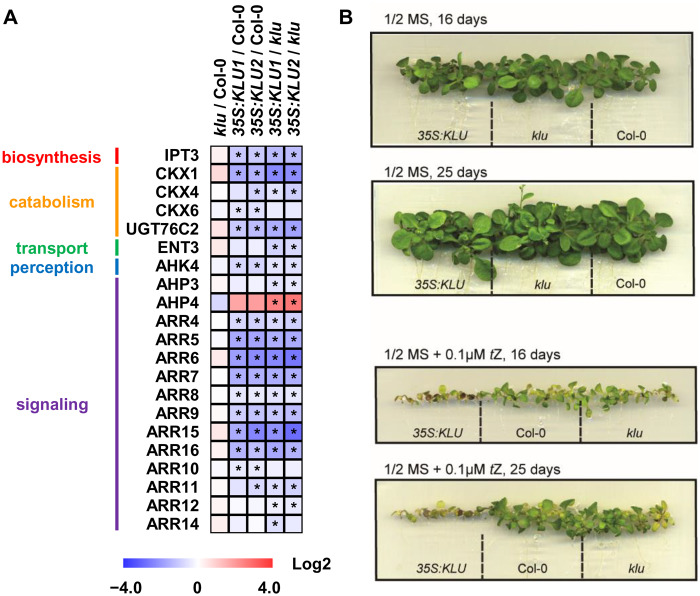
Cytokinin signaling pathway altered in *KLU*-overexpressors. (**A**) The expression of the genes associated with cytokinin metabolism, transport, perception, and signaling in *klu* and *35S:KLU* plants analyzed by RNA-sequencing. Asterisks indicate the DEGs (adjusted *P*-value < 0.05). The detailed expression data are available in Supplemental Table S2. (**B**) Phenotypical response of WT, *klu*, and *35S:KLU* upon 0.1-µM *t*Z treatment at the stage suggested in the figure. *n* = 15.

### KLU/KLU-dependent signaling influences leaf aging

We reasoned that either the *klu* mutant or *KLU* overexpressors can share some common phenotypic features that have been revealed in cytokinin signaling-defective mutants. One of these phenotypic features we observed was leaf senescence; it is well known that an increase in cytokinin contents or the activation of cytokinin signaling greatly prolongs leaf longevity (Zwack and Rashotte, 2013). The *klu* mutant displayed early yellowish leaves in the reproductive stage compared with WT (Figure 4, A), whereas the leaves of the *35S:KLU* plants showed darker green coloring compared with WT through the whole plant life cycle (Figure 4, A and Supplemental Figure S5, A). In *Arabidopsis*, many early- or delayed-senescence mutants were reported to show early- or delayed-flowering, respectively (Wingler, 2011). Similarly, the early-senescence *klu* mutant also showed early floral transition, small floral organs, and accelerating leaf initiation (Supplemental Figure S5, B–F). To examine leaf senescence phenotypes in detail, phenotypical examination of the third leaf throughout their life spans showed that the *klu* mutant had an early senescence phenotype, whereas *35S*:*KLU* plants had greatly delayed leaf senescence (Figure 4, B). The photosynthetic pigment concentration and photochemical efficiency of photosystem II (Fv/Fm), two critical physiological markers related to leaf senescence, were determined in the third leaf at different growth stages. As shown in Figure 4, C, higher levels of chlorophyll were maintained in *35S:KLU* compared with WT and *klu* plants, whereas a dramatically decreased chlorophyll content was observed in the *klu* mutant at the later stage. Similarly, there was a significant reduction of Fv/Fm in the *klu* mutant compared with WT and *35S:KLU* (Figure 4, D). In addition, the expression of *SAG12*, a marker gene for leaf senescence, was increased in the *klu* mutant at 28 d after germination (DAG), whereas no detectable transcripts were found in *35S:KLU* plants at the same stage (Figure 4, E). These results indicate that *KLU* plays positive roles in leaf longevity.

**Figure 4:**
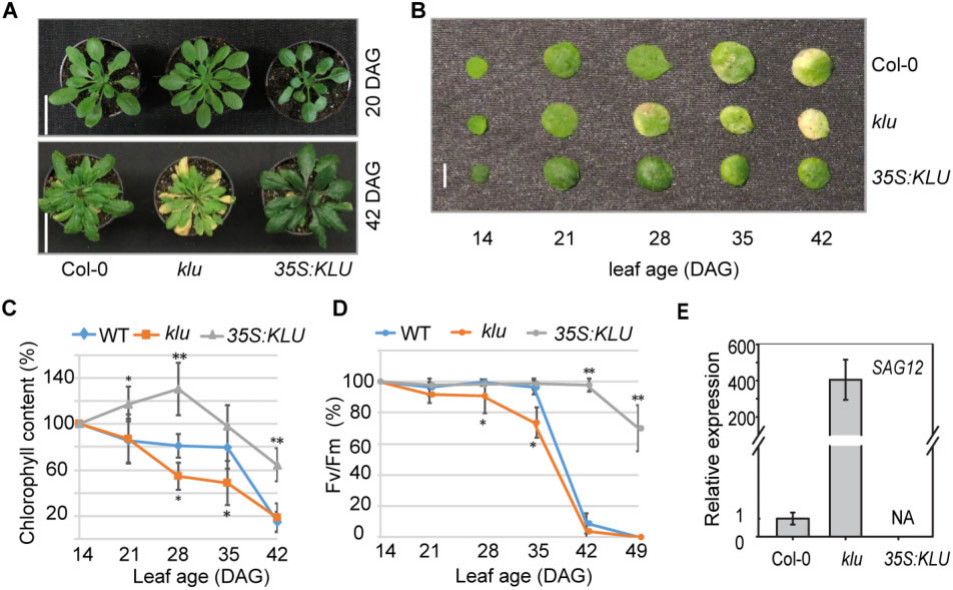
The *Arabidopsis KLU* contributes to leaf longevity. (**A**) Representative phenotypes of WT, *klu*, and *35S:KLU* plants at different stages. The stems were removed at the 42-DAG stage. Scale bar, 3 cm. (**B**) Representative phenotypes of the third leaf of WT, *klu*, and *35S:KLU* plants at different stages. Scale bar, 0.5 cm. (**C**) The chlorophyll contents in the third leaf of WT, *klu*, and *35S:KLU* leaves at different ages. Error bars represent sd (*n* = 14). (**D**) Photochemical efficiency (Fv/Fm) in the third leaf of WT, *klu*, and *35S:KLU* leaves were examined at different ages. Error bars represent sd (*n* = 16–20). (**E**) Expression of the molecular senescence marker gene *SAG12* in the third leaf of WT, *klu*, and *35S:KLU* plants at 28 DAG. Error bars represent sd (*n* = 3). The *Arabidopsis UBIQUITIN 5* was used as internal control. Plant materials were grown under a 16-h light/8-h dark cycle. Asterisks indicate statistically significant differences when compared with WT by Student’s *t* test (*P < 0.05, **P < 0.01).

### Nitrate transport and nitrogen and proline metabolism are altered in *KLU* overexpressors

Besides phytohormone signaling pathways, our KEGG pathway enrichment analysis indicated that the carbon metabolism-related genes were differentially expressed in the *KLU* overexpressors (Figure 2). 

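Several Calvin cycle genes fell in 35S:KLU, and some genes of glycolysis rose. RCA, the activase of Rubisco, changed by -0.57 (SE 0.10, adjusted p = 0.00198 from limma) relative to Col-0 and by -0.50 (SE 0.10, adjusted p = 0.00272) relative to klu. The bisphosphatase genes SBPASE and HCEF1 both changed by -0.39 (SE 0.08, adjusted p = 0.0047 and 0.00573) and the aldolase gene FBA2 by -0.38 (SE 0.08, adjusted p = 0.00506) relative to Col-0. GAPA, a glyceraldehyde-phosphate dehydrogenase gene, changed by -0.37 in both comparisons (SE 0.07, adjusted p = 0.00455 and 0.00277). Of 21 measured Calvin cycle genes, 0 were higher and 7 lower relative to Col-0 and 0 and 6 relative to klu, or 0 and 9, and 1 and 7, adjusted over the list alone. Camera gave adjusted p = 6.74e-07 and 5.11e-05, and 0.35 and 0.372 with an estimated correlation. After centring, the median of the list lay 0.53 log2 units above the other libraries in klu replicate 1. It lay at -0.017 and -0.045 in klu replicates 2 and 3 and at -0.276 to -0.027 in 35S:KLU. The change relative to klu thus moved with klu replicate 1. PFK3, a phosphofructokinase gene, rose by 0.75 (SE 0.08, adjusted p = 1.8e-04) and 0.94 (SE 0.08, adjusted p = 2.28e-05). GAPC1 rose by 0.50 (SE 0.09, adjusted p = 0.00151) and PFK7 by 0.43 (SE 0.10, adjusted p = 0.00827) relative to klu, whereas PPC3, a phosphoenolpyruvate carboxylase gene, changed by -0.63 (SE 0.13, adjusted p = 0.00485). Relative to Col-0, PGM and PGI1, of starch synthesis, changed by -0.39 (SE 0.07, adjusted p = 0.00232) and -0.21 (SE 0.05, adjusted p = 0.0101). Of 28 genes of the TCA cycle and glycolysis, 1 was higher and 2 lower relative to Col-0 and 4 and 1 relative to klu, or 1 and 2, and 6 and 2, adjusted over the list alone. The list was past the camera threshold relative to klu (adjusted p = 0.0354, and 0.517 with an estimated correlation) and not relative to Col-0 (0.278), and that call ended without klu replicate 2, 35S:KLU1 replicate 2 or 35S:KLU2 replicate 1 (0.067, 0.0586 and 0.0591). Among genes of sucrose transport and cleavage, the synthase gene SPS4F changed by -0.71 (SE 0.13, adjusted p = 0.00319) and SUS6 by -0.47 (SE 0.09, adjusted p = 0.00306) relative to Col-0. The cell wall invertase gene ATBFRUCT1 rose by 0.58 (SE 0.12, adjusted p = 0.00758) and the hexose transporter gene STP13 by 0.52 (SE 0.08, adjusted p = 0.00169). Of 22 genes in this list, 2 were higher and 2 lower relative to Col-0 and 3 and 5 relative to klu, or 3 and 3, and 3 and 6, adjusted over the list alone, with camera adjusted p = 0.409 and 0.427. Relative to Col-0 their median was 0.01 and their mean -0.04, so the signs differed.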

To reveal the role of *KLU* in redistributing nutrient and metabolic flow, we profiled the primary metabolites by gas chromatography–mass spectrometry (GC–MS) to identify changes in metabolite levels among WT, *klu*, and *35S*:*KLU* plants during vegetative growth (Figure 5). To assess secondary effects potentially caused by the altered leaf senescence (Figure 4), the whole rosettes were harvested at 35 DAG, the same conditions for the transcriptome analysis (Figure 1), and two additional time points (28 and 42 DAG). Furthermore, to examine the effects of decreased expression of *CKX*s (Figure 3) on metabolite profiles, the *ckx1-1* and *ckx4-1* mutants (Supplemental Figure S6), hereafter *ckx1* and *ckx4*, were also analyzed. In total, 48 primary metabolites were annotated, and subsequent PCA revealed that the samples were grouped by the harvesting dates (Figure 5, A). Moreover, *klu* and *35S:KLU* plants were separated by PC1 and PC3 (Figure 5, B), implying that the differences between *klu* and *35S:KLU* plants were clearer than those between WT and *35S:KLU* plants. Although several metabolites, including galactinol and raffinose, contributed to the separation of the samples during growth, as indicated in PC2 (Figure 5, A and Supplemental Figure S7, A), these metabolites did not show significant changes between *klu* and *35S:KLU* plants (Figure 5, C). Therefore, we focused on the metabolic changes within the same time point. Many metabolites showed significant changes among the lines at 35 DAG (Figure 5, C and Supplemental Figures S8–S12), whereas several metabolites, such as threonine, proline, and *myo*-inositol, showed constitutive accumulation in *35S:KLU* plants compared with the *klu* mutant (Supplemental Figure S8). Given than the accumulation patterns of these metabolites during growth were comparable among the lines (Supplemental Figure S8, B), the overexpression of *KLU* might directly affect the biosynthetic and catabolic pathways of these metabolites. Interestingly, sucrose, glucose, and fructose showed transient accumulation at 35 DAG in *35S:KLU* plants compared with the *klu* mutant, whereas glucose and fructose contents in the *klu* mutant increased to similar levels as in *35S:KLU* plants at 42 DAG (Supplemental Figure S12). These results imply that sugar accumulation during vegetative stages was enhanced by the overexpression of *KLU*. The profiles of the *ckx* mutants were comparable with that of WT; however, several metabolites, including amino acids and sugars, accumulated less in the *ckx4* mutant, especially at 42 DAG, albeit to a lesser extent in the *ckx1* mutant (Figure 5, C).

**Figure 5:**
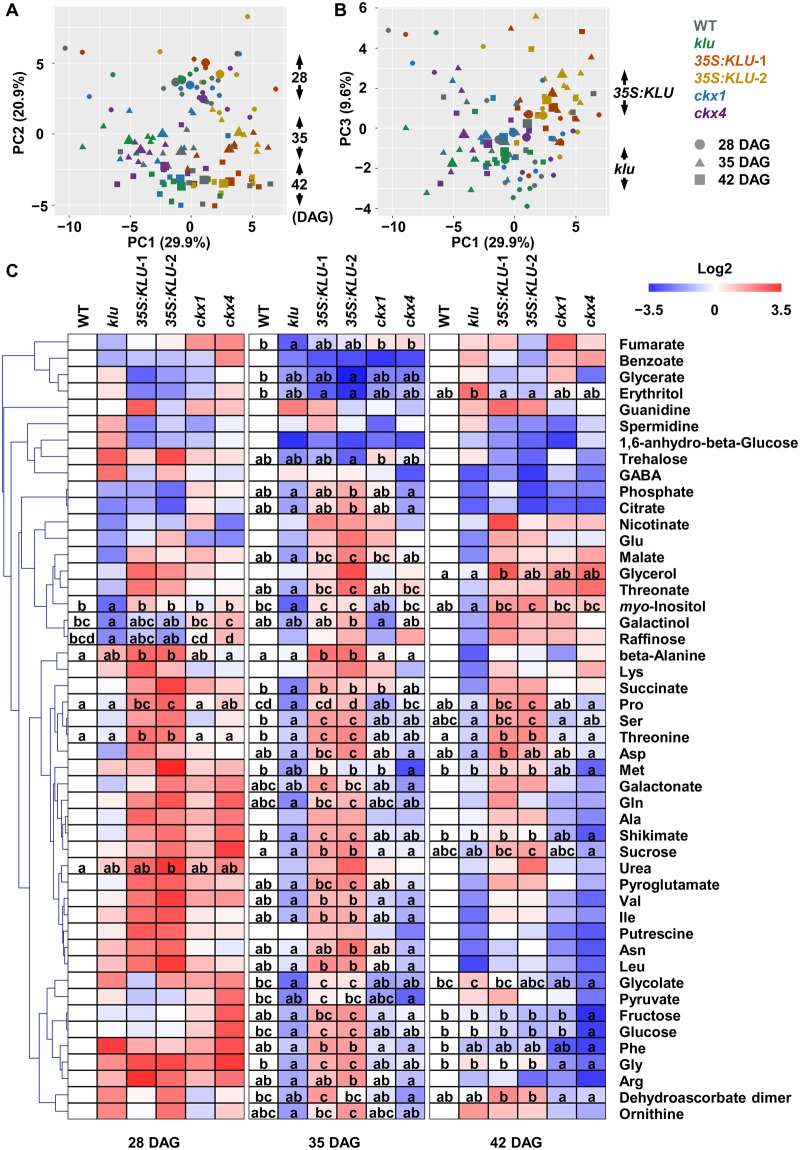
The metabolite profile of *KLU*-overexpressing lines during vegetative growth. Primary metabolites extracted from aerial parts of plants grown on soil for 28, 35, and 42 DAG were analyzed by GC–MS. Chromatograms and mass spectra were evaluated using Chroma TOF 1.0 (LECO) and Tag Finder 4.0 (Luedemann et al., 2012), and 48 metabolites were annotated. Data comprise five or six biological replicates. (**A**) and (**B**) PCA was performed by using R software. The mean points of replicates are indicated by larger symbols. (**C**) Heat map showing relative accumulation of each metabolite compared with those in WT plants. For each metabolite, the value of the corresponding WT (28, 35, and 42 DAG) was set to 0. Different letters denote statistically significant differences (*P* < 0.05) within each time point by one-way ANOVA followed by a Tukey’s *post hoc* test.

The metabolomic and transcriptomic data were further integrated to explore metabolic changes, which were associated with transcriptional changes. 

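NRT3.1, the partner protein of high-affinity nitrate transporters, rose by 1.37 (SE 0.12, adjusted p = 8.33e-05 from limma) in 35S:KLU relative to Col-0 and by 1.62 (SE 0.12, adjusted p = 1.15e-05) relative to klu. NRT1.9, a phloem nitrate transporter gene, changed by -0.88 (SE 0.12, adjusted p = 7.68e-04) and -0.89 (SE 0.12, adjusted p = 3.73e-04). Of 16 measured nitrate transport genes, 1 was higher and 5 lower in both lines in both comparisons, or 2 and 5, and 1 and 5, adjusted over the list alone. The list was past the camera threshold relative to Col-0 (adjusted p = 0.00605, and 0.165 with an estimated correlation) and not relative to klu (0.0809, and 0.0322 without klu replicate 2). The ammonium transporter gene AMT1;1 rose by 0.53 (SE 0.08, adjusted p = 0.00102) and 0.71 (SE 0.08, adjusted p = 9.85e-05), and AMT2 by 0.40 (SE 0.09, adjusted p = 0.00936) and 0.39 (SE 0.09, adjusted p = 0.00801). AMT1;4, known from pollen, changed by -0.50 (SE 0.11, adjusted p = 0.0107) and -0.43 (SE 0.11, adjusted p = 0.0158), and its call relative to Col-0 ended without Col-0 replicate 2 (adjusted p = 0.0639). The log2 fold changes of AMT1;2 were -0.32 (adjusted p = 0.208) and -0.16 (adjusted p = 0.526). These 4 measured ammonium transport genes had 2 higher and 1 lower in both comparisons, also adjusted over the list alone, and camera adjusted p = 0.717 and 0.516. Of 16 measured genes of nitrogen assimilation, 0 were higher and 3 lower relative to Col-0 and 1 and 2 relative to klu, or 0 and 3, and 1 and 3, adjusted over the list alone. The list was past the camera threshold relative to Col-0 (adjusted p = 0.0296, and 0.186 with an estimated correlation) and not relative to klu (0.244). That call ended without Col-0 replicate 1 (0.0518), with median-of-ratios scaling (0.0566) and with upper-quartile scaling (0.0581).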

The GO category nitrogen compound metabolic process was one of the enriched categories (Supplemental Figure S2), and indeed the genes associated with nitrate transport, ammonium transport, and nitrogen assimilation were differentially expressed in *35S:KLU* plants (Supplemental Figure S13, A–C and Supplemental Table S10). The altered expression of these genes might be related to increased levels of arginine and ornithine (Figure 5, C), which accumulated under nitrogen-limited conditions (Tschoep et al., 2009). In addition to arginine and ornithine, their derivative, proline, showed constitutive accumulation in *35S:KLU* plants (Figure 5, C), and thus the expression of the genes associated with proline metabolism was displayed with the metabolic pathways (Supplemental Figure S13, D and Supplemental Table S11). 

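ARGAH2, an arginase gene, was at 115 ± 16.4 FPKM in Col-0, 117 ± 9.61 FPKM in klu and 266 ± 29.6 FPKM in 35S:KLU (SD, n = 3, 3 and 6 plants). It rose by 1.2 (SE 0.11, adjusted p = 8.37e-05 from limma) relative to Col-0 and by 1.17 (SE 0.11, adjusted p = 3.78e-05) relative to klu. NAOD (AT4G17830), annotated as a peptidase M20 family gene, rose by 0.47 (SE 0.09, adjusted p = 0.00314) and 0.58 (SE 0.09, adjusted p = 6.19e-04). In proline synthesis, P5CS2 rose by 0.35 (SE 0.10, adjusted p = 0.0285) and 0.65 (SE 0.10, adjusted p = 7.6e-04), the former in 35S:KLU2 alone. P5CS1, the stress-induced form, was at 0.31 (adjusted p = 0.203) relative to Col-0 and rose by 0.59 (SE 0.16, adjusted p = 0.0181) relative to klu, and P5CR was at 0.25 (adjusted p = 0.181) and rose by 0.41 (SE 0.12, adjusted p = 0.0299), and both were DEGs in 35S:KLU2 alone. In proline breakdown, ProDH1 changed by -0.80 (SE 0.16, adjusted p = 0.00466) relative to Col-0 and was at -0.23 (adjusted p = 0.315) relative to klu. ProDH2 was at 0.25 (adjusted p = 0.135) and rose by 0.66 (SE 0.11, adjusted p = 0.00117). The dehydrogenase gene ALDH12A1 rose by 0.22 (SE 0.07, adjusted p = 0.0398), as a DEG in 35S:KLU2 alone, and by 0.37 (SE 0.07, adjusted p = 0.00202). The ornithine aminotransferase gene DELTA-OAT was at 0.04 and 0.13 (adjusted p = 0.803 and 0.367) and ARGAH1 at -0.07 and -0.03 (adjusted p = 0.601 and 0.838). Of these 10 genes, 2 were higher and 1 lower in both lines relative to Col-0 and 5 and 0 relative to klu, or 2 and 1, and 7 and 0, adjusted over the list alone. As a set they were past the camera threshold relative to klu (adjusted p = 0.00146, and 0.317 with an estimated correlation) and not relative to Col-0 (0.0519). The latter passed without Col-0 replicate 2, klu replicate 1 or 3 or 35S:KLU1 replicate 2 (0.0228, 0.0395, 0.0387 and 0.0404), without the filter on low values (0.0318) with the replicate block (0.0484), with a pseudocount of 0.1 (0.0498) and under each other scaling (0.0337 to 0.0459). Relative to Col-0, the call of P5CS2 ended without Col-0 replicate 1 or 2 or 35S:KLU2 replicate 3 (adjusted p = 0.127, 0.0921 and 0.0624) and that of ALDH12A1 without any Col-0 or 35S:KLU2 replicate or 35S:KLU1 replicate 1 or 3 (0.0577 to 0.185), whereas P5CR was called without klu replicate 1 (0.0054) and with library weights (0.0103). Relative to klu, P5CS1 was not called without klu replicate 1 or 2 (0.0713 and 0.0766), nor P5CR without 35S:KLU1 replicate 1 or 2 or 35S:KLU2 replicate 3 (0.0552, 0.0529 and 0.0593) or with library weights (0.0672).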

The increased expression of the genes for arginase (*ARGAH2*) and *N*-acetylornithine deacetylase (*NAOD*) and those in proline biosynthesis and catabolism, except for *ProDH1*, might be related to the accumulation of ornithine and proline, respectively. Several genes in glutamate metabolism also showed altered expression in *35S:KLU* plants; however, we did not observe any significant changes in the level of 4-aminobutyric acid (GABA; Figure 5, C) and could not annotate 2-oxoglutarate in our chromatograms. Collectively, the genes in nitrate and ammonium transport, nitrogen assimilation, and proline metabolism were differentially expressed by the overexpression of *KLU*, and this altered gene expression might be associated with increased levels of arginine, ornithine, and proline.

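GLU1, the ferredoxin-dependent glutamate synthase of the chloroplast, changed by -0.36 (SE 0.06, adjusted p = 0.0026 from limma) relative to Col-0 and by -0.33 (SE 0.06, adjusted p = 0.00256) relative to klu, from 231 and 228 FPKM to 181 FPKM (n = 3, 3 and 6 plants). GS2, the plastid glutamine synthetase, changed by -0.34 (SE 0.08, adjusted p = 0.0103) and -0.27 (SE 0.08, adjusted p = 0.0222), and relative to klu it was a DEG in 35S:KLU1 alone.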

### Overexpression of *KLU* enhances drought tolerance

Previous studies have shown that cytokinin signaling plays negative roles in drought tolerance (Nishiyama et al., 2011, 2013; Salleh et al., 2016). However, delayed senescence via increased cytokinin contents could enhance drought tolerance (Rivero et al., 2007). Our phytohormone measurement and transcriptomic analysis showed increased levels of cytokinins and activation of cytokinin signaling in *KLU*-overexpressing plants. We further examined whether the overexpression of *KLU* affected drought tolerance. After drought stress for 7 d, *KLU*-overexpressing plants showed increased drought-stress tolerance compared with WT (Figure 6, A). *KLU*-overexpressing plants showed greenish leaves, whereas WT and *klu* plants exhibited yellowish leaves. Furthermore, the rate of water loss was lower in *KLU*-overexpressing plants compared with WT after 150-min dehydration (Figure 6, B). Consistently, stomatal apertures of *35S:KLU* plants were slightly closed even after incubation in the stomatal opening buffer, although ABA-responsive stomatal closure was not observed in the overexpressing plants (Supplemental Figure S14). After growing under drought-stress conditions for 10 d, we re-watered the plants for 4 d and monitored their survival rates. The *35S:KLU* plants showed decreased sensitivity to drought stress compared with WT, whereas the *klu* mutant displayed comparable characteristics with WT under the stress conditions (Figure 6, C and D). In addition, darkness is one of the most potent external stimuli that accelerates leaf senescence (Liebsch and Keech, 2016). *35S*:*KLU* plants exhibited greatly delayed dark-induced leaf senescence (Figure 6, E), suggesting that the overexpression of *KLU* leads to significant tolerance of carbon starvation. Collectively, these results indicate that *KLU* overexpression both affects leaf senescence and has positive effects on drought-stress tolerance.

**Figure 6:**
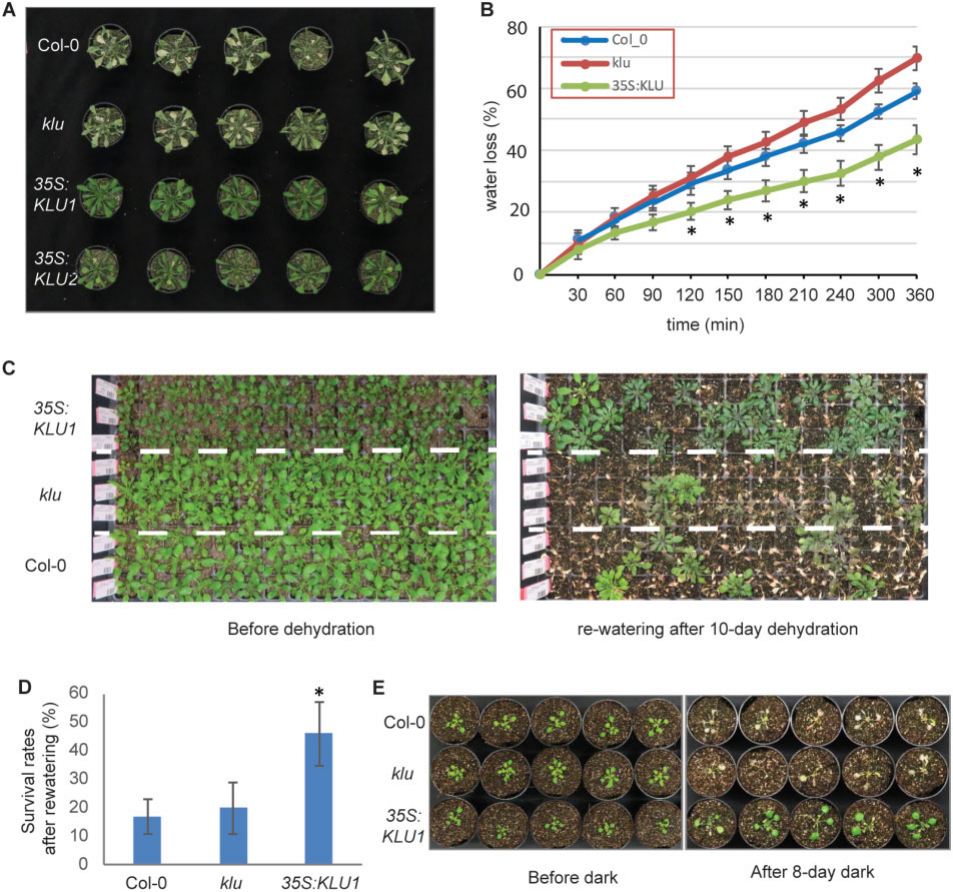
Overexpression of *KLU* contributes to drought tolerance. (**A**) Overexpression of *KLU* corresponds with strong drought-stress tolerance. Twenty-one-day-old seedlings were subjected to drought conditions for 7 d. *n* = 14. (**B**) Time-course water loss of the detached whole aerial part of 21-d-old WT, *klu*, and *35S:KLU* seedlings. Error bars represent sd (*n* = 12). Student’s *t* test (*P < 0.05). (**C**) 14-d-old seedlings (left) were subjected to drought conditions by withholding water for 10 d and then re-watered. Photographs were taken 4 d after re-watering (right). *n* = 120. (**D**) The survival rate after re-watering in C. Error bars represent sd. Student’s *t* test (*p < 0.05). (**E**) 14-d-old seedlings (left) were subjected to dark treatment for 7 d and recovered for 2 d under 8-h/16-h dark/light conditions (right). *n* = 10.

## Discussion

In land plants, leaf senescence occurs naturally in an age-dependent manner and is influenced by the integration of internal and environmental signals, and numerous components have been identified in the associated complex regulatory mechanisms (Lim et al., 2007; Guo, 2013; Kim et al., 2016; Yolcu et al., 2018). In this study, our results unveiled that KLU acts as a negative regulator of leaf senescence, delaying the progress of leaf senescence via alteration of phytohormone metabolism and signaling (Figure 4 and Supplemental Figure S5). Transcriptomic analysis suggested that KLU activates the cytokinin signaling pathway by synergistically controlling cytokinin homeostasis and cytokinin signaling (Figure 3). Furthermore, metabolite profiling together with transcriptome data revealed that nitrogen assimilation and proline metabolism were enhanced in *KLU*-overexpression lines (Figure 5). We propose that overexpression of *KLU* activates cytokinin signaling and proline metabolism, thus prolonging leaf longevity and enhancing drought-stress tolerance (Figure 6).

Biochemically, KLU, belonging to the CYP450 family, has been predicted to produce a novel growth regulator that differs from the characterized phytohormones (Anastasiou et al., 2007). KLU has tremendous effects on plant growth and development, including in leaf initiation, flowering time, apical dominance, inflorescence organ, fruit size, and megagametogenesis (Miyoshi et al., 2004; Eriksson et al., 2010). Recently, a tandem duplication of the tomato *KLU* gene, *SlKLUH*, was shown to be the cause of a quantitative trait loci (QTL) of fruit weight (Alonge et al., 2020). Arabidopsis *KLU* is highly expressed in the shoot apical meristem, and exhibits quite low expression in the leaves (Zondlo and Irish, 1999). 

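In Col-0 rosettes, KLU was at 5.74 ± 0.457 FPKM (SD, n = 3 plants). In the TAIR10.1 assembly the gene lies on chromosome 1 from 4702657 to 4704694.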

Our transcriptome sequencing analysis also detected modest expression of *KLU* in WT (Supplemental Figure 1, D). Leaf senescence normally occurring in the later reproductive stage is strongly linked with plant developmental processes (Koyama, 2018). The acceleration of leaf initiation in the *klu* mutant might advance the whole development process. Taking this into account, we could not rule out the possibility that early leaf senescence observed in the *klu* mutant was partially due to developmental disorders caused by the disruption of *KLU*.

Phytohormones play important roles in leaf senescence (Goldthwaite, 1987). Cytokinin is one of the well-characterized phytohormones involved in leaf senescence. Either high levels of cytokinin contents or increased ARR2 phosphorylation mediated by cytokinin receptor AHK3 effectively delay leaf senescence (Kim et al., 2006). Transcriptome sequencing analysis showed that *CKX1* and *CKX4*, the key enzymes responsible for cytokinin catabolism, were decreased in *KLU*-overexpressing plants (Figure 3). Consistently, phytohormone measurements showed that cytokinin was highly accumulated in *KLU*-overexpressing plants, whereas it was slightly decreased in the *klu* mutant (Figure 2). It is unlikely that KLU functions in the cytokinin biosynthetic pathways because CYP735A has been characterized as the enzyme for the conversion of IP-type cytokinin to *t*Z-type cytokinin (Takei et al., 2004). No detectable *t*Z-type cytokinins were found in the loss-of-function *CYP735A* mutant, suggesting that CYP735A has no redundant functions with other enzymes in cytokinin biosynthesis (Kiba et al., 2013). Strikingly, in addition to the increased level of cytokinin in *35S:KLU* plants, several type-A *ARR* genes were decreased. Type-A ARRs negatively regulate cytokinin signaling by competing with type-B ARRs for phosphoryl groups. The decreased expression of type-A *ARR* might contribute to activation of the cytokinin signaling pathway. Generally, type-A *ARR* genes are induced by cytokinins. The discrepancy between the increased cytokinin level and down-regulation of type-A *ARR* genes implies that KLU uncouples cytokinin perception from its signaling pathway via unknown mechanisms. Our metabolome data showed that the metabolite profiles of *ckx1* and *ckx4* were distinct from that of *KLU*-overexpressing plants (Figure 5), supporting the idea that the phenotypic changes associated with *KLU* overexpression are not directly caused by an increased level of *t*Z. Taken together, our data indicate that KLU activates cytokinin signaling by coordinately controlling cytokinin hemostasis and cytokinin-responsive regulators. In addition to leaf senescence, cytokinins play critical roles in plant growth and development (Kieber and Schaller, 2018). In fact, several phenotypic features observed in *KLU*-overexpressing plants appear to be related with the biological functions of cytokinin signaling. On the one hand, the enlarged seed size of *KLU*-overexpressing plants, consistent with elevated levels of cytokinin, correlates with increased meristem size (Su et al., 2011). On the other hand, the increased number of shoot branches in the *klu* mutant (Supplemental Figure S5) is consistent with decreased apical dominance in those mutants with reduced *t*Z-type cytokinins (Müller and Leyser, 2011). Moreover, in accordance with the fact that increased levels of cytokinin has negative effects on nitrogen assimilation (Kiba et al., 2011), we observed altered expression of genes involved in nitrate transport, nitrogen assimilation, and proline metabolism in the *KLU*-overexpressing lines, as well as the accumulation of proline. Besides cytokinin, auxin has a pivotal role in plant growth and development. However, since IAA accumulated in both *klu* and *KLU*-overexpressing plants (Figure 2), IAA is unlikely the cause of the different leaf senescence phenotypes of *klu* and *KLU*-overexpression plants. By contrast, some auxin biosynthetic genes, such as *CYP79B2*, displayed opposite expression patterns between *klu* and *KLU*-overexpressing plants (Supplemental Figure S4). Given that several auxin biosynthetic genes, including *CYP79B2*, are responsive to cytokinin (Jones et al., 2010), IAA biosynthesis might be partially affected by altered levels of cytokinin in the *klu* mutant and *KLU*-overexpressing plants.

*KLU*-overexpressing plants showed enhanced drought-stress tolerance, decreased water loss, and greater stomatal closure (Figure 6 and Supplemental Figure S14), whereas accumulation of the key phytohormone in drought-stress responses, ABA, was reduced in both *klu* and *KLU*-overexpressing plants (Figure 2). The decreased levels of ABA appeared to be consistent with the decreased expression of the ABA biosynthetic genes *NINE-CIS-EPOXYCAROTENOID DIOXYGENASE* 2 (*NCED2*) and *NCED3* and the unchanged expression of the ABA-responsive genes *ABA-RESPONSIVE ELEMENT BINDING PROTEIN 2* (*AREB2*) and *RESPONSIVE TO DESICCATION 29B* (*RD29B*) in both *klu* and *KLU*-overexpressing lines (Supplemental Figure S4). By contrast, the expression of an ATP-binding cassette (ABC) transporter of ABA, *ABCG40*, was significantly increased in *KLU*-overexpressing plants, implying that the ABCG40-mediated ABA import in guard cells was enhanced. Collectively, these data show that the overexpression of *KLU* might affect local ABA transport without altering the general enhancement of ABA responses, likely consistent with the previous report that the overproduction of cytokinin results in delayed leaf senescence and increased drought-stress tolerance without altered ABA contents (Rivero et al., 2007). Notably, the expression of type-A ARRs, such as *ARR5* and *ARR7*, was shown to be decreased in cytokinin-deficient lines that displayed enhanced drought- and salt-stress tolerance (Nishiyama et al., 2011), as in the *KLU*-overexpressing lines (Figure 3). Although the role of type-A ARRs in stress signaling pathways is under discussion because of their functional redundancy and complexity (Wohlbach et al., 2008), cold-inducible type-A ARRs, including *ARR7*, appear to have a negative regulatory role in freezing tolerance (Jeon et al., 2010). In accordance with the elevated SA level, the biosynthetic gene, *ISOCHORISMATE SYNTHASE 1* (*ICS1*), and the responsive gene, *PATHOGENESIS-RELATED 1* (*PR1*), showed increased expression levels in *KLU*-overexpressing plants (Supplemental Figure S4). In contrast to the inhibitory effect of cytokinin on ABA-induced stomatal closure (Tanaka et al., 2006), cytokinin has been reported to stimulate SA biosynthesis and signaling (Choi et al., 2010) and SA-mediated stomatal closure (Arnaud et al., 2017). Therefore, the increased levels of cytokinin and SA in *KLU*-overexpressing plants might also reduce water loss by promoting stomatal closure. More detailed phytohormone interactions downstream of KLU will be revealed by further analyses of lines with knockout mutation of multiple *KLU* family genes, thus overcoming their functional redundancy (Supplemental Figure S1).

Integration of metabolic analysis and transcriptomic analysis enables us to gain insight into the connections and relationships of different biological layers. Whereas nitrate uptake and efflux are mediated by the nitrate transporters expressed in roots, several nitrate transporters, including *NRT1.4*, *NRT1.11*, and *NRT1.12*, are expressed in shoots. The leaf petiole is a storage site of nitrate, and NRT1.4 expressed in the leaf petiole is essential for its storage (Chiu et al., 2004). NRT1.11 and NRT1.12 expressed in the companion cells of the major veins are involved in xylem-to-phloem transfer of nitrate for redistributing nitrate into developing leaves (Hsu and Tsay, 2013). The decreased expression of these nitrate transporter genes and glutamine synthetase (GS or GLN) genes, such as *GLN1;4*, in the *KLU*-overexpressing lines (Supplemental Figure S13) might impair nitrate storage and allocation and nitrogen assimilation for proper growth and development. 

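NRT1.4, the nitrate transporter gene of the petiole, was at 46.2 ± 2.83 FPKM in Col-0, 50.6 ± 0.567 FPKM in klu and 21.6 ± 2 FPKM in 35S:KLU (SD, n = 3, 3 and 6 plants). It changed by -1.06 (SE 0.08, adjusted p = 1.96e-05 from limma) relative to Col-0 and by -1.19 (SE 0.08, adjusted p = 5.07e-06) relative to klu. NRT1.11, of the companion cells, changed by -0.97 (SE 0.08, adjusted p = 3.85e-05) and -1.04 (SE 0.08, adjusted p = 1.15e-05). The log2 fold changes of NRT1.12 were -0.22 (adjusted p = 0.126) and -0.14 (adjusted p = 0.298), and the former passed the threshold with upper-quartile scaling (0.0444). GLN1;4, a cytosolic glutamine synthetase gene, fell from 9.40 ± 1.25 FPKM in Col-0 and 9.94 ± 0.671 FPKM in klu to 3.39 ± 0.468 FPKM, with log2 fold changes of -1.24 (SE 0.10, adjusted p = 4.76e-05) and -1.32 (SE 0.10, adjusted p = 1.37e-05).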

Given that the levels of arginine and ornithine, which accumulated in the shoot under nitrogen-limited conditions (Tschoep et al., 2009), were increased in the *KLU*-overexpressing lines (Figure 5), the overexpression of *KLU* might partially cause nitrogen deficiency. Moreover, given that *GLUTAMATE DEHYDROGENASE 2* (*GDH2*) was shown to be induced in response to dark conditions (Miyashita and Good, 2008), similar to as in the *KLU*-overexpressing lines compared with the *klu* mutant (Supplemental Figure S13), these transcriptional and metabolic changes might be indicative of the carbon- and nitrogen-limited status of *KLU*-overexpressing plants. 

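GDH2 was at 48.4 ± 5.02 FPKM in Col-0, 35.7 ± 7.68 FPKM in klu and 49.3 ± 4.25 FPKM in 35S:KLU (SD, n = 3, 3 and 6 plants). It rose by 0.47 (SE 0.12, adjusted p = 0.0143 from limma) relative to klu, as a DEG in both lines. Relative to Col-0 its log2 fold change was 0.03 (SE 0.12, adjusted p = 0.902), and in klu relative to Col-0 it was -0.45 (adjusted p = 0.627).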

Since leaf senescence is affected by both endogenous factors, such as age and phytohormones, and environmental signals, such as darkness and nutrient supply, the transcriptional and metabolic changes seemed to be contradictory with the delayed leaf-senescence phenotypes in *KLU*-overexpressing plants (Figure 4). This contradiction might be explained by increased proline levels accompanied by the up-regulation of its metabolic genes (Figure 5 and Supplemental Figure S13). As a stress-induced protectant, proline has unique biological roles in protecting plants against many abiotic stresses (Szabados and Savouré, 2010). More importantly, proline metabolism is involved in ATP synthesis, maintenance of NADP^+^/NADPH balance, and ROS production (Liang et al., 2013). Indeed, proline dehydrogenases (ProDHs) in mitochondria were recently shown to serve in the generation of glutamate and energy by proline oxidation during dark-induced leaf senescence (Launay et al., 2019), likely consistent with decreased levels of proline during developmental leaf senescence (Chrobok et al., 2016), especially in the base region of leaves during vegetative stages (Watanabe et al., 2013). Enhanced proline biosynthesis and catabolism might prevent dark-induced senescence in *KLU*-overexpressing plants (Figure 6). Proline accumulation in response to low water potential is partially regulated by ABA (Sharma and Verslues, 2010), whereas proline accumulation is impaired in cytokinin-receptor mutants (Kumar and Verslues, 2015). Thus, the increased proline contents in *KLU*-overexpressing plants might be caused partly by the increased level of *t*Z (Figure 2). Because proline level was not changed in *ckx1* or *ckx4* (Figure 5), the *KLU* overexpression appeared to affect other factors related with proline accumulation, such as ABA transport. Collectively, proline catabolism, a machinery for nutrient recycling and remobilization during leaf senescence, might be activated as a consequence of proline accumulation by the increased level of *t*Z in *KLU*-overexpressing plants, leading to extended leaf longevity. Our work illustrates the relationship between cytokinin signaling and proline metabolism and provides experimental evidence for the potential role of proline in leaf senescence.

## Conclusion

In this study, we characterized a function of *KLU* as a negative regulator of leaf senescence. The integration of transcriptome sequencing analysis and metabolite profiling revealed that *KLU* overexpression activates cytokinin signaling by coordinately repressing cytokinin catabolism genes and the negative cytokinin response regulatory genes. Consequently, *KLU*-overexpression plants showed delayed leaf senescence. Moreover, we found that both activation of the cytokinin signaling pathway and *KLU* overexpression accelerate proline metabolism. Considering the negative regulation of leaf senescence by KLU and its positive effects on plant fitness, manipulation of *KLU* expression levels may be a powerful strategy to improve agricultural plant productivity.

## Materials and methods

### Plant materials and growth conditions

Arabidopsis (*Arabidopsis thaliana* ecotype Columbia [Col-0]) was used as the WT in this study. The *klu* mutant (SALK_024697C) used in this study is the Col-0 background (Zhao et al., 2018). The T-DNA insertion mutants *ckx1-1* (SALK_204043C) and *ckx4-1* (SALK_055204C; Bartrina et al., 2011) were provided by the Nottingham Arabidopsis Stock Centre. Seeds were surface-sterilized and plated on Murashige and Skoog (MS) medium (4.3 g/L MS salts, 1% [w/v] sucrose, pH 5.7–5.8, and 8 g/L agar). After stratification at 4°C for 2 d, the plates were move to a growth cabinet with 16-h light/8-h dark cycles for 5–7 d. The seedlings were transferred to soil and grown at 22°C in a phytotron under an 8-h light (PAR of 120–150 µE m^−2^ s^−1^)/16-h dark cycle unless otherwise noted. For drought tolerance experiments, plant were grown under the same phytotron conditions except that watering was withheld. For the dark extension treatment, plants were grown under the same phytotron conditions except that they were covered with a black box.

### Construction of plasmids and generation of transgenic plants

To construct the *35S:KLU-GFP* plasmid, the full-length coding sequences of *KLU* were amplified using primers KLUGWF and KLUGWR, then was cloned into the *pDONR-207* vector (Invitrogen) and introduced into the plant binary vector *pK7FWG2* by LR reaction (Karimi et al., 2002). DNA constructs were verified by DNA sequencing analysis and were electroporated into *Agrobacterium tumefaciens* GV3101, which was used to transform Col-0 plants by the floral dip method (Clough and Bent, 1998). Successfully transformed T1 plants were selected on MS medium containing with 50 mg/L kanamycin.

### Assays of leaf senescence and chlorophyll measurement

Age-dependent leaf senescence was evaluated as reported previously (Woo et al., 2001). The leaf senescence photograph and chlorophyll measurement were carried out using the third rosette leaf at each time point as indicated in the figures. Chlorophyll contents of leaves were measured as described previously (Richardson et al., 2002). The photochemical efficiency of photosystem II was measured by the Imaging-PAMs (Heinz Walz GmbH, Germany) following the user instructions. All differences between the group were analyzed by Student’s *t* test.

### RNA isolation, transcriptome sequencing, and reverse transcription quantitative PCR

Total RNA was extracted from aerial organs of individual plants using TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. Total RNA (2.5 μg) was treated with DNase I and used for complementary DNA synthesis with Thermo Scientific Maxima First Strand cDNA Synthesis Kit. qPCR experiments were performed with gene-specific primers (Supplemental Table S12) in the reaction system of a Power SYBR Green PCR Master Mix kit (Applied Biosystems) on ABI PRISM 7900HT sequence detection system (Applied Biosystems). The Arabidopsis *UBIQUITIN 5* or *ACTIN 2* genes were used as internal controls. For transcriptome sequencing, total RNA was extracted from the whole rosette of three individual plants of each genotype at 35 DAG by Zymo-Spin IIC RNA column (Zymo Research Europe GmbH). The isolated total RNA was assessed for quality by Agilent Bioanalyzer. For each sample, 500 ng was used as input for polyA enrichment followed by fragmentation and library preparation as recommended by the vendor (NEBNext Ultra II Directional RNA Library Prep Kit Illumina). Quality and size distribution of libraries were again inspected (Agilent Tapestation). Paired end 2 × 150-bp read-based sequencing was performed on an Illumina HiSeq3000. The RNA-seq raw reads were mapped to the *A. thaliana* genome (build TAIR 10).

### Identification of DEGs, and GO and KEGG enrichment analysis

Differential expression analyses were performed with DESeq2 version 1.36 (Love et al., 2014) in the R environment. The genes with adjusted *P*-value less than 0.05 were regarded as DEGs. For the GO and KEGG enrichment analysis, we further filtered the DEGs by choosing the common genes found in both *klu* versus *35S:KLU1* and *klu* versus *35S:KLU2*, named as *klu* versus OE*.* Similarly, the Col-0 versus OE are the DEGs that share both Col-0 versus *35S:KLU1* and Col-0 versus *35S:KLU2.* GO and KEGG pathway enrichment analysis was performed using R package clusterProfiler version 3.10 (Yu et al., 2012).

### Metabolite measurement by gas chromatography–mass spectrometry

The whole rosettes of five or six biological replicates for each genotype were quickly cut and stored in liquid nitrogen. Metabolite profiling of these samples was carried out by gas chromatography–mass spectrometry (ChromaTOF software, Pegasus driver 1.61; LECO) as described previously (Lisec et al., 2006). In brief, homogenized samples (∼50 mg) were extracted in 1,400 μL of methanol. Subsequently, 60 µL of internal standard (0.2 mg ribitol mL^−1^ water) was added as a quantification standard. The extraction, derivatization, standard addition, and sample injection were conducted as described in Lisec et al. (2006). An autosampler Gerstel Multi-Purpose system (Gerstel GmbH & Co.KG, Mülheim an der Ruhr, Germany) used to inject the samples to a chromatograph coupled to a time-of-flight mass spectrometer (GC–MS) system (Leco Pegasus HT TOF-MS [LECO Corporation, St. Joseph, MI, USA]). The chromatograms and mass spectra were evaluated using TagFinder 4.0 software (Luedemann et al., 2012). Metabolite identification was manually checked by both the mass spectral and retention index collection of the Golm Metabolome Database (Kopka et al., 2005). The relative content of metabolites was calculated by normalization of signal intensity to that of ribitol, which was added as an internal standard, and by the fresh weight of the material. All data were also processed using the Xcalibur 4.0 software (Thermo Fisher Scientific, Waltham, MA, USA) to verify the metabolite identification and annotation. Identification and annotation of detected peaks followed the recommendations for reporting metabolite data (Supplemental DataSet S1; Fernie et al., 2011). Statistical analyses were performed on MetaboAnalyst 4.0 (https://www.metaboanalyst.ca/; Chong et al., 2019).

### Hormone measurement and exogenous *trans*-zeatin treatment

Cytokinins (*trans*-zeatin), gibberellins (GA1, GA4, and GA3), indole-3-acetic acid, ABA, SA, jasmonic acid, and the ethylene precursor 1-aminocyclopropane-1-carboxylic acid (ACC) were analyzed in mature leaves according to Albacete et al. (2008) with some modifications (Albacete et al., 2008). Ten microliters of extracted sample was injected in a Ultra high performance liquid chromatography (UHPLC)–MS system consisting of an Accela Series U-HPLC (ThermoFisher Scientific, Waltham, MA, USA) coupled to an Exactive mass spectrometer (ThermoFisher Scientific, Waltham, MA, USA) using a heated electrospray ionization (HESI) interface. Mass spectra were obtained using the Xcalibur software version 2.2 (ThermoFisher Scientific, Waltham, MA, USA). For quantification of the phytohormones, calibration curves were constructed for each analyzed component (1, 10, 50, and 100 μg/L) and corrected for 10 μg/L deuterated internal standards. Recovery percentages ranged between 92% and 95%. To examine responses to *trans*-zeatin treatment, the seeds of each genotype were surface-sterilized and plated on vertical MS plate (10 g/L agar) supplemented with indicated concentration of *trans*-zeatin.

### Stomatal aperture measurement

Stomatal apertures were examined as described in Fujita et al. (2009) with minor modifications. Fully expanded leaves of 6-week-old Arabidopsis plants grown in soil were detached and floated on stomatal opening buffer containing 20-mM KCl, 1-mM CaCl_2_, and 5-mM 2-(*N*-morpholino)ethanesulfonic acid (MES; pH 6.15, potassium hydroxide [KOH]; Pei et al., 1998) for 2 h to preopen the stomata. Subsequently, ABA or ethanol (solvent control) was added to the opening buffer to a final concentration of 5- or 10-µM ABA. After 3 h of incubation, images of the abaxial epidermis were taken as described in Medeiros et al. (2017).

## Accession numbers

The raw RNA-seq data reported in this article have been deposited in Gene Expression Omnibus (Barrett et al., 2013), under accession number GSE128655. Further sequence data from this article can be found in the GenBank/EMBL data libraries under accession numbers: *KLU* (AT1G13710), *CKX1* (AT2G41510), *CKX4* (AT4G29740), and *SAG12* (AT5G45890).

## Supplemental data

**Supplemental Figure S1**. Overview of the transcriptome changes and the expression of CYP78A5 family genes.

**Supplemental Figure S2**. GO enrichment analysis.

**Supplemental Figure S3**. The expression of the genes associated with phytohormone metabolism, transport, perception, and signaling in *klu* and *35S:KLU* plants analyzed by RNA-sequencing.

**Supplemental Figure S4**. The expression of the selected genes associated with phytohormone metabolism, transport, perception, and signaling in *klu* and *35S:KLU* plants analyzed by RT-qPCR.

**Supplemental Figure S5**. Phenotypes of *klu* and *KLU*-overexpression plants.

**Supplemental Figure S6**. Growth characteristics of the *ckx* mutants.

**Supplemental Figure S7**. Top metabolites contributing the PCA plots.

**Supplemental Figure S8**. The metabolites showed constitutive increased accumulation in the *KLU*-overexpressing lines.

**Supplemental Figure S9**. The proteinogenic amino acids more accumulated in the *KLU*-overexpressing lines than in the *klu* mutant.

**Supplemental Figure S10**. The non-proteinogenic amino acids more accumulated in the *KLU*-overexpressing lines than in the *klu* mutant.

**Supplemental Figure S11**. The organic acids more accumulated in the *KLU*-overexpressing lines than in the *klu* mutant.

**Supplemental Figure S12**. The levels of sugars and sugar alcohols were altered in the *KLU*-overexpressing lines compared to in the *klu* mutant.

**Supplemental Figure S13**. The expression of the genes associated with nitrogen assimilation and proline metabolism in *klu* and *35S:KLU* plants analyzed by RNA-sequencing.

**Supplemental Figure S14**. Stomatal closure of guard cells in response to ABA.

**Supplemental Table S1**. List of genes with RPKM and *P*-value in this RNA-seq data

**Supplemental Table S2**. Expression of the genes associated with cytokinin metabolism, transport, perception, and signaling in *klu* and *35S:KLU* plants

**Supplemental Table S3**. Expression of the genes associated with auxin metabolism, transport, perception, and signaling in *klu* and *35S:KLU* plants

**Supplemental Table S4**. Expression of the genes associated with GA metabolism, transport, perception, and signaling in *klu* and *35S:KLU* plants

**Supplemental Table S5**. Expression of the genes associated with SA metabolism, transport, perception, and signaling in *klu* and *35S:KLU* plants

**Supplemental Table S6**. Expression of the genes associated with ABA metabolism, transport, perception, and signaling in *klu* and *35S:KLU* plants

**Supplemental Table S7**. Expression of the genes associated with JA metabolism, transport, perception, and signaling in *klu* and *35S:KLU* plants

**Supplemental Table S8**. Expression of the genes associated with BR metabolism, transport, perception, and signaling in *klu* and *35S:KLU* plants

**Supplemental Table S9**. Expression of the genes associated with ethylene metabolism, transport, perception, and signaling in *klu* and *35S:KLU* plants

**Supplemental Table S10**. Expression of the genes associated with nitrogen assimilation, remobilization, and transport in *klu* and *35S:KLU* plants.

**Supplemental Table S11**. Expression of the genes associated with proline metabolism in *klu* and *35S:KLU* plants

**Supplemental Table S12**. Primers used in this study

**Supplemental Dataset S1**. Metabolite data report for the compounds analyzed in this study.

## Supplementary Material

kiaa034_Supplementary_Data

## Notes

L.J. and A.R.F. conceived the research plans. A.R.F. supervised the experiments. L.J., T.Y., and S.S. performed the experiments. L.J., T.Y., and Y.J. analyzed the data. S.A. and F.P.-A. provided the technical assistance. L.J., T.Y., and A.R.F. analyzed the data and wrote the manuscript.

The author responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors (https://academic.oup.com/plphys) is: Alisdair R. Fernie ().

## References

[kiaa034-B1] Adamski NM , AnastasiouE, ErikssonS, O’NeillCM, LenhardM (2009) Local maternal control of seed size by KLUH/CYP78A5-dependent growth signaling. Proc Natl Acad Sci U S A106: 20115–201201989274010.1073/pnas.0907024106PMC2785301

[kiaa034-B2] Agüera E , CabelloP, de la HabaP (2010) Induction of leaf senescence by low nitrogen nutrition in sunflower (*Helianthus annuus*) plants. Physiol Plant138: 256–2672005102710.1111/j.1399-3054.2009.01336.x

[kiaa034-B3] Albacete A , GhanemME, Martínez-AndújarC, AcostaM, Sánchez-BravoJ, MartínezV, LuttsS, DoddIC, Pérez-AlfoceaF (2008) Hormonal changes in relation to biomass partitioning and shoot growth impairment in salinized tomato (*Solanum lycopersicum* L.) plants. J Exp Bot59: 4119–41311903684110.1093/jxb/ern251PMC2639025

[kiaa034-B4] Alonge M , WangX, BenoitM, SoykS, PereiraL, ZhangL, SureshH, RamakrishnanS, MaumusF, CirenD, et al (2020) Major impacts of widespread structural variation on gene expression and crop improvement in tomato. Cell182: 145–161.e1233255327210.1016/j.cell.2020.05.021PMC7354227

[kiaa034-B5] Anastasiou E , KenzS, GerstungM, MacLeanD, TimmerJ, FleckC, LenhardM (2007) Control of plant organ size by KLUH/CYP78A5-dependent intercellular signaling. Dev Cell13: 843–8561806156610.1016/j.devcel.2007.10.001

[kiaa034-B7] Arnaud D , LeeS, TakebayashiY, ChoiD, ChoiJ, SakakibaraH, HwangI (2017) Cytokinin-mediated regulation of reactive oxygen species homeostasis modulates stomatal immunity in Arabidopsis. Plant Cell29: 543–5592825477910.1105/tpc.16.00583PMC5385949

[kiaa034-B8] Bak S , BeissonF, BishopG, HambergerB, HöferR, PaquetteS, Werck-ReichhartD (2011) Cytochromes p450. Arabidopsis Book9: e01442230326910.1199/tab.0144PMC3268508

[kiaa034-B9] Balibrea Lara ME , Gonzalez GarciaMC, FatimaT, EhnessR, LeeTK, ProelsR, TannerW, RoitschT (2004) Extracellular invertase is an essential component of cytokinin-mediated delay of senescence. Plant Cell16: 1276–12871510039610.1105/tpc.018929PMC423215

[kiaa034-B10] Barrett T , WilhiteSE, LedouxP, EvangelistaC, KimIF, TomashevskyM, MarshallKA, PhillippyKH, ShermanPM, HolkoM, et al (2013) NCBI GEO: archive for functional genomics data sets—update. Nucleic Acids Res41: D991–9952319325810.1093/nar/gks1193PMC3531084

[kiaa034-B11] Bartrina I , OttoE, StrnadM, WernerT, SchmüllingT (2011) Cytokinin regulates the activity of reproductive meristems, flower organ size, ovule formation, and thus seed yield in *Arabidopsis thaliana*. Plant Cell23: 69–802122442610.1105/tpc.110.079079PMC3051259

[kiaa034-B12] Becker W , ApelK (1993) Differences in gene-expression between natural and artificially induced leaf senescence. Planta189: 74–79

[kiaa034-B13] Bleecker AB (1998) The evolutionary basis of leaf senescence: method to the madness?Curr Opin Plant Biol1: 73–781006656010.1016/s1369-5266(98)80131-3

[kiaa034-B14] Brandstatter I , KieberJJ (1998) Two genes with similarity to bacterial response regulators are rapidly and specifically induced by cytokinin in Arabidopsis. Plant Cell10: 1009–1019963458810.1105/tpc.10.6.1009PMC144033

[kiaa034-B15] Brzobohatý B , MooreI, KristoffersenP, BakoL, CamposN, SchellJ, PalmeK (1993) Release of active cytokinin by a beta-glucosidase localized to the maize root meristem. Science262: 1051–1054823562210.1126/science.8235622

[kiaa034-B16] Buchanan-Wollaston V , PageT, HarrisonE, BreezeE, LimPO, NamHG, LinJF, WuSH, SwidzinskiJ, IshizakiK, et al (2005) Comparative transcriptome analysis reveals significant differences in gene expression and signalling pathways between developmental and dark/starvation-induced senescence in Arabidopsis. Plant J42: 567–5851586001510.1111/j.1365-313X.2005.02399.x

[kiaa034-B17] Calderini O , BovoneT, ScottiC, PupilliF, PianoE, ArcioniS (2007) Delay of leaf senescence in *Medicago sativa* transformed with the ipt gene controlled by the senescence-specific promoter SAG12. Plant Cell Rep26: 611–6151714963910.1007/s00299-006-0262-y

[kiaa034-B18] Chakrabarti M , ZhangN, SauvageC, MuñosS, BlancaJ, CañizaresJ, DiezMJ, SchneiderR, MazourekM, McCleadJ et al (2013) A cytochrome P450 regulates a domestication trait in cultivated tomato. Proc Natl Acad Sci U S A110: 17125–171302408211210.1073/pnas.1307313110PMC3801035

[kiaa034-B19] Chiu CC , LinCS, HsiaAP, SuRC, LinHL, TsayYF (2004) Mutation of a nitrate transporter, AtNRT1:4, results in a reduced petiole nitrate content and altered leaf development. Plant Cell Physiol45: 1139–11481550983610.1093/pcp/pch143

[kiaa034-B20] Choi J , HuhSU, KojimaM, SakakibaraH, PaekKH, HwangI (2010) The cytokinin-activated transcription factor ARR2 promotes plant immunity via TGA3/NPR1-dependent salicylic acid signaling in Arabidopsis. Dev Cell19: 284–2952070859010.1016/j.devcel.2010.07.011

[kiaa034-B21] Chong J , WishartDS, XiaJ (2019) Using MetaboAnalyst 4.0 for comprehensive and integrative metabolomics data analysis. Curr Protoc Bioinformatics68: e863175603610.1002/cpbi.86

[kiaa034-B22] Chrobok D , LawSR, BrouwerB, LindénP, ZiolkowskaA, LiebschD, NarsaiR, SzalB, MoritzT, RouhierN et al (2016) Dissecting the metabolic role of mitochondria during developmental leaf senescence. Plant Physiol172: 2132–21532774430010.1104/pp.16.01463PMC5129728

[kiaa034-B23] Clough SJ , BentAF (1998) Floral dip: a simplified method for Agrobacterium-mediated transformation of *Arabidopsis thaliana*. Plant J16: 735–7431006907910.1046/j.1365-313x.1998.00343.x

[kiaa034-B24] D’Agostino IB , DeruèreJ, KieberJJ (2000) Characterization of the response of the Arabidopsis response regulator gene family to cytokinin. Plant Physiol124: 1706–17171111588710.1104/pp.124.4.1706PMC59868

[kiaa034-B25] Diaz C , LemaîtreT, ChristA, AzzopardiM, KatoY, SatoF, Morot-GaudryJF, Le DilyF, Masclaux-DaubresseC (2008) Nitrogen recycling and remobilization are differentially controlled by leaf senescence and development stage in Arabidopsis under low nitrogen nutrition. Plant Physiol147: 1437–14491846746010.1104/pp.108.119040PMC2442554

[kiaa034-B26] Dyer TA , OsborneDJ (1971) Leaf nucleic acids .2. Metabolism during senescence and effect of kinetin. J Exp Bot22: 552–560

[kiaa034-B27] El-Showk S , RuonalaR, HelariuttaY (2013) Crossing paths: cytokinin signalling and crosstalk. Development140: 1373–13832348248410.1242/dev.086371

[kiaa034-B28] Eriksson S , StransfeldL, AdamskiNM, BreuningerH, LenhardM (2010) KLUH/CYP78A5-dependent growth signaling coordinates floral organ growth in Arabidopsis. Curr Biol20: 527–5322018855910.1016/j.cub.2010.01.039

[kiaa034-B29] Fang WJ , WangZB, CuiRF, LiJ, LiYH (2012) Maternal control of seed size by EOD3/CYP78A6 in *Arabidopsis thaliana*. Plant J70: 929–9392225131710.1111/j.1365-313X.2012.04907.x

[kiaa034-B30] Fernie AR , AharoniA, WillmitzerL, StittM, TohgeT, KopkaJ, CarrollAJ, SaitoK, FraserPD, DeLucaV (2011) Recommendations for reporting metabolite data. Plant Cell23: 2477–24822177193210.1105/tpc.111.086272PMC3226225

[kiaa034-B31] Fujita Y , NakashimaK, YoshidaT, KatagiriT, KidokoroS, KanamoriN, UmezawaT, FujitaM, MaruyamaK, IshiyamaK et al (2009) Three SnRK2 protein kinases are the main positive regulators of abscisic acid signaling in response to water stress in Arabidopsis. Plant Cell Physiol50: 2123–21321988039910.1093/pcp/pcp147

[kiaa034-B32] Gan S , AmasinoRM (1995) Inhibition of leaf senescence by autoregulated production of cytokinin. Science270: 1986–1988859274610.1126/science.270.5244.1986

[kiaa034-B33] Gan SS , AmasinoRM (1996) Cytokinins in plant senescence: From spray and pray to clone and play. Bioessays18: 557–565

[kiaa034-B34] Goldthwaite JJ (1987) Hormones in plant senescence. In DaviesPJ, ed., Plant Hormones and Their Role in Plant Growth and Development. Springer, Netherlands, Dordrecht, pp. 553–573

[kiaa034-B35] Guo Y (2013) Towards systems biological understanding of leaf senescence. Plant Mol Biol82: 519–5282306510910.1007/s11103-012-9974-2

[kiaa034-B36] Guo Y , GanS (2005) Leaf senescence: signals, execution, and regulation. Curr Top Dev Biol71: 83–1121634410310.1016/S0070-2153(05)71003-6

[kiaa034-B37] Havé M , MarmagneA, ChardonF, Masclaux-DaubresseC (2017) Nitrogen remobilization during leaf senescence: lessons from Arabidopsis to crops. J Exp Bot68: 2513–25292770777410.1093/jxb/erw365

[kiaa034-B40] Hsu PK , TsayYF (2013) Two phloem nitrate transporters, NRT1.11 and NRT1.12, are important for redistributing xylem-borne nitrate to enhance plant growth. Plant Physiol163: 844–8562400628510.1104/pp.113.226563PMC3793062

[kiaa034-B41] Hu Y , JiangY, HanX, WangH, PanJ, YuD (2017) Jasmonate regulates leaf senescence and tolerance to cold stress: crosstalk with other phytohormones. J Exp Bot68: 1361–13692820161210.1093/jxb/erx004

[kiaa034-B42] Hutchison CE , KieberJJ (2002) Cytokinin signaling in Arabidopsis. Plant Cell14: S47–S591204526910.1105/tpc.010444PMC151247

[kiaa034-B43] Hwang I , SheenJ (2001) Two-component circuitry in Arabidopsis cytokinin signal transduction. Nature413: 383–3891157487810.1038/35096500

[kiaa034-B44] Hwang I , SheenJ, MüllerB (2012) Cytokinin signaling networks. Annu Rev Plant Biol63: 353–3802255424310.1146/annurev-arplant-042811-105503

[kiaa034-B45] Jeon J , KimNY, KimS, KangNY, NovákO, KuSJ, ChoC, LeeDJ, LeeEJ, StrnadM et al (2010) A subset of cytokinin two-component signaling system plays a role in cold temperature stress response in Arabidopsis. J Biol Chem285: 23371–233862046302510.1074/jbc.M109.096644PMC2906329

[kiaa034-B46] Jones B , GunneråsSA, PeterssonSV, TarkowskiP, GrahamN, MayS, DolezalK, SandbergG, LjungK (2010) Cytokinin regulation of auxin synthesis in Arabidopsis involves a homeostatic feedback loop regulated via auxin and cytokinin signal transduction. Plant Cell22: 2956–29692082319310.1105/tpc.110.074856PMC2965550

[kiaa034-B47] Kakimoto T (2001) Identification of plant cytokinin biosynthetic enzymes as dimethylallyl diphosphate: ATP/ADP isopentenyltransferases. Plant Cell Physiol42: 677–6851147937310.1093/pcp/pce112

[kiaa034-B48] Karimi M , InzéD, DepickerA (2002) GATEWAY vectors for Agrobacterium-mediated plant transformation. Trends Plant Sci7: 193–1951199282010.1016/s1360-1385(02)02251-3

[kiaa034-B49] Kazama T , IchihashiY, MurataS, TsukayaH (2010) The mechanism of cell cycle arrest front progression explained by a KLUH/CYP78A5-dependent mobile growth factor in developing leaves of *Arabidopsis thaliana*. Plant Cell Physiol51: 1046–10542039528810.1093/pcp/pcq051

[kiaa034-B50] Khan M , RozhonW, PoppenbergerB (2014) The role of hormones in the aging of plants—a mini-review. Gerontology60: 49–552413563810.1159/000354334

[kiaa034-B51] Kiba T , KudoT, KojimaM, SakakibaraH (2011) Hormonal control of nitrogen acquisition: roles of auxin, abscisic acid, and cytokinin. J Exp Bot62: 1399–14092119647510.1093/jxb/erq410

[kiaa034-B52] Kiba T , TakeiK, KojimaM, SakakibaraH (2013) Side-chain modification of cytokinins controls shoot growth in Arabidopsis. Dev Cell27: 452–4612428682610.1016/j.devcel.2013.10.004

[kiaa034-B53] Kieber JJ , SchallerGE (2014) Cytokinins. Arabidopsis Book12: e01682446517310.1199/tab.0168PMC3894907

[kiaa034-B54] Kieber JJ , SchallerGE (2018) Cytokinin signaling in plant development. Development145: dev1493442948710510.1242/dev.149344

[kiaa034-B55] Kim HJ , RyuH, HongSH, WooHR, LimPO, LeeIC, SheenJ, NamHG, HwangI (2006) Cytokinin-mediated control of leaf longevity by AHK3 through phosphorylation of ARR2 in Arabidopsis. Proc Natl Acad Sci U S A103: 814–8191640715210.1073/pnas.0505150103PMC1334631

[kiaa034-B56] Kim J , WooHR, NamHG (2016) Toward systems understanding of leaf senescence: an integrated multi-omics perspective on leaf senescence research. Mol Plant9: 813–8252717440310.1016/j.molp.2016.04.017

[kiaa034-B57] Kopka J , SchauerN, KruegerS, BirkemeyerC, UsadelB, BergmüllerE, DörmannP, WeckwerthW, GibonY, StittM et al (2005) : the Golm Metabolome Database. Bioinformatics21: 1635–16381561338910.1093/bioinformatics/bti236

[kiaa034-B58] Koyama T (2014) The roles of ethylene and transcription factors in the regulation of onset of leaf senescence. Front Plant Sci5: 6502550547510.3389/fpls.2014.00650PMC4243489

[kiaa034-B59] Koyama T (2018) A hidden link between leaf development and senescence. Plant Sci276: 105–1103034830810.1016/j.plantsci.2018.08.006

[kiaa034-B60] Kumar MN , VersluesPE (2015) Stress physiology functions of the Arabidopsis histidine kinase cytokinin receptors. Physiol Plant154: 369–3802526353710.1111/ppl.12290

[kiaa034-B61] Kurakawa T , UedaN, MaekawaM, KobayashiK, KojimaM, NagatoY, SakakibaraH, KyozukaJ (2007) Direct control of shoot meristem activity by a cytokinin-activating enzyme. Nature445: 652–6551728781010.1038/nature05504

[kiaa034-B62] Kuroha T , TokunagaH, KojimaM, UedaN, IshidaT, NagawaS, FukudaH, SugimotoK, SakakibaraH (2009) Functional analyses of LONELY GUY cytokinin-activating enzymes reveal the importance of the direct activation pathway in Arabidopsis. Plant Cell21: 3152–31691983787010.1105/tpc.109.068676PMC2782294

[kiaa034-B63] Launay A , Cabassa-HourtonC, EubelH, MaldineyR, Guivarc’hA, CrilatE, PlanchaisS, LacosteJ, Bordenave-JacqueminM, ClémentG et al (2019) Proline oxidation fuels mitochondrial respiration during dark-induced leaf senescence in Arabidopsis thaliana. J Exp Bot70: 6203–62143150478110.1093/jxb/erz351PMC6859731

[kiaa034-B64] Liang XW , ZhangL, NatarajanSK, BeckerDF (2013) Proline mechanisms of stress survival. Antioxid Redox Signal19: 998–10112358168110.1089/ars.2012.5074PMC3763223

[kiaa034-B65] Liebsch D , KeechO (2016) Dark-induced leaf senescence: new insights into a complex light-dependent regulatory pathway. New Phytol212: 563–5702771694010.1111/nph.14217

[kiaa034-B66] Lim PO , KimHJ, NamHG (2007) Leaf senescence. Annu Rev Plant Biol58: 115–1361717763810.1146/annurev.arplant.57.032905.105316

[kiaa034-B67] Lim PO , WooHR, NamHG (2003) Molecular genetics of leaf senescence in Arabidopsis. Trends Plant Sci8: 272–2781281866110.1016/S1360-1385(03)00103-1

[kiaa034-B68] Lin YJ , CaoML, XuCG, ChenH, WeiJ, ZhangQF (2002) Cultivating rice with delaying led-senescence by P-SAG12-IPT gene transfonination. Acta Botanica Sinica44: 1333–1338

[kiaa034-B69] Lisec J , SchauerN, KopkaJ, WillmitzerL, FernieAR (2006) Gas chromatography mass spectrometry-based metabolite profiling in plants. Nat Protoc1: 387–3961740626110.1038/nprot.2006.59

[kiaa034-B70] Liu YD , YinZJ, YuJW, LiJ,, WeiHL, HanXL, ShenFF (2012) Improved salt tolerance and delayed leaf senescence in transgenic cotton expressing the Agrobacterium IPT gene. Biol Plant56: 237–246

[kiaa034-B71] Love MI , HuberW, AndersS (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol15: 5502551628110.1186/s13059-014-0550-8PMC4302049

[kiaa034-B72] Luedemann A , von MalotkyL, ErbanA, KopkaJ (2012) TagFinder: preprocessing software for the fingerprinting and the profiling of gas chromatography-mass spectrometry based metabolome analyses. Methods Mol Biol860: 255–2862235118210.1007/978-1-61779-594-7_16

[kiaa034-B73] Ma M , WangQ, LiZ, ChengH, LiZ, LiuX, SongW, AppelsR, ZhaoH (2015) Expression of TaCYP78A3, a gene encoding cytochrome P450 CYP78A3 protein in wheat (*Triticum aestivum* L.), affects seed size. Plant J83: 312–3252604314410.1111/tpj.12896

[kiaa034-B74] Ma QH , LiuYC (2009) Expression of isopentenyl transferase gene (ipt) in leaf and stem delayed leaf senescence without affecting root growth. Plant Cell Rep28: 1759–17651982094810.1007/s00299-009-0776-1

[kiaa034-B75] Mao C , LuS, LvB, ZhangB, ShenJ, HeJ, LuoL, XiD, ChenX, MingF (2017) A rice NAC transcription factor promotes leaf senescence via ABA biosynthesis. Plant Physiol174: 1747–17632850026810.1104/pp.17.00542PMC5490923

[kiaa034-B76] McCabe MS , GarrattLC, SchepersF, JordiWJ, StoopenGM, DavelaarE, van RhijnJH, PowerJB, DaveyMR (2001) Effects of P(SAG12)-IPT gene expression on development and senescence in transgenic lettuce. Plant Physiol127: 505–51611598225PMC125086

[kiaa034-B77] Medeiros DB , BarrosKA, BarrosJAS, Omena-GarciaRP, ArrivaultS, SanglardL, DetmannKC, SilvaWB, DalosoDM, DaMattaFM et al (2017) Impaired malate and fumarate accumulation due to the mutation of the tonoplast dicarboxylate transporter has little effects on stomatal behavior. Plant Physiol175: 1068–10812889995910.1104/pp.17.00971PMC5664473

[kiaa034-B78] Miyashita Y , GoodAG (2008) NAD(H)-dependent glutamate dehydrogenase is essential for the survival of *Arabidopsis thaliana* during dark-induced carbon starvation. J Exp Bot59: 667–6801829642910.1093/jxb/erm340

[kiaa034-B79] Miyoshi K , AhnBO, KawakatsuT, ItoY, ItohJ, NagatoY, KurataN (2004) PLASTOCHRON1, a timekeeper of leaf initiation in rice, encodes cytochrome P450. Proc Natl Acad Sci U S A101: 875–8801471199810.1073/pnas.2636936100PMC321774

[kiaa034-B80] Morris K , MacKernessSA, PageT, JohnCF, MurphyAM, CarrJP, Buchanan-WollastonV (2000) Salicylic acid has a role in regulating gene expression during leaf senescence. Plant J23: 677–6851097289310.1046/j.1365-313x.2000.00836.x

[kiaa034-B81] Müller D , LeyserO (2011) Auxin, cytokinin and the control of shoot branching. Ann Bot107: 1203–12122150491410.1093/aob/mcr069PMC3091808

[kiaa034-B82] Nam HG (1997) The molecular genetic analysis of leaf senescence. Curr Opin Biotechnol8: 200–207907973210.1016/s0958-1669(97)80103-6

[kiaa034-B83] Nguyen KH , JordiW, Van DunK, SchepersF, DavelaarE, StoopenG, DixPJ, KaneEJ (2008) Delayed senescence in cauliflower transformed with an autoregulated isopentenyl transferase gene. Int J Plant Sci169: 339–347

[kiaa034-B84] Nishiyama R , WatanabeY, FujitaY, LeDT, KojimaM, WernerT, VankovaR, Yamaguchi-ShinozakiK, ShinozakiK, KakimotoT et al (2011) Analysis of cytokinin mutants and regulation of cytokinin metabolic genes reveals important regulatory roles of cytokinins in drought, salt and abscisic acid responses, and abscisic acid biosynthesis. Plant Cell23: 2169–21832171969310.1105/tpc.111.087395PMC3160038

[kiaa034-B85] Nishiyama R , WatanabeY, Leyva-GonzalezMA, Van HaC, FujitaY, TanakaM, SekiM, Yamaguchi-ShinozakiK, ShinozakiK, Herrera-EstrellaL et al (2013) Arabidopsis AHP2, AHP3, and AHP5 histidine phosphotransfer proteins function as redundant negative regulators of drought stress response. Proc Natl Acad Sci U S A110: 4840–48452348779610.1073/pnas.1302265110PMC3606972

[kiaa034-B86] Pei ZM , GhassemianM, KwakCM, McCourtP, SchroederJI (1998) Role of farnesyltransferase in ABA regulation of guard cell anion channels and plant water loss. Science282: 287–290976515310.1126/science.282.5387.287

[kiaa034-B87] Rashotte AM , MasonMG, HutchisonCE, FerreiraFJ, SchallerGE, KieberJJ (2006) A subset of Arabidopsis AP2 transcription factors mediates cytokinin responses in concert with a two-component pathway. Proc Natl Acad Sci U S A103: 11081–110851683206110.1073/pnas.0602038103PMC1544176

[kiaa034-B88] Richardson AD , DuiganSP, BerlynGP (2002) An evaluation of noninvasive methods to estimate foliar chlorophyll content. New Phytol153: 185–194

[kiaa034-B90] Rivero RM , KojimaM, GepsteinA, SakakibaraH, MittlerR, GepsteinS, BlumwaldE (2007) Delayed leaf senescence induces extreme drought tolerance in a flowering plant. Proc Natl Acad Sci U S A104: 19631–196361804832810.1073/pnas.0709453104PMC2148340

[kiaa034-B91] Sakakibara H (2006) Cytokinins: activity, biosynthesis, and translocation. Annu Rev Plant Biol57: 431–4491666976910.1146/annurev.arplant.57.032905.105231

[kiaa034-B92] Salleh FM , MariottiL, SpadaforaND, PriceAM, PicciarelliP, WagstaffC, LombardiL, RogersH (2016) Interaction of plant growth regulators and reactive oxygen species to regulate petal senescence in wallflowers (*Erysimum linifolium*). BMC Plant Biol16: 772703908510.1186/s12870-016-0766-8PMC4818919

[kiaa034-B93] Sharma S , VersluesPE (2010) Mechanisms independent of abscisic acid (ABA) or proline feedback have a predominant role in transcriptional regulation of proline metabolism during low water potential and stress recovery. Plant Cell Environ33: 1838–18512054588410.1111/j.1365-3040.2010.02188.x

[kiaa034-B94] Su YH , LiuYB, ZhangXS (2011) Auxin–cytokinin interaction regulates meristem development. Mol Plant4: 616–6252135764610.1093/mp/ssr007PMC3146736

[kiaa034-B95] Sykorová B , KuresováG, DaskalovaS, TrckováM, HoyerováK, RaimanováI, MotykaV, TrávníckováA, ElliottMC, KamínekM (2008) Senescence-induced ectopic expression of the *A. tumefaciens* ipt gene in wheat delays leaf senescence, increases cytokinin content, nitrate influx, and nitrate reductase activity, but does not affect grain yield. J Exp Bot59: 377–3871826794610.1093/jxb/erm319

[kiaa034-B96] Szabados L , SavouréA (2010) Proline: a multifunctional amino acid. Trends Plants Sci15: 89–9710.1016/j.tplants.2009.11.00920036181

[kiaa034-B97] Takei K , SakakibaraH, SugiyamaT (2001) Identification of genes encoding adenylate isopentenyltransferase, a cytokinin biosynthesis enzyme, in *Arabidopsis thaliana*. J Biol Chem276: 26405–264101131335510.1074/jbc.M102130200

[kiaa034-B98] Takei K , YamayaT, SakakibaraH (2004) Arabidopsis CYP735A1 and CYP735A2 encode cytokinin hydroxylases that catalyze the biosynthesis of trans-Zeatin. J Biol Chem279: 41866–418721528036310.1074/jbc.M406337200

[kiaa034-B99] Tanaka Y , SanoT, TamaokiM, NakajimaN, KondoN, HasezawaS (2006) Cytokinin and auxin inhibit abscisic acid-induced stomatal closure by enhancing ethylene production in Arabidopsis. J Exp Bot57: 2259–22661679884710.1093/jxb/erj193

[kiaa034-B100] Tschoep H , GibonY, CarilloP, ArmengaudP, SzecowkaM, Nunes-NesiA, FernieAR, KoehlK, StittM (2009) Adjustment of growth and central metabolism to a mild but sustained nitrogen-limitation in Arabidopsis. Plant Cell Environ32: 300–3181905434710.1111/j.1365-3040.2008.01921.x

[kiaa034-B101] Ueda H , KusabaM (2015) Strigolactone regulates leaf senescence in concert with ethylene in Arabidopsis. Plant Physiol169: 138–1472597991710.1104/pp.15.00325PMC4577378

[kiaa034-B102] Vogelmann K , DrechselG, BerglerJ, SubertC, PhilipparK, SollJ, EngelmannJC, EngelsdorfT, VollLM, HothS (2012) Early senescence and cell death in Arabidopsis saul1 mutants involves the PAD4-dependent salicylic acid pathway. Plant Physiol159: 1477–14872270644810.1104/pp.112.196220PMC3425192

[kiaa034-B103] Wang JW , SchwabR, CzechB, MicaE, WeigelD (2008) Dual effects of miR156-targeted SPL genes and CYP78A5/KLUH on plastochron length and organ size in *Arabidopsis thaliana*. Plant Cell20: 1231–12431849287110.1105/tpc.108.058180PMC2438454

[kiaa034-B104] Watanabe M , BalazadehS, TohgeT, ErbanA, GiavaliscoP, KopkaJ, Mueller-RoeberB, FernieAR, HoefgenR (2013) Comprehensive dissection of spatiotemporal metabolic shifts in primary, secondary, and lipid metabolism during developmental senescence in Arabidopsis. Plant Physiol162: 1290–13102369609310.1104/pp.113.217380PMC3707545

[kiaa034-B105] Weaver LM , GanSS, QuirinoB, AmasinoRM (1998) A comparison of the expression patterns of several senescence-associated genes in response to stress and hormone treatment. Plant Mol Biol37: 455–469961781310.1023/a:1005934428906

[kiaa034-B107] Werner T , MotykaV, LaucouV, SmetsR, Van OnckelenH, SchmüllingT (2003) Cytokinin-deficient transgenic Arabidopsis plants show multiple developmental alterations indicating opposite functions of cytokinins in the regulation of shoot and root meristem activity. Plant Cell15: 2532–25501455569410.1105/tpc.014928PMC280559

[kiaa034-B108] Wingler A (2011) Interactions between flowering and senescence regulation and the influence of low temperature in Arabidopsis and crop plants. Ann Appl Biol159: 320–338

[kiaa034-B110] Wohlbach DJ , QuirinoBF, SussmanMR (2008) Analysis of the Arabidopsis histidine kinase ATHK1 reveals a connection between vegetative osmotic stress sensing and seed maturation. Plant Cell20: 1101–11171844121210.1105/tpc.107.055871PMC2390728

[kiaa034-B111] Woo HR , ChungKM, ParkJH, OhSA, AhnT, HongSH, JangSK, NamHG (2001) ORE9, an F-box protein that regulates leaf senescence in Arabidopsis. Plant Cell13: 1779–17901148769210.1105/TPC.010061PMC139127

[kiaa034-B112] Woo HR , KimHJ, NamHG, LimPO (2013) Plant leaf senescence and death—regulation by multiple layers of control and implications for aging in general. J Cell Sci126: 4823–48332414469410.1242/jcs.109116

[kiaa034-B114] Yang WB , GaoMJ,, YinX, LiuJY, XuYH, ZengLJ, LiQ, ZhangSB, WangJM, ZhangXM et al (2013) Control of rice embryo development, shoot apical meristem maintenance, and grain yield by a novel cytochrome P450. Mol Plant6: 1945–19602377559510.1093/mp/sst107

[kiaa034-B115] Yolcu S , LiX, LiS, KimYJ (2018) Beyond the genetic code in leaf senescence. J Exp Bot69: 801–8102925319110.1093/jxb/erx401

[kiaa034-B116] Yoshida S (2003) Molecular regulation of leaf senescence. Curr Opin Plant Biol6: 79–841249575510.1016/s1369526602000092

[kiaa034-B117] Yoshimoto K , JikumaruY, KamiyaY, KusanoM, ConsonniC, PanstrugaR, OhsumiY, ShirasuK (2009) Autophagy negatively regulates cell death by controlling NPR1-dependent salicylic acid signaling during senescence and the innate immune response in Arabidopsis. Plant Cell21: 2914–29271977338510.1105/tpc.109.068635PMC2768913

[kiaa034-B118] Yu G , WangLG, HanY, HeQY (2012) clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS16: 284–2872245546310.1089/omi.2011.0118PMC3339379

[kiaa034-B119] Zhang K , HalitschkeR, YinC, LiuCJ, GanSS (2013) Salicylic acid 3-hydroxylase regulates Arabidopsis leaf longevity by mediating salicylic acid catabolism. Proc Natl Acad Sci U S A110: 14807–148122395988410.1073/pnas.1302702110PMC3767541

[kiaa034-B120] Zhang S , LiC, WangR, ChenY, ShuS, HuangR, ZhangD, LiJ, XiaoS, YaoN et al (2017) The Arabidopsis mitochondrial protease FtSH4 is involved in leaf senescence via regulation of WRKY-dependent salicylic acid accumulation and signaling. Plant Physiol173: 2294–23072825006710.1104/pp.16.00008PMC5373041

[kiaa034-B121] Zhao LH , CaiHY, SuZX, WangLL,, HuangXY, ZhangM, ChenPJ, DaiXZ, ZhaoHM, PalaniveluR et al (2018) KLU suppresses megasporocyte cell fate through SWR1-mediated activation of WRKY28 expression in Arabidopsis. Proc Natl Acad Sci U S A115: E526–E5352928821510.1073/pnas.1716054115PMC5776990

[kiaa034-B122] Zhao XY , WangJG, SongSJ, WangQ, KangH, ZhangY, LiS (2016) Precocious leaf senescence by functional loss of PROTEIN S-ACYL TRANSFERASE14 involves the NPR1-dependent salicylic acid signaling. Sci Rep6: 203092684280710.1038/srep20309PMC4740857

[kiaa034-B123] Zhao Y , ChanZ, GaoJ, XingL, CaoM, YuC, HuY, YouJ, ShiH, ZhuY et al (2016) ABA receptor PYL9 promotes drought resistance and leaf senescence. Proc Natl Acad Sci U S A113: 1949–19542683109710.1073/pnas.1522840113PMC4763734

[kiaa034-B124] Zondlo SC , IrishVF (1999) CYP78A5 encodes a cytochrome P450 that marks the shoot apical meristem boundary in Arabidopsis. Plant J19: 259–2681047607310.1046/j.1365-313x.1999.00523.x

[kiaa034-B125] Zwack PJ , RashotteAM (2013) Cytokinin inhibition of leaf senescence. Plant Signal Behav8: e247372365687610.4161/psb.24737PMC3908980

[kiaa034-B126] Zwack PJ , RobinsonBR, RisleyMG, RashotteAM (2013) Cytokinin response factor 6 negatively regulates leaf senescence and is induced in response to cytokinin and numerous abiotic stresses. Plant Cell Physiol54: 971–9812353924410.1093/pcp/pct049

# Supplementary material for: Multi-omics approach reveals the contribution of KLU to leaf longevity and drought tolerance
**Source:** Plant Physiol. 2020 Nov 28;185(2):352–68. doi: 10.1093/plphys/kiaa034
**Supplement:** kiaa034_Supplementary_Data

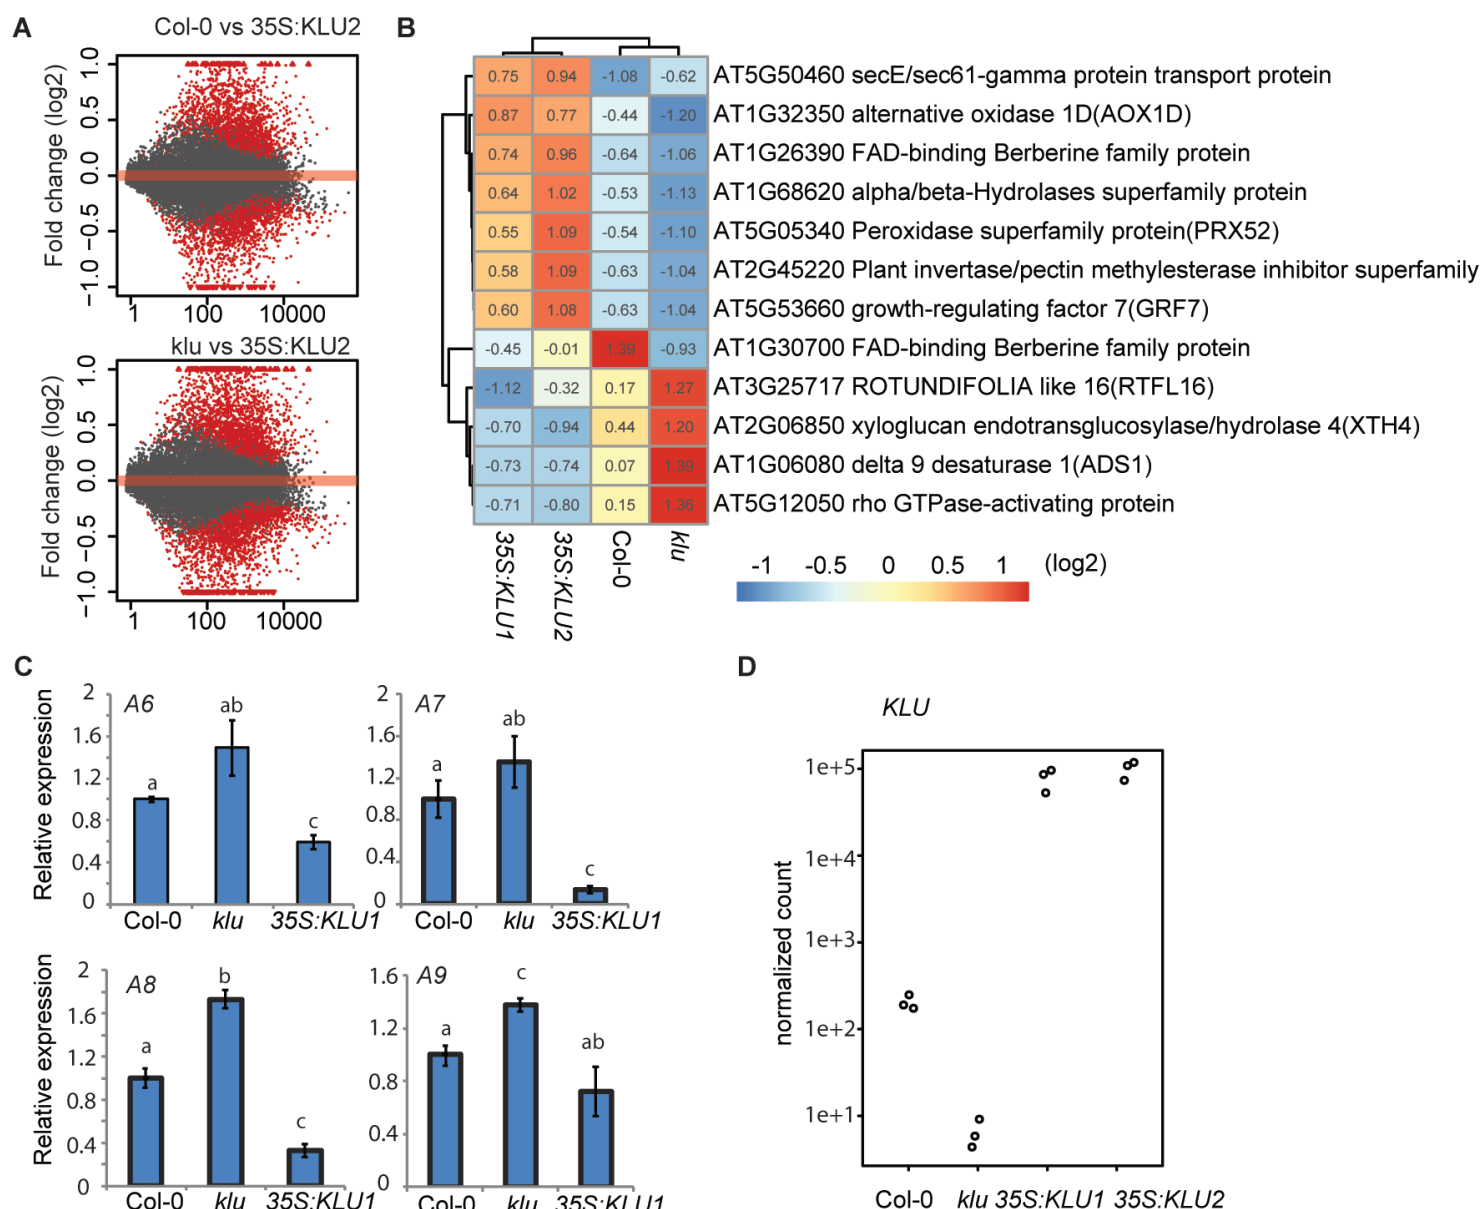

Supplemental Figure S1. Overview of the transcriptome changes and the expression of CYP78A5 family genes.

A, MA-plot show log₂ fold change (y-axis) of Col-0 vs 35S:KLU2 comparison and *klu* vs 35S:KLU2 comparison over the mean of normalized counts (x-axis) for all the samples. Red points indicate adjusted *p* value is less than 0.05. 

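The genes of this heatmap were chosen by the study on the same samples, so their calls are not independent evidence. AT1G26390, a berberine-bridge enzyme gene, rose in 35S:KLU by 1.44 (SE 0.16, adjusted p = 2.24e-04 from limma) relative to Col-0 and by 2.4 (SE 0.16, adjusted p = 5.27e-06) relative to klu, and the pectin methylesterase inhibitor gene AT2G45220 by 1.4 (SE 0.19, adjusted p = 7.57e-04) and 2.35 (SE 0.19, adjusted p = 2.11e-05). GRF7, a growth-regulating factor gene, rose by 1.2 (SE 0.11, adjusted p = 9.87e-05) and 1.84 (SE 0.11, adjusted p = 4.3e-06), PRX52, a peroxidase gene, by 1.06 (SE 0.19, adjusted p = 0.00279) and 1.92 (SE 0.19, adjusted p = 6.15e-05) and the hydrolase gene AT1G68620 by 1.03 (SE 0.22, adjusted p = 0.00784) and 1.98 (SE 0.22, adjusted p = 1.26e-04). AOX1D, an alternative oxidase gene, rose by 0.88 (SE 0.20, adjusted p = 0.0103) and 1.79 (SE 0.20, adjusted p = 1.3e-04), and its call relative to Col-0 ended without Col-0 replicate 2 (0.0614). The cell wall gene XTH4 changed by -0.85 (SE 0.08, adjusted p = 8.37e-05) and -1.2 (SE 0.08, adjusted p = 5.07e-06), AT5G12050 by -0.81 (SE 0.10, adjusted p = 4e-04) and -1.47 (SE 0.10, adjusted p = 5.75e-06) and RTFL16 by -0.47 (SE 0.07, adjusted p = 0.00152) and -0.89 (SE 0.07, adjusted p = 2.28e-05). AT5G50460, a subunit of the protein translocon, rose by 0.64 (SE 0.10, adjusted p = 0.00117) and 0.46 (SE 0.10, adjusted p = 0.00434). AT1G30700 lay between the genotypes, at -1.06 (SE 0.23, adjusted p = 0.00742) relative to Col-0 and 0.86 (SE 0.23, adjusted p = 0.0155) relative to klu, and the latter ended without klu replicate 1 (0.0506). In klu relative to Col-0, ADS1 was at 0.96 (adjusted p = 0.415, and 0.0397 without klu replicate 1) and AT1G26390 at -0.96 (0.151, and 0.0161 without klu replicate 3). The log2 fold changes of AT2G45220, GRF7, PRX52, AT1G68620 and AOX1D in klu were -0.95, -0.65, -0.86, -0.96 and -0.91 (adjusted p = 0.288, 0.194, 0.374, 0.418 and 0.374). Those of XTH4, AT5G12050 and RTFL16 were 0.34, 0.66 and 0.42 (adjusted p = 0.386, 0.0946 and 0.236). With the authors' p-values adjusted over the tested genes, all 10 of these genes were called in klu, from 6.04e-06 for AT1G26390 to 0.034 for PRX52 and GRF7.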

Points falling out of the window are plotted as triangles pointing either up or down. **B**, A heatmap matrix based on the FPKM of the genes shared from DEGs of Col-0 vs OE, *klu* vs OE and Col-0 vs *klu*. **C**, The relative transcript abundance of other CYP78A5 family members in the aerial part of Col-0, *klu* and 35S:KLU1 at 28 DAG. The *Arabidopsis* UBIQUITIN 5 was used as an internal control. Error bars represent SD. **D**, The normalized counts of *KLU* in the Col-0, *klu*, 35S:KLU1 and 35S:KLU2.

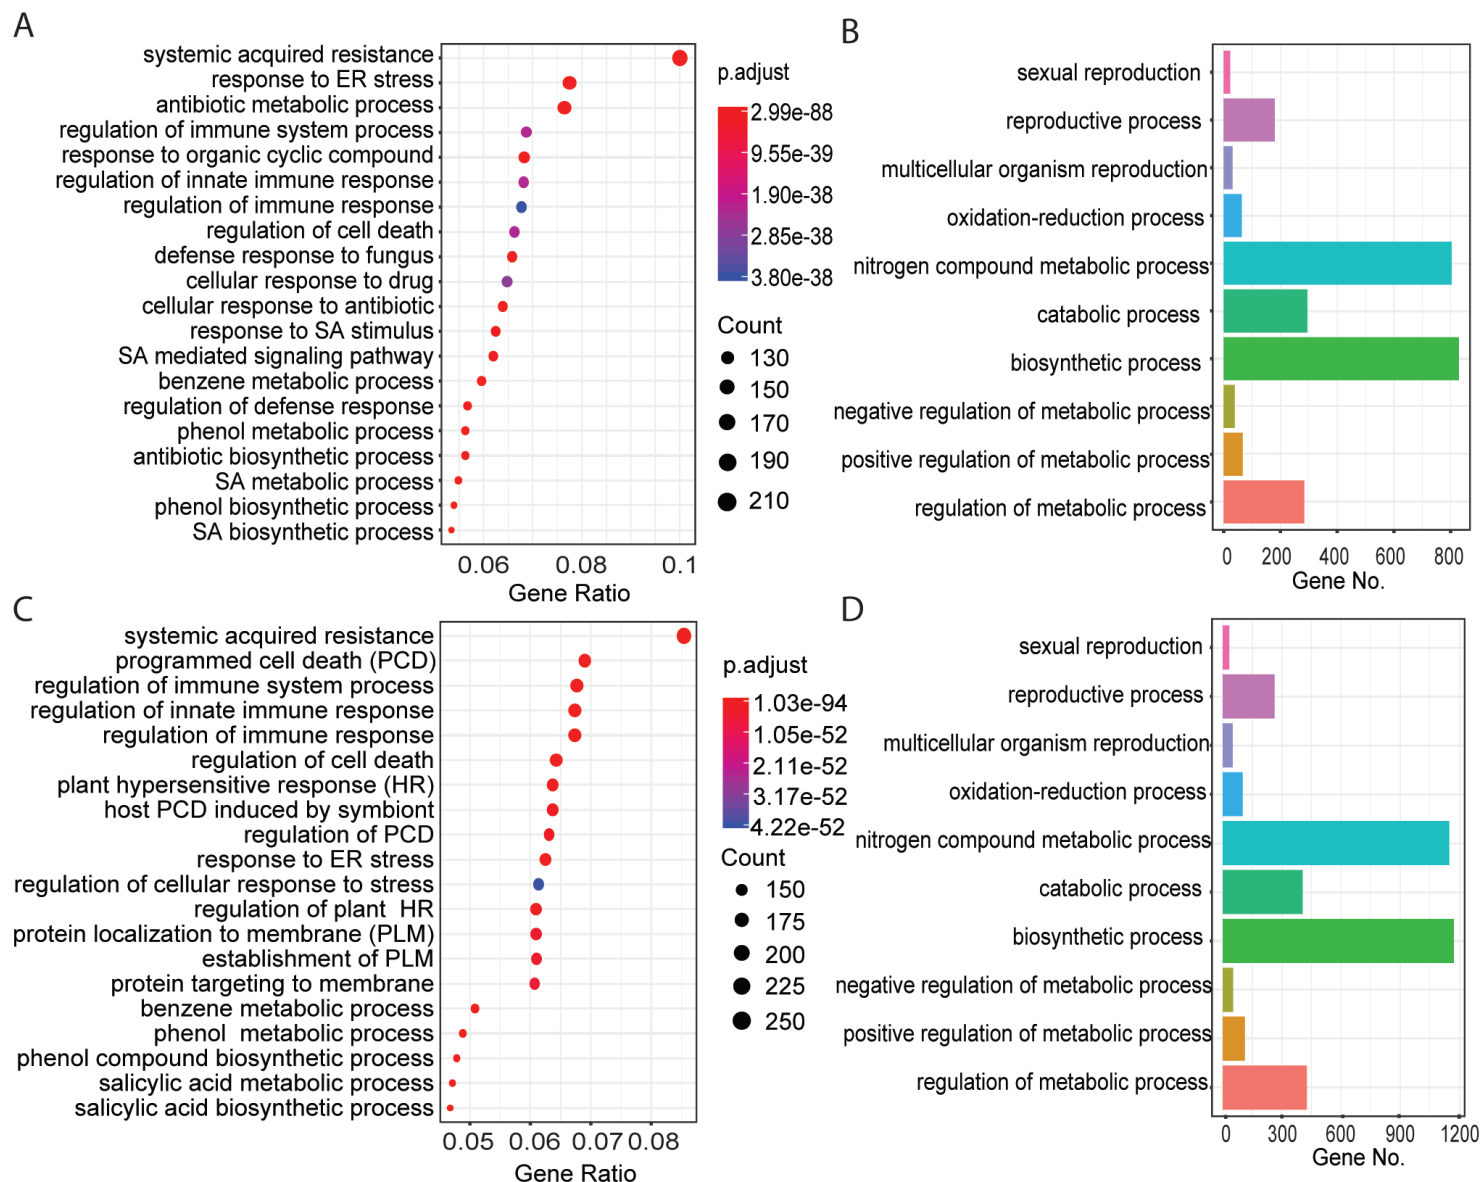

Supplemental Figure S2. GO enrichment analysis.

A, Top 20 enriched GO terms for DEGs from Col-0 vs OE (adjust p -value < 0.01). **B**, Top10 GO categories at the third levels of the GO tree for DEGs of Col-0 vs OE (adjust p -value < 0.01). **C**, Top 20 enriched GO terms for DEGs from *klu* vs OE (adjust p -value < 0.01). **D**, Top 10 GO categories at the third levels of the GO tree for DEGs of *klu* vs OE (adjust p -value < 0.01).

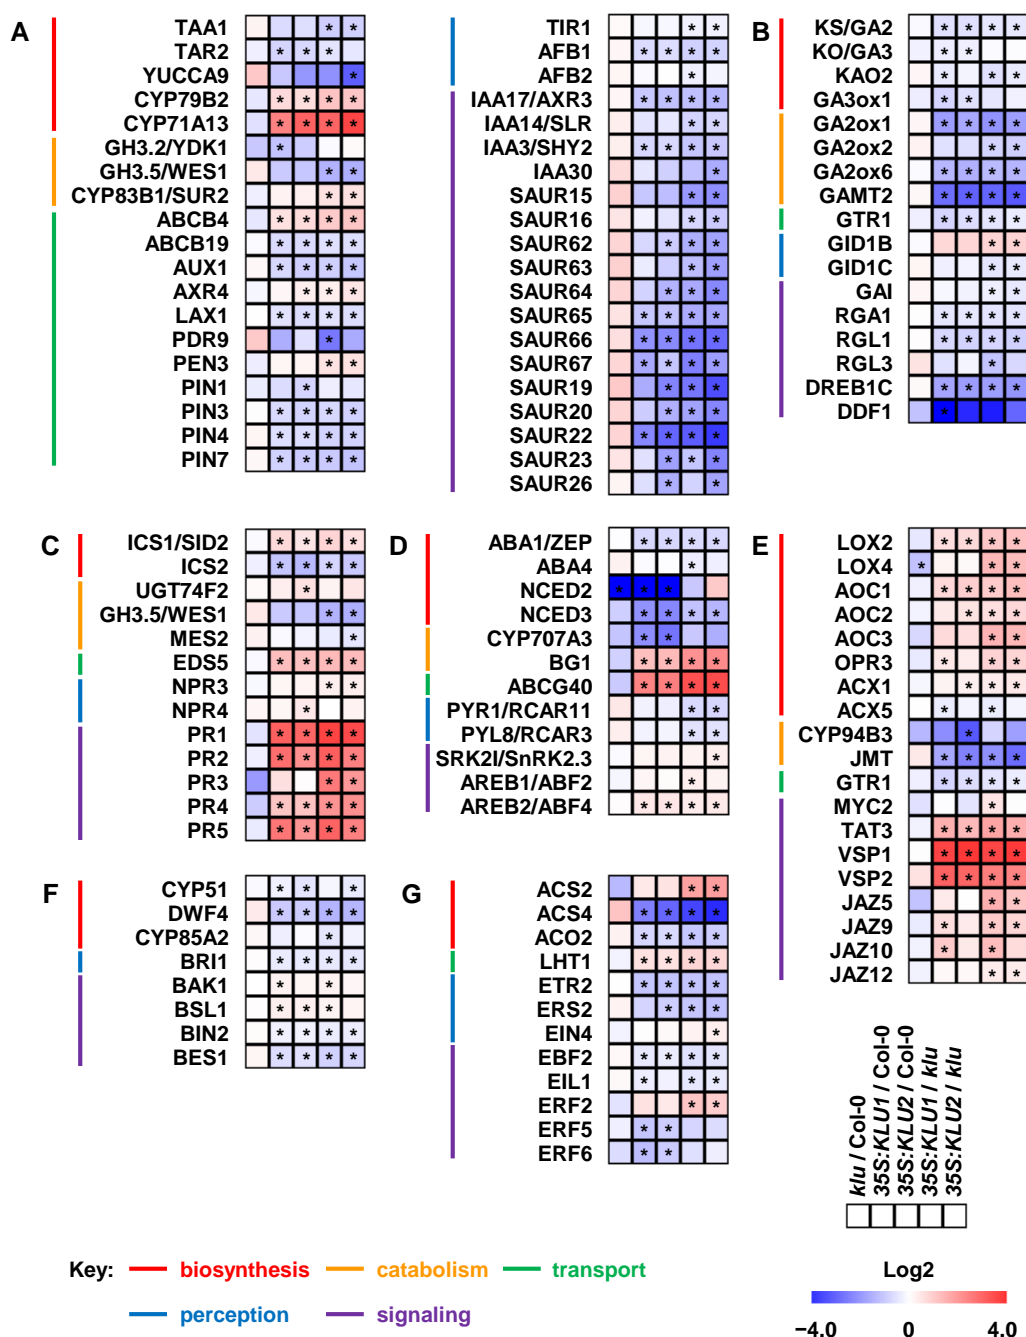

Supplemental Figure S3. The expression of the genes associated with plant hormone metabolism, transport, perception, and signaling in *klu* and 35S:KLU plants analyzed by RNA-sequencing. (A) auxin, (B) GA, (C) SA, (D) ABA, (E) JA, (F) BR, and (G) ethylene. Asterisks indicate the differentially expressed genes (DEGs) (adjusted p-value < 0.05). The detailed expression data is available in Supplemental Tables S3-S9.

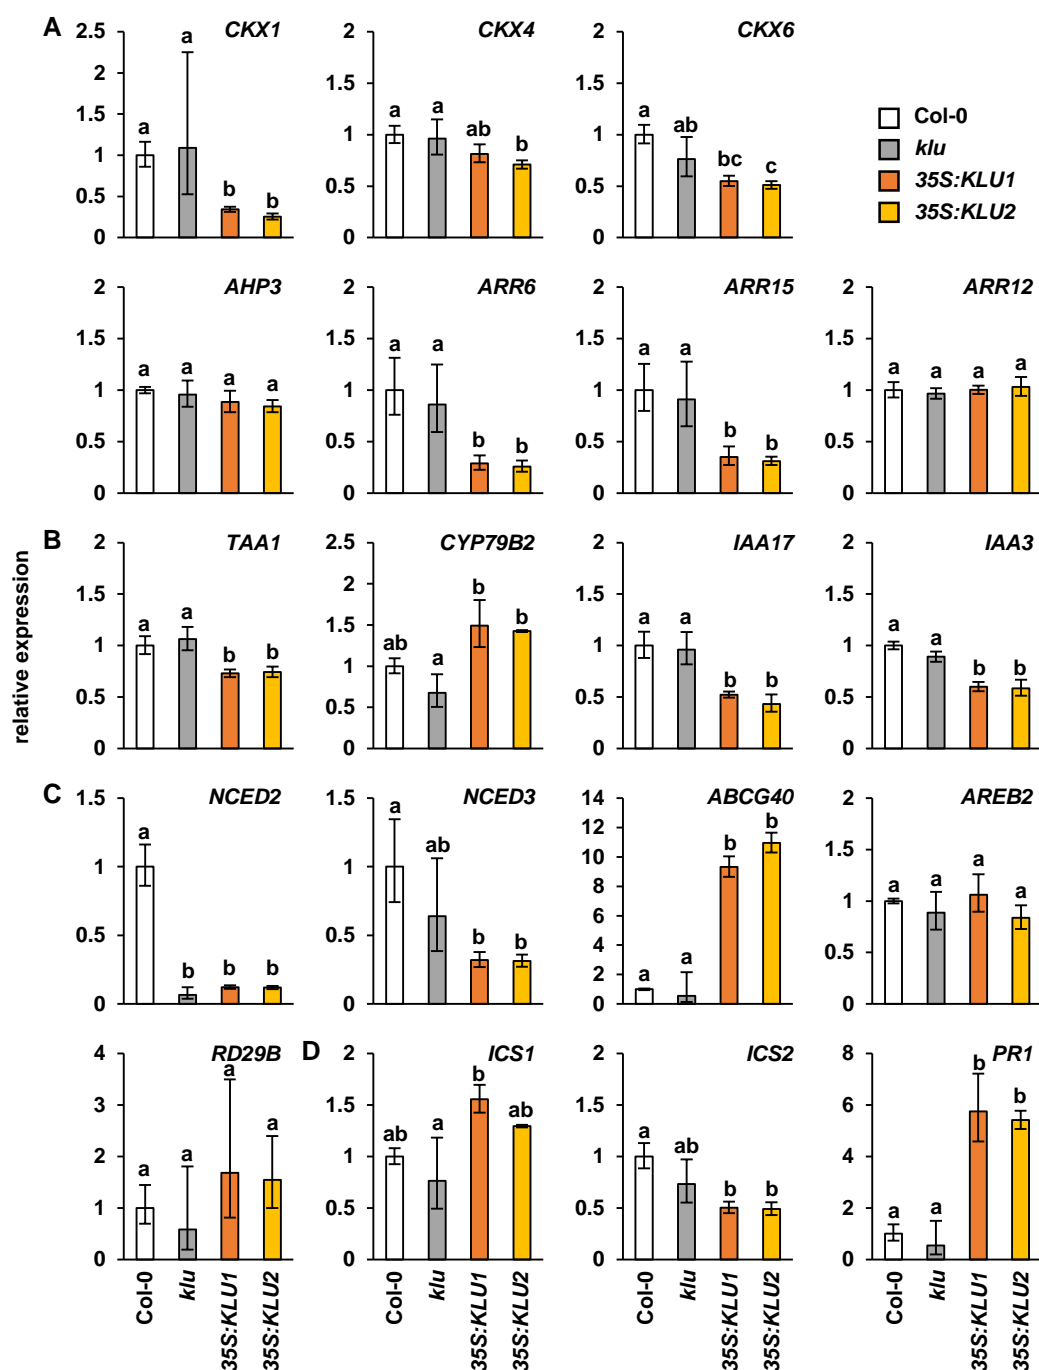

Supplemental Figure S4. The expression of the selected genes associated with plant hormone metabolism, transport, perception, and signaling in *klu* and 35S:KLU plants analyzed by RT-qPCR. (A) cytokinin, (B) auxin, (C) ABA, and (D) SA. Relative expression levels were calculated by the comparative C_T method with *ACT2* as a reference gene. For each gene, the expression level in Col-0 was defined as 1. Data represent means and SD of three biological replicates (three or four replicate reactions for each). Different letters denote statistically significant differences ($P < 0.05$) by single-factor ANOVA followed by a Tukey-Kramer post-hoc test.

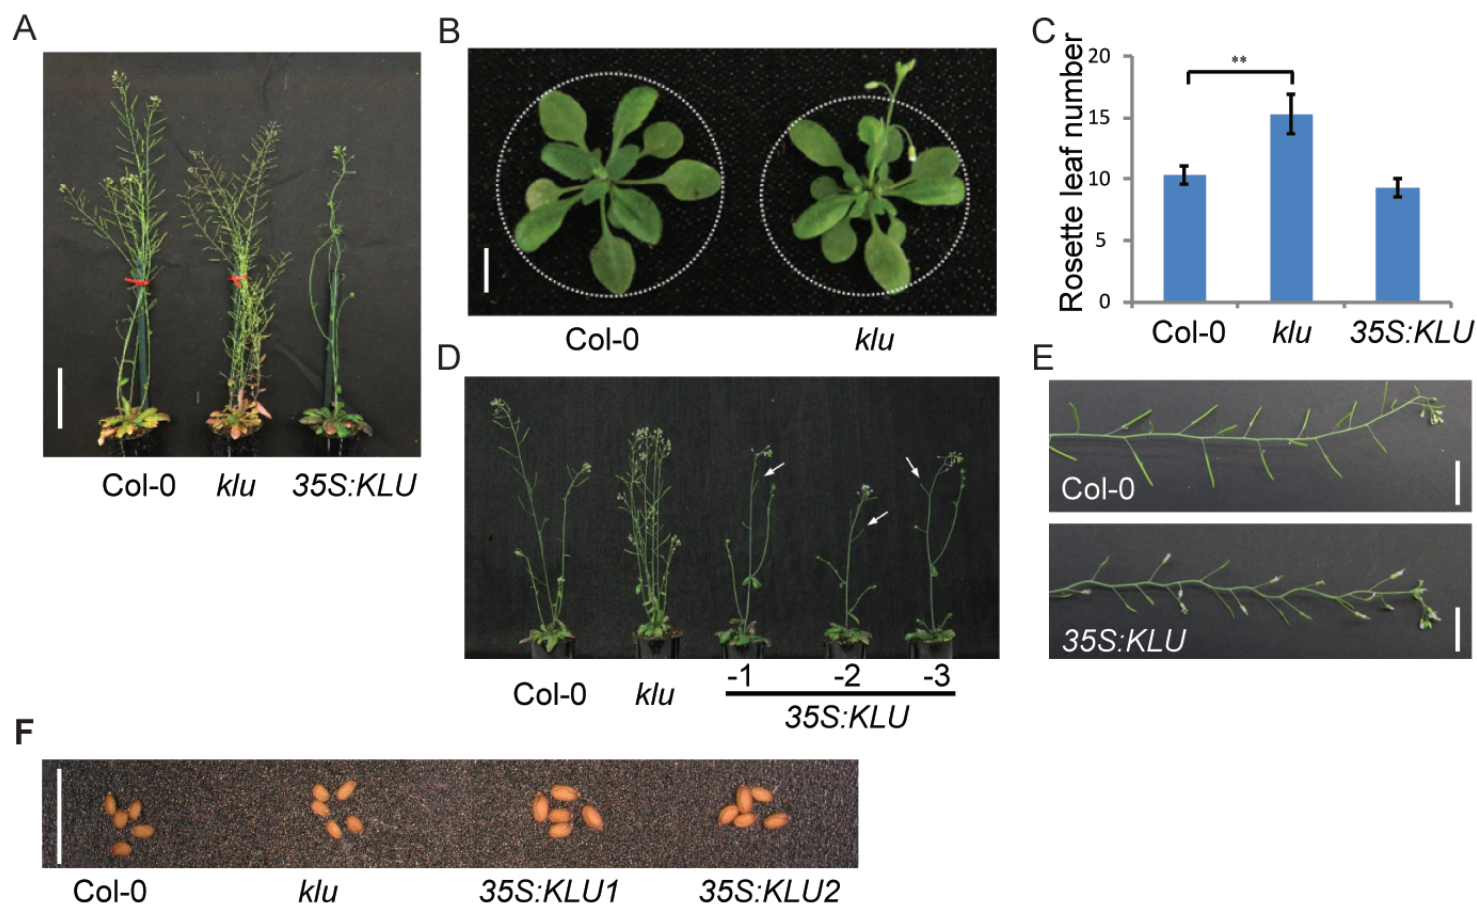

Supplemental Figure S5. Phenotypes of *klu* and *KLU*-overexpression plants.

A, The gross phenotype of wild-type (WT), *klu*, and 35S:KLU plants at reproductive stage. Scale bar, 6 cm. **B**, *klu* show early flowering time. Scale bar, 1cm. **C**, Rosette leaf number in WT, *klu*, and 35S:KLU plants at the 28 DAG in the short day condition. Error bars represent SD (n = 12). Student's t-test, $p < 0.01$. **D**, The representative phenotype of WT, *klu*, and three individual 35S:KLU plants at reproductive stage. Scale bar, 6 cm. **E**, The representative stem phenotype of WT and 35S:KLU plants at reproductive stage. Scale bar, 1 cm. **F**, The seed phenotype of WT, *klu*, and 35S:KLU. Scale bar, 0.2 cm.

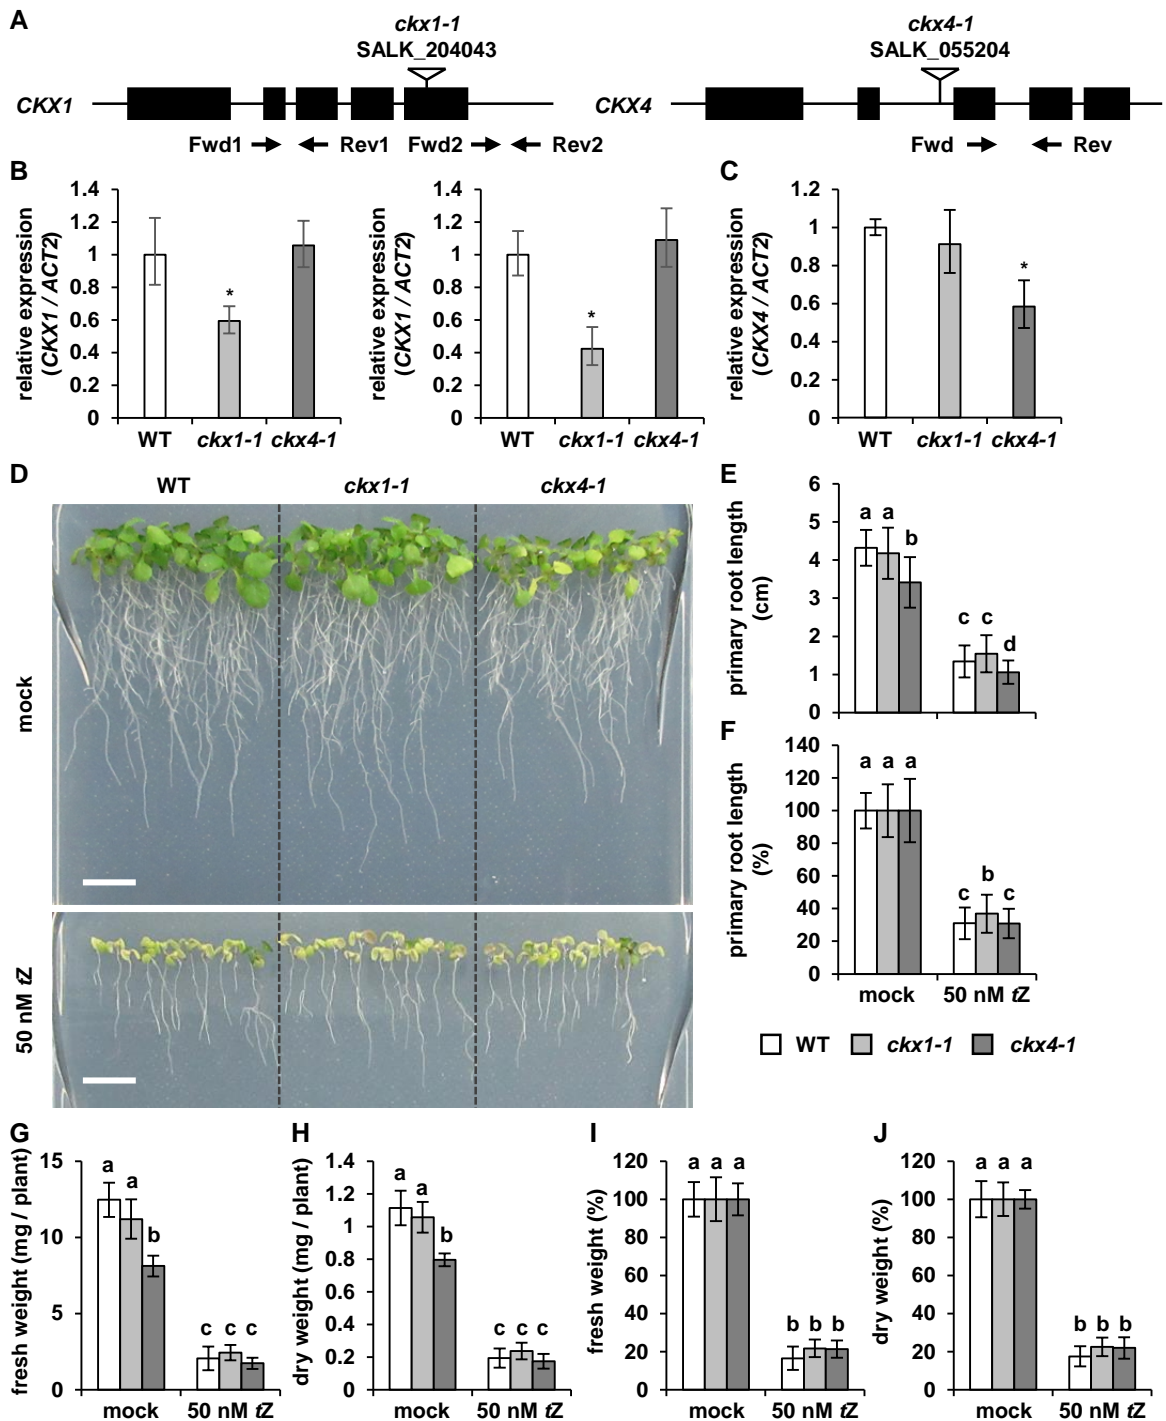

Supplemental Figure S6. Growth characteristics of the *ckx* mutants.

(A) Scheme of the *CKX* genes. Positions of the T-DNA insertions and the primers used in (B and C) are shown. Exons are indicated as filled boxes. (B, C) Expression of the *CKXs* analyzed by RT-qPCR. Total RNAs were extracted from 12-day-old seedlings grown on agar plates under long-day conditions. Relative expression levels were calculated by the comparative C_T method with *ACT2* as a reference gene. For each gene, the expression level in WT was defined as 1. For *CKX1*, two primer sets (1 and 2 in A) were used to verify the decreased expression in the T-DNA line (left and right panels, respectively). Data represent means and SD of four replicate reactions. * $P < 0.01$ (t -test, comparison with WT). (D to J) Growth of the *ckx* mutants on plates supplemented with cytokinin. Seeds ($n = 12$ for each) were sown on agar plates ($0.5 \times$ MS with 1% sucrose) with or without 50 nM *trans*-zeatin (*tZ*) and then stratified at 4°C for 3 days. Plants were grown vertically under long-day conditions for two weeks. (D) The photographs show seedlings grown on agar plates without or with 50 nM *tZ*. White bars = 1 cm. (E, F) Primary root lengths of two-week-old seedlings. The graph shows the result of four biological replicates (WT mock, $n = 46$; WT *tZ*, $n = 45$; *cks1* mock, $n = 47$; *cks1* *tZ*, $n = 47$; *cks4* mock, $n = 47$; *cks4* *tZ*, $n = 48$). Error bars represent SD. Relative root lengths of plants grown on plates with cytokinin were shown as a percentage (F). (G to J) Fresh and dry weights of two-week-old seedlings. Seedlings ($n \geq 10$) were pooled to measure weights and then the total weights were divided by the number of plants. Data represent means and SD of four biological replicates. Relative weights of plants grown on plates with cytokinin were shown as a percentage (I, J). Different letters indicate statistically significant differences ($P < 0.05$) by one-way ANOVA followed by a Tukey's post-hoc test.

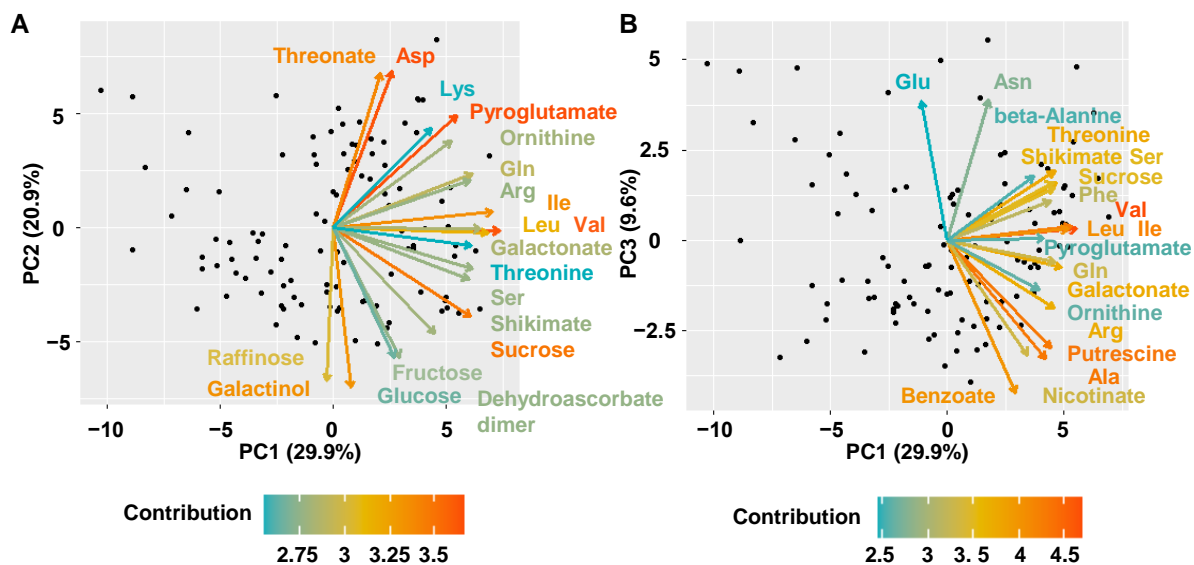

Supplementary Figure S7. Top metabolites contributing the PCA plots.

Top 20 metabolites contributing the PCA plots (Figure 5A,B) were shown by colored arrows. Black dots indicate individual plots as shown in Figure 5A,B.

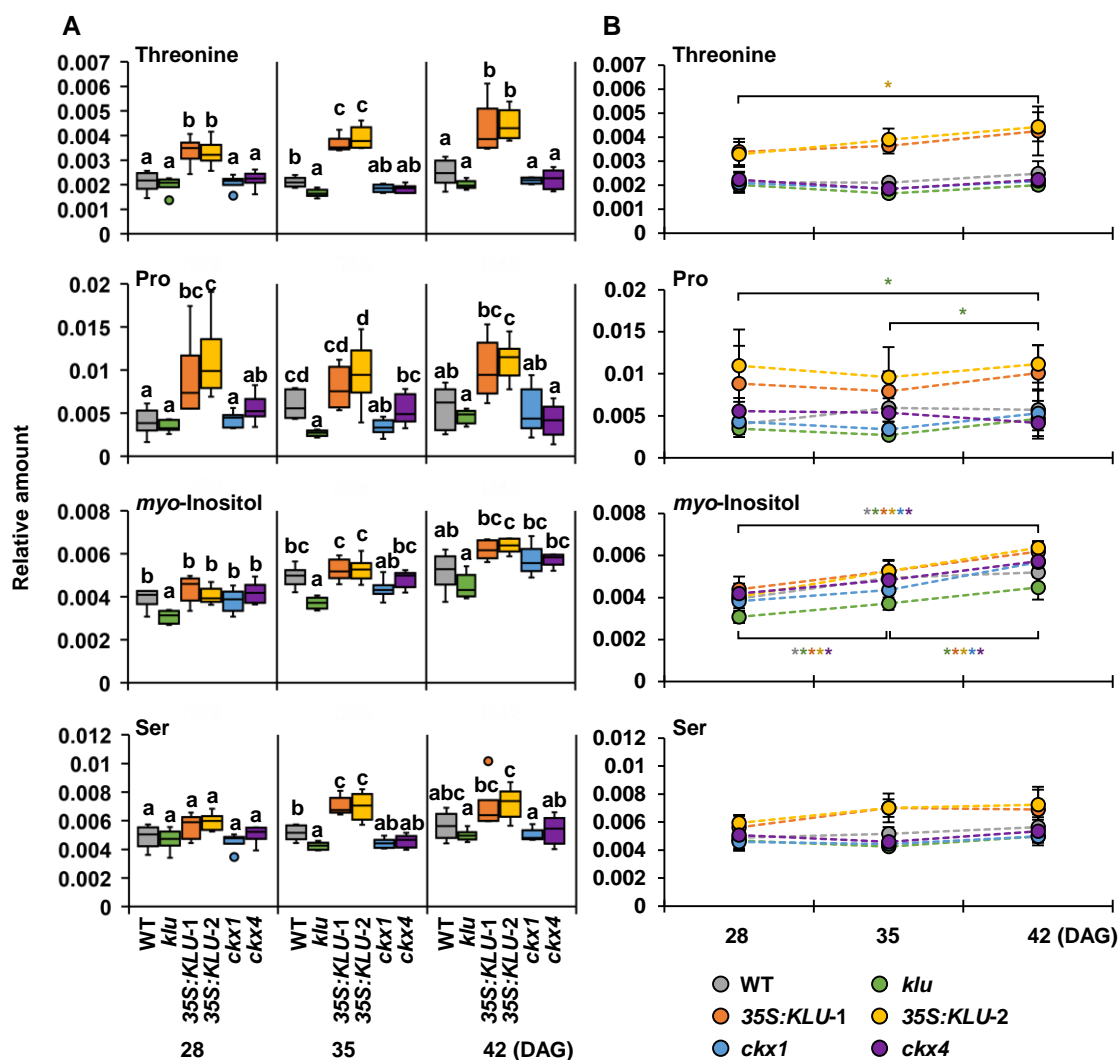

Supplementary Figure S8. The metabolites showed constitutive increased-accumulation in the *KLU*-overexpressing lines.

The primary metabolites that showed significant differences between *klu* mutant and the *KLU*-overexpressing lines at more than two time points are displayed. The relative amounts of primary metabolites determined by GC-MS are shown in box and whisker plots (A) and line charts (B). (A) Different letters denote statistically significant differences ($P < 0.05$) within each time point by one-way ANOVA followed by a Tukey's post-hoc test. (B) Bars indicate SD ($n = 5$ or 6). Colored asterisks indicate statistically significant differences ($P < 0.05$) in each line by one-way ANOVA followed by a Tukey's post-hoc test.

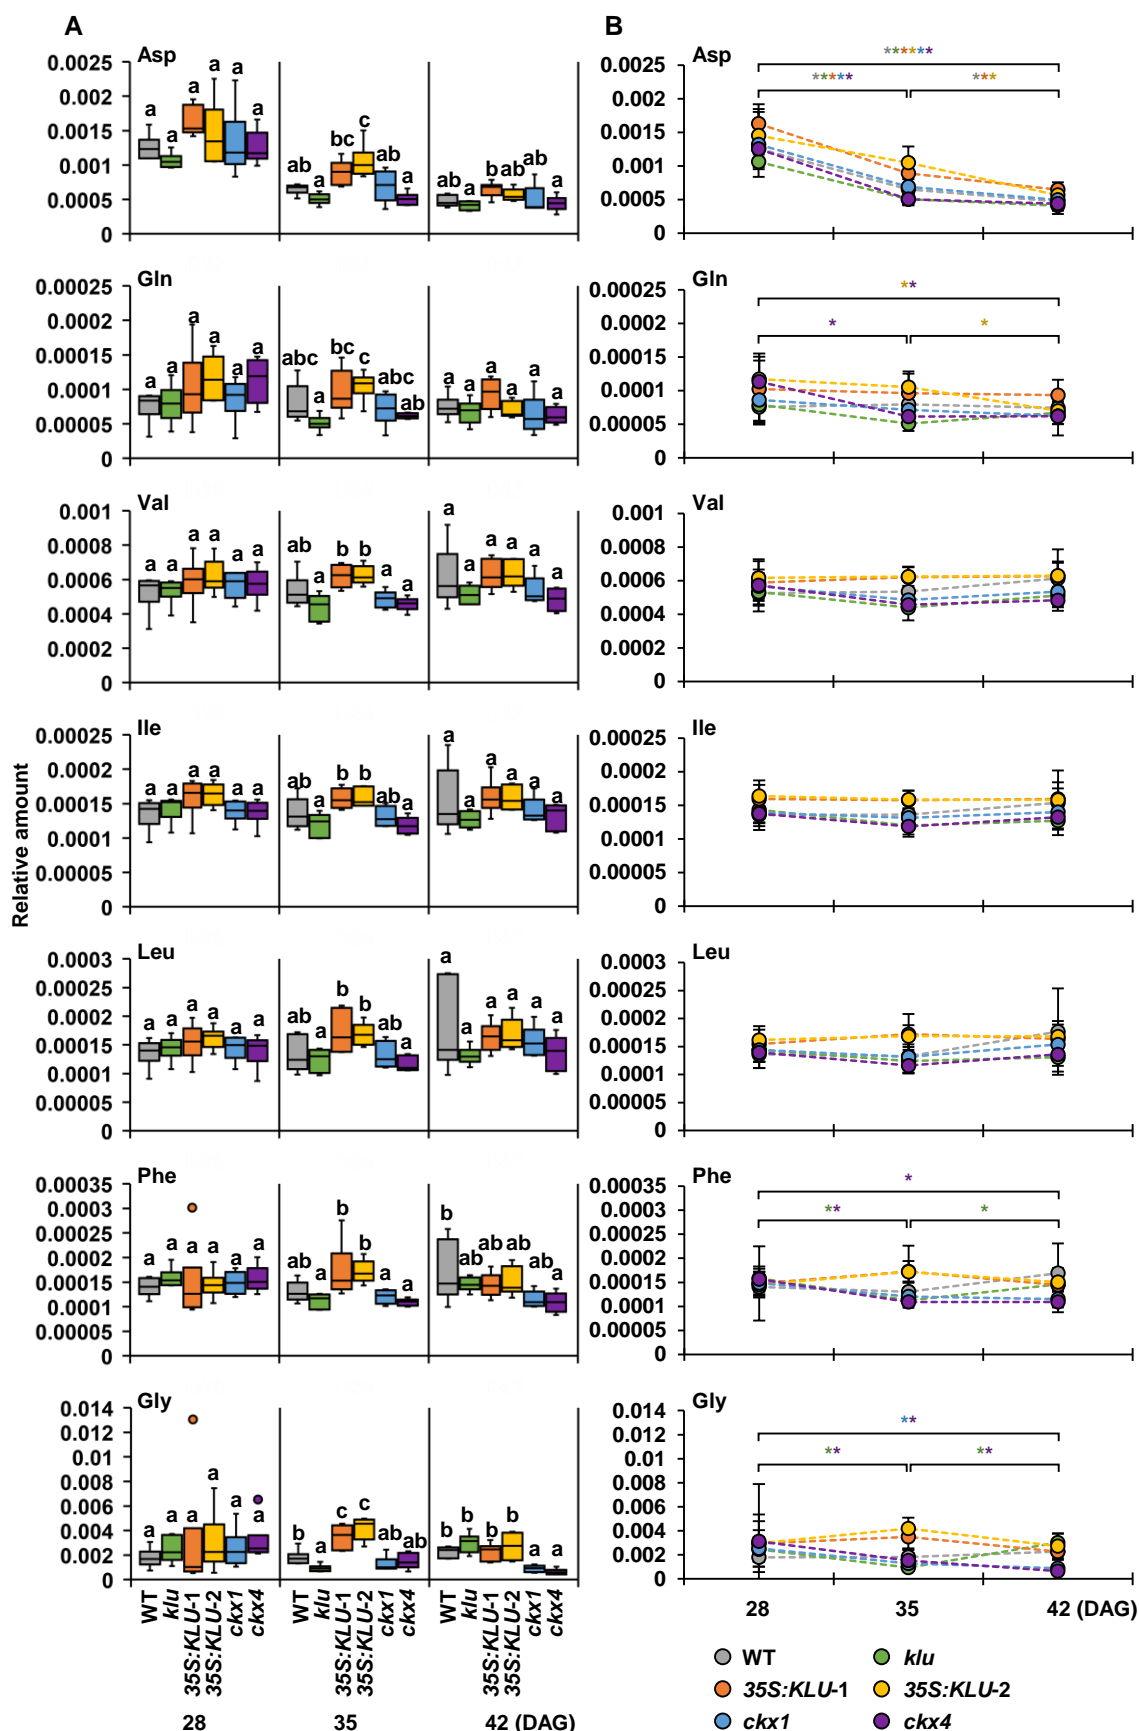

Supplementary Figure S9. The proteinogenic amino acids more accumulated in the *KLU*-overexpressing lines than in the *klu* mutant.

The relative amounts of primary metabolites determined by GC-MS are shown in box and whisker plots (A) and line charts (B). (A) Different letters denote statistically significant differences ($P < 0.05$) within each time point by one-way ANOVA followed by a Tukey's post-hoc test. (B) Bars indicate SD ($n = 5$ or 6). Colored asterisks indicate statistically significant differences ($P < 0.05$) in each line by one-way ANOVA followed by a Tukey's post-hoc test.

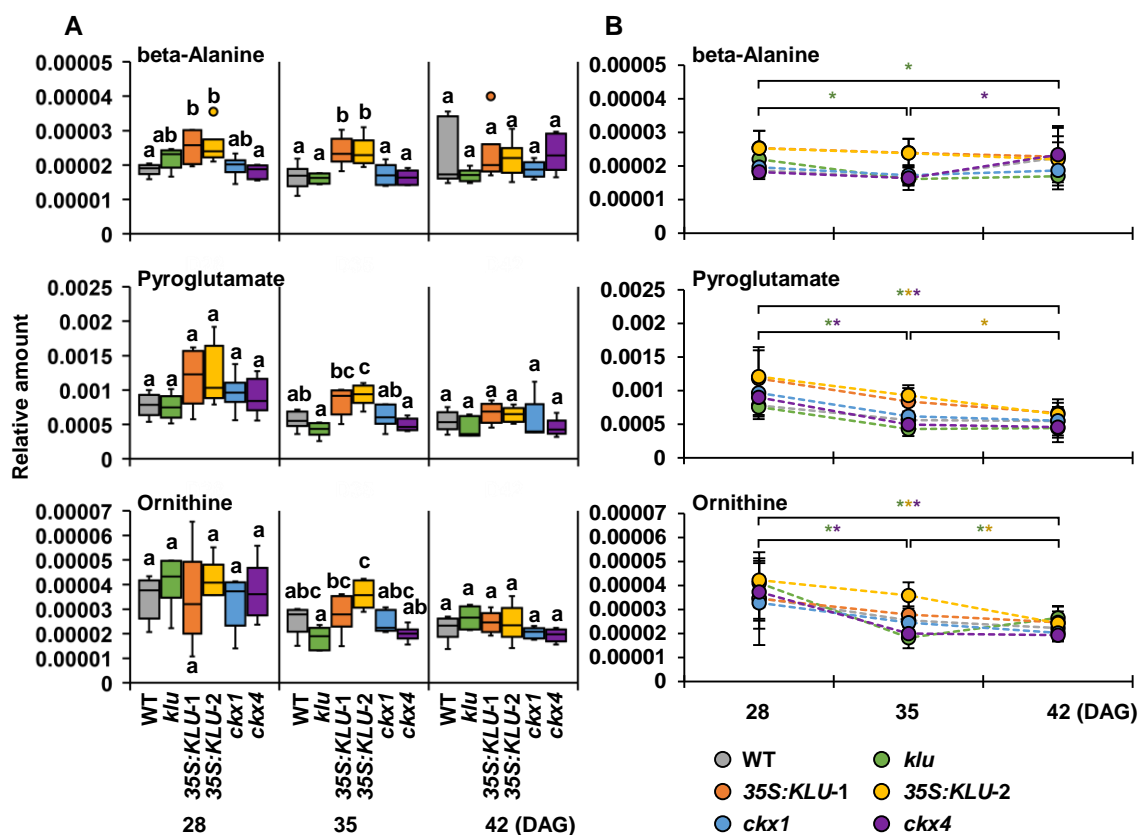

Supplementary Figure S10. The non-proteinogenic amino acids more accumulated in the *KLU*-overexpressing lines than in the *klu* mutant.

The relative amounts of primary metabolites determined by GC-MS are shown in box and whisker plots (A) and line charts (B). (A) Different letters denote statistically significant differences ($P < 0.05$) within each time point by one-way ANOVA followed by a Tukey's post-hoc test. (B) Bars indicate SD ($n = 5$ or 6). Colored asterisks indicate statistically significant differences ($P < 0.05$) in each line by one-way ANOVA followed by a Tukey's post-hoc test.

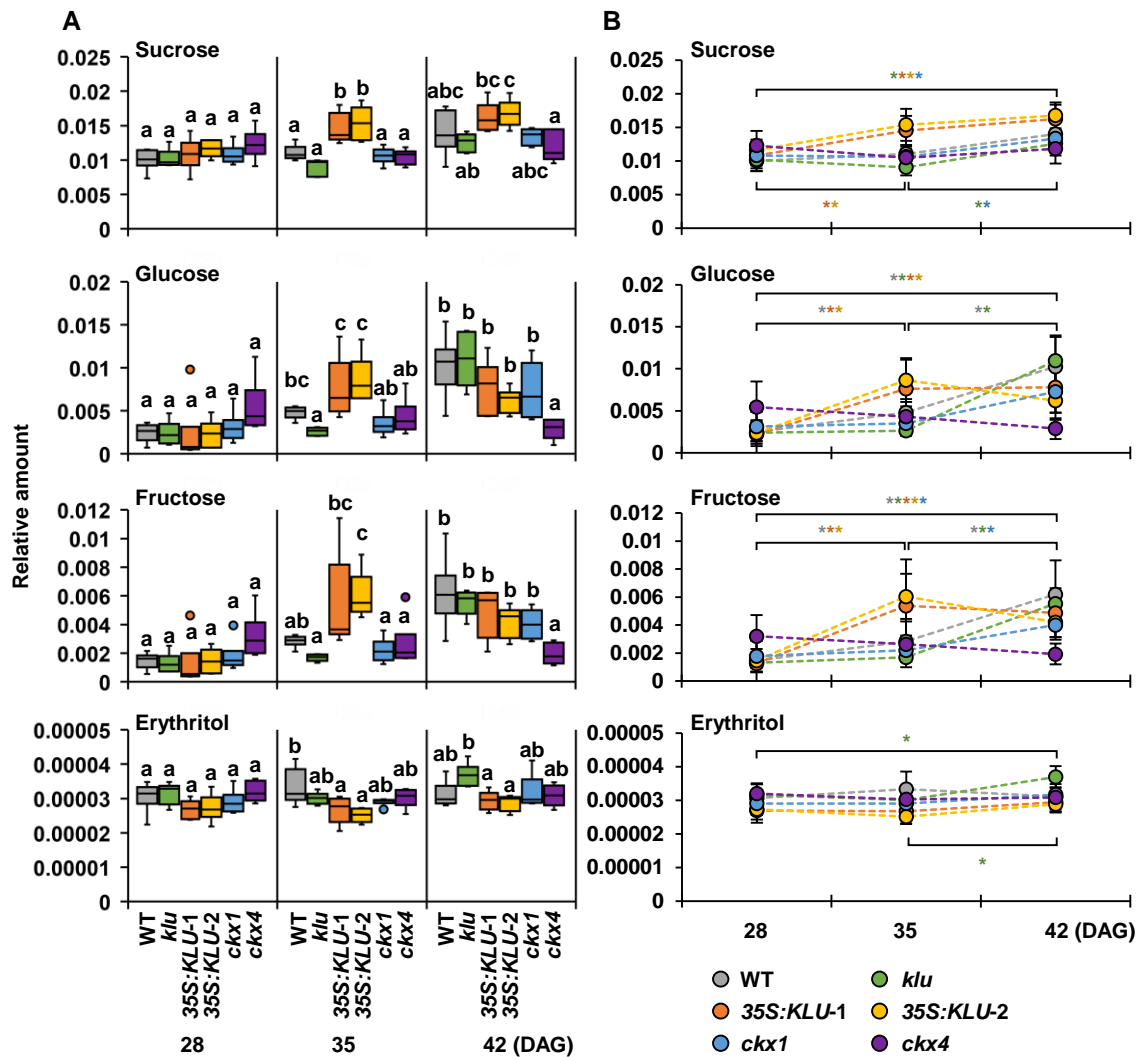

Supplementary Figure S12. The levels of sugars and sugar alcohols were altered in the *KLU*-overexpressing lines compared to in the *klu* mutant.

The relative amounts of primary metabolites determined by GC-MS are shown in box and whisker plots (A) and line charts (B). (A) Different letters denote statistically significant differences ($P < 0.05$) within each time point by one-way ANOVA followed by a Tukey's post-hoc test. (B) Bars indicate SD ($n = 5$ or 6). Colored asterisks indicate statistically significant differences ($P < 0.05$) in each line by one-way ANOVA followed by a Tukey's post-hoc test.

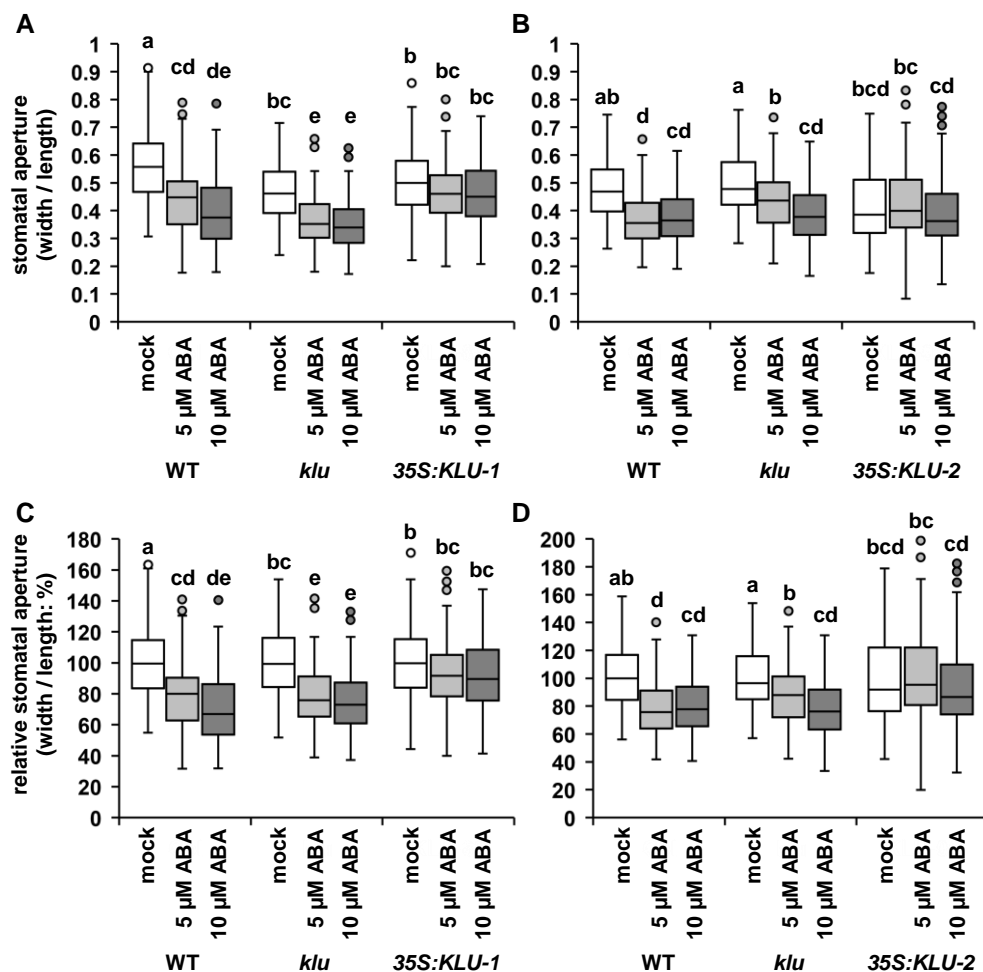

Supplemental Figure S14. Stomatal closure of guard cells in response to ABA.

Rosette leaves detached from 6-week-old plants were treated with or without ABA for 3 h after incubation in stomatal opening buffer for 2 h. Two independent experiments of different *35S:KLU* lines were performed. (A, B) The box and whisker plots represent data from four or five biological replicates (A, WT mock, $n = 100$; WT 5 μM ABA, $n = 99$; WT 10 μM ABA, $n = 99$; *klu* mock, $n = 98$; *klu* 5 μM ABA, $n = 79$; *klu* 10 μM ABA, $n = 100$; *35S:KLU-1* mock, $n = 80$; *35S:KLU-1* 5 μM ABA, $n = 99$; *35S:KLU-1* 10 μM ABA, $n = 99$. B, WT mock, $n = 99$; WT 5 μM ABA, $n = 99$; WT 10 μM ABA, $n = 100$; *klu* mock, $n = 100$; *klu* 5 μM ABA, $n = 100$; *klu* 10 μM ABA, $n = 99$; *35S:KLU-2* mock, $n = 100$; *35S:KLU-2* 5 μM ABA, $n = 100$; *35S:KLU-2* 10 μM ABA, $n = 100$). (C, D) Relative stomatal aperture compared to those treated without ABA. Different letters indicate statistically significant differences ($P < 0.05$) by one-way ANOVA followed by a Tukey's post-hoc test.

How the deposited data were processed for this re-analysis (not part of the article)

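RNA was sequenced from whole rosettes of WT (Col-0), the klu mutant and the 35S:KLU1 and 35S:KLU2 lines at 35 days after germination, with 3 libraries per genotype, each from an individual plant. The labels of the samples name the tissue as leaf. According to the paper, the authors enriched poly(A) RNA, made strand-specific libraries, read them as paired ends, mapped the reads to the TAIR10 genome and compared the genotypes with DESeq2. The processing notes of the samples name STAR, without a version, and RSEM 1.2.22. The deposited table holds FPKM of 33323 genes in 12 libraries, with 0 columns of per-sample values left unused. The table also holds the log2 fold change, the p-value and the adjusted p-value of the authors' own DESeq2 comparisons. The authors' Supplemental Table S1 calls the values RPKM, whereas the deposited columns call them FPKM, and their sums and steps were checked against that unit. Counts of fragments, RT-qPCR, hormone and metabolite data were not used here. The reference used for gene names and for the coordinates of KLU is TAIR10.1, which shares its gene identifiers with TAIR10, and 32835 of the genes in the table were found in it.

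The design was written for counts, with limma on log2(FPKM + 1) named for a table of FPKM. Log2(FPKM + 1) was therefore tested with limma 3.58.1 in R 4.3.3, with a trend of the variance over expression instead of weights from counts, and a filter of at least 0.5 FPKM in at least 3 libraries instead of a filter on counts. Of the 24434 genes with any value above 0, 19660 passed. A single model of 4 genotype means was fitted to the 12 libraries, with 11.986 residual and prior degrees of freedom, and p-values were adjusted over all tested genes with the Benjamini-Hochberg method. A DEG has an adjusted p under 0.05. The comparisons were each 35S:KLU line against Col-0 and against klu, klu against Col-0, both lines against each other, and the mean of both lines against Col-0 and against klu. Common DEGs are DEGs in both lines in the same direction. The 12 libraries are compared as independent plants, and the shared Col-0 or klu libraries make the comparisons that use them depend on each other.

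Comparisons, gene lists and the rule for naming genes were set before the deposited table was examined but after the paper had been read, and 40 lists were tested. They had 897 entries, of which 845 were matched to the table. Each list was tested with camera from limma, with a preset correlation of 0.01 between genes and with an estimated correlation, and with fry, and the p-values of a comparison were adjusted over the lists. Members called were counted with the adjustment over all tested genes and over the list alone. Shares of DEGs in lists were compared with the exact test of Fisher. Principal components and clusters were computed from log2(FPKM + 1) of the tested genes instead of transformed counts, with Euclidean distances and complete linkage.

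The rule for the genes that the text may name takes KLU, every gene that the study names for the transcriptome, and the genes of Supplemental Figure S1B. For the mean of both lines it names up to 10 genes in each direction with the largest mean log2 fold change among common DEGs with a mean of at least 1 FPKM over the 12 libraries and no overlap between the libraries of the groups. For klu against Col-0 and for the line comparison it names up to 5 genes in each direction. From each list described it allows up to 4 called members with the largest change, and any member of a list with at most 12 measured. Not every gene that the rule allows is printed. The rule set its minimum for a named gene in scaled counts (CPM), for which FPKM was used. The genes of the paper's Supplemental Table S1 and its figures, which show results of these libraries, had been seen when the rule was written, and a gene outside the rule is said to be picked after its values were seen.

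The number of fragments per library was not used, so depth was read from the smallest steps between FPKM values of the same gene across libraries. It limits the genes near 0.5 FPKM, where the size of 1 fragment is a large part of the value. In a test on simulated data with known changes, 35S:KLU1 against Col-0 called 52% of genes with a log2 change of 0.5, 90% with 1, 98% with 2 and 100% with 3, from 50 genes each. Of 202 calls, 19 were of unchanged genes, a share of 9.4%. Klu against Col-0 without added changes gave 0 calls. The effect of shared libraries on correlations between comparisons was tested on 200 simulated data sets.

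Alternatives tried were no filter on low values, a block for the replicate number, a pseudocount of 0.1, leaving out each library in turn, only the groups compared in the model, another linkage for clusters, clusters and components without KLU, components with each gene scaled to unit variance, fry and the estimated correlation. Alternatives added after seeing the data were scaling by median of ratios, by upper quartile and to equal FPKM sums, library weights, a minimum of 1 FPKM in every library, components of the 500 most variable genes, and the authors' p-values adjusted over the tested genes. Regroupings of the same libraries were fitted for each count of DEGs and of lists, all 10 for groups of 3 and 100 drawn for larger groups. DESeq2 and other methods that need counts were not run.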

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

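Of the tests weighed here, the 3 for klu replicate 1 and those for young tissue and for the scaling of the lists that were lower were chosen only after the result was seen. Each list in the next paragraphs was picked out because its signal lies in genes outside those the paper discusses, and the values are median log2 fold changes of 35S:KLU with adjusted p-values from camera.

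The list of cell wall expansion genes was lower in 35S:KLU, with a median of -0.35 relative to Col-0 (adjusted p = 3.11e-12, 0.0361 with an estimated correlation) and -0.56 relative to klu (1.29e-11, and 0.0251). EXPA8, an expansin gene, changed by -1.36 (SE 0.15, adjusted p = 2.62e-04 from limma) relative to Col-0, the xyloglucan endotransglucosylase gene XTH15 by -2.07 (SE 0.21, adjusted p = 1.53e-04) and its relative TCH4 by -1.47 (SE 0.22, adjusted p = 0.0013). Of 28 members, 0 were higher and 11 lower relative to Col-0 and 0 and 15 relative to klu, or 15 and 18 lower adjusted over the list alone. Genes of trichomes and epidermis had medians of -0.4 (adjusted p = 3.3e-05, 0.265 with an estimated correlation) and -0.26 (6.18e-04, and 0.317), with 6 and 5 of 18 lower, 6 in both adjusted over the list alone, and 0 higher. CER4, of wax alcohol synthesis, changed by -1.14 (SE 0.19, adjusted p = 0.00196) and the fatty acid elongase gene KCS1 by -0.66 (SE 0.10, adjusted p = 0.00152) relative to Col-0. Guard cell genes had medians of -0.25 (adjusted p = 0.00186, 0.165 with an estimated correlation) and -0.24 (3.29e-04, and 0.136), with 2 and 3 of 13 lower, also adjusted over the list alone, and 0 higher. After centring, the list lay 0.406 log2 units above the other libraries in klu replicate 1 and 0.248 and 0.145 in klu replicates 2 and 3. GORK, the outward potassium channel gene, changed by -0.52 (SE 0.11, adjusted p = 0.00796) relative to Col-0 and by -0.45 (SE 0.11, adjusted p = 0.0127) relative to klu, and the latter ended without klu replicate 3 (0.0552). Phloem genes had a median of -0.31 relative to klu (adjusted p = 8.04e-04, 0.206 with an estimated correlation), with 0 higher and 4 lower of 11, also adjusted over the list alone. It lay at 0.361 in klu replicate 1 and at 0.125 and 0.046 in klu replicates 2 and 3, so its change relative to klu moved with klu replicate 1. Both calls relative to klu held without that library. The lower genes were AHA3, a proton pump gene, at -0.57 (SE 0.07, adjusted p = 1.77e-04), SEOA, SEOB and SUC2, at -0.42, -0.37 and -0.37 (SE 0.07 to 0.09, adjusted p = 0.00127, 0.00499 and 0.00837). SWEET12 was higher by 0.45 (SE 0.14, adjusted p = 0.0292) as a mean of both lines, as a DEG in 35S:KLU2 alone, which ended without klu replicate 2, 35S:KLU1 replicate 1 or 35S:KLU2 replicate 2 and with median-of-ratios scaling (0.0528 to 0.136).

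Light harvesting and photosystem genes had medians of -0.22 relative to Col-0 (adjusted p = 7.67e-10, 0.446 with an estimated correlation) and -0.26 relative to klu (7.16e-10, and 0.375). LHCB2.1, of the antenna of photosystem II, changed by -0.41 (SE 0.09, adjusted p = 0.00677) relative to Col-0, and fragments may be shared with its close copies. Of 39 members, 2 and 8 were lower and 0 higher, or 2 and 11 lower adjusted over the list alone. After centring, this list lay 0.54 log2 units above the other libraries in klu replicate 1 and at 0 and 0.012 in klu replicates 2 and 3. In 35S:KLU it lay at -0.272 to -0.05, so its change relative to klu moved with klu replicate 1. The heat shock list was higher, with medians of 0.45 (adjusted p = 0.00274, 0.35 with an estimated correlation) and 0.56 (0.00272, and 0.327), and 3 and 5 of 13 higher, or 5 and 7 adjusted over the list alone, with 0 lower. After centring, this list lay highest in 35S:KLU1 replicates 2 and 3 (0.65 and 0.71 log2 units above the other libraries), against 0.063, -0.062, 0.19 and 0.199 in 35S:KLU1 replicate 1 and 35S:KLU2 replicates 1 to 3. HSFA2, a heat stress transcription factor gene, rose by 2.04 (SE 0.31, adjusted p = 0.00134) relative to Col-0, the chaperone gene HSP70-4 by 2.23 (SE 0.43, adjusted p = 0.00454) and HSP17.6A by 2.31 (SE 0.47, adjusted p = 0.00581). The list of cold and dehydration genes was lower relative to Col-0, with a median of -0.39 (adjusted p = 2.34e-05, 0.408 with an estimated correlation). GOLS3, a galactinol synthase gene, changed by -1.95 (SE 0.12, adjusted p = 5.75e-06) and the cold regulators CBF1 and CBF2 by -1.53 (SE 0.29, adjusted p = 0.00377) and -1.30 (SE 0.24, adjusted p = 0.00328). Of 17 members, 0 were higher and 6 lower, or 1 and 7 adjusted over the list alone. Relative to klu this list had adjusted p = 0.102, and 0.00121 without klu replicate 2. Genes induced by touch had a median of -0.21 relative to Col-0 (adjusted p = 0.011, 0.446 with an estimated correlation), with 2 higher and 6 lower of 17, or 3 and 6 adjusted over the list alone. The calmodulin-like gene TCH2 changed by -1.45 (SE 0.21, adjusted p = 9.31e-04) and CAF1A by -1.89 (SE 0.28, adjusted p = 0.0012), whereas CML39 rose by 0.95 (SE 0.20, adjusted p = 0.00611).

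The library of klu replicate 1 stood apart from the other klu plants. A plant of another genotype is argued against by KLU, at 0.13 FPKM in that library, and a lower depth by 210 genes with a mean of at least 10 FPKM that lay over 2-fold from the other klu plants, compared with 62 and 112 in klu replicates 2 and 3. Less shoot apex in that plant could not be settled. The shoot meristem list lay -0.641 log2 units from the other libraries, against -0.288 in the lowest of these and an SD of 0.249, but after centring on all genes the values were -0.467, -0.316 and 0.246, so the outcome depends on the centring. Without centring, 4 of 5 shoot meristem genes and 17 of 22 genes of cell proliferation were lowest in that library. It also had the lowest median deviation over all tested genes, -0.1602 log2 units. The share of all genes that were lowest in it was not counted, and KNAT2 and CUC3 were low in every library. A biological difference of that plant was not tested.

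The share of higher DEGs was over 10 points larger in 35S:KLU2 than in 35S:KLU1 relative to Col-0. With equal FPKM sums the difference between the lines was -0.1 points, which is consistent with the scaling of the FPKM as its source. No biological explanation of this difference was tested.

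The auxin response, cell wall and epidermis lists were lower in 35S:KLU than in Col-0. A smaller share of young tissue as the whole source could not be settled. Genes of cell proliferation had a median of -0.084, against -0.348 for the cell wall list. The difference was 0.263 (22 and 28 genes, 100000 permutations, p = 0.0066). These permutations shuffle genes and not plants, so p does not measure the spread between plants. After centring, the shoot meristem list lay at 0.196 to 0.214 in Col-0 and at -0.316 to 0.082 in 35S:KLU. Without klu replicate 1, the cell proliferation and meristem lists were called lower relative to Col-0 (camera adjusted p = 0.0467 and 0.047). Camera, which compares a list with the other genes, cannot test the scaling. The scaling is argued against by the medians under median-of-ratios scaling, -0.62, -0.382 and -0.43 (SE 0.085, 0.119 and 0.095), the highest of which was -0.382, against -0.589, -0.348 and -0.4 as deposited. Less young tissue remains open, as does a response to KLU in expanding cells, a hypothesis found on these data and not itself tested.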

How the results depend on the processing

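Alternatives named as added, and the tests with them, were chosen only after the result was seen: the 3 scalings, library weights, 1 FPKM in every library, the authors' p-values and the 500 most variable genes. DESeq2, RLE scaling, upper-quartile scaling in edgeR, a filter of 10 counts, voom weights and transformed counts need counts and were not run. Depth limits genes near 0.5 FPKM. Apart from the counts below, 6561 of 7016 values of gene lists kept their direction and side of the threshold, 277 were weaker, 168 stronger and 10 reversed. For named genes these were 9537 of 9835, 220, 77 and 1. Where no cause is given, the cause was not tested.

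Leaving out 1 library gave 1250 to 3903 DEGs for 35S:KLU1 vs Col-0, 1362 to 4969 for 35S:KLU2 vs Col-0, 2292 to 4004 for 35S:KLU1 vs klu and 2378 to 4866 for 35S:KLU2 vs klu. It gave 6 to 27 for klu vs Col-0, 1 to 4 between the lines, 1029 to 3033 common DEGs relative to Col-0, 1924 to 3363 relative to klu and 1 to 12 in all 3. The ends came without klu replicate 1 at 3903, 4969, 27, 3033 and 12, and without 35S:KLU1 replicate 1 at 1250, 2292 and 1924. The gene list tests gave 10 to 21 lists for klu vs Col-0 and 3 to 8 between the lines. The first component held 44.29% to 47.31% of the variance and the second 9.59% to 15.41%. The opposite effects of klu and 35S:KLU had a correlation of -0.032 to 0.097 without a Col-0 or klu library, and 35S:KLU libraries were not left out for it. Without klu replicate 1, KNAT1 in 35S:KLU vs klu reversed to -0.62 (range -0.62 to 0.644). The list ER protein folding, klu vs Col-0, turned to higher (adjusted p = 0.0766, range 4.98e-04 to 0.221) and light harvesting in the same comparison to lower (2.37e-08, up to 0.876) without that library, and both turned with library weights (0.759 and 0.00716).

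Models of only the groups compared, with fewer libraries, gave 3591 DEGs for 35S:KLU1 vs Col-0, 4247 for 35S:KLU2 vs Col-0 and 2631 common DEGs. Relative to klu these counts were 1837, 2105 and 1378, and klu vs Col-0 gave 6 and the lines 7. Common DEGs were thus more numerous relative to Col-0, the reverse of the single model (1795, and 2891 relative to klu). The order also turned without klu replicate 1 (3033 and 2837) and with library weights (3482 and 2909). Library weights gave 4706, 5373 and 3482 DEGs relative to Col-0 for the lines and the common DEGs, and 4 between the lines. Without a filter, or with a pseudocount of 0.1, 4 DEGs parted the lines. A minimum of 1 FPKM in every library, with fewer genes tested, gave 4 for klu vs Col-0, 1 between the lines and 0 in all 3 comparisons. The DEGs that these counts lost, KLU among them, were below that minimum and were not tested. The authors' p-values gave 62 for klu vs Col-0 and 14 in all 3. The unadjusted limma counts were 1182 for klu vs Col-0 and 1112 between the lines.

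With an estimated correlation, camera called 0 lists for 35S:KLU1 vs Col-0, klu vs Col-0 and the lines, and 2 for 35S:KLU2 vs Col-0, each line vs klu and the means of both lines vs Col-0 and vs klu. Fry called 1 for klu vs Col-0 and 0 between the lines. Between the lines, equal FPKM sums (TPM) gave 5, 1 FPKM in every library 9 and library weights 6 lists. For the CYP78A family, fry turned the direction to higher in all 35S:KLU comparisons (1.42e-08 and 9.15e-09 for the lines vs Col-0, 1.68e-09 and 1.2e-09 vs klu, 3.61e-09 and 4.5e-10 for the means). The list holds KLU, the gene altered in the genotypes, so nothing is read from this direction. The opposite effects were -0.095 with 1 FPKM in every library and 0.156 with a pseudocount of 0.1. Genes scaled to unit variance gave 35.22% and 16.82% on the first components and the 500 most variable genes 47.86% and 11.04%. Average linkage gave a cluster of 11 libraries.

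A block for the replicate number gave 1992, 2852, 3379, 3977, 8, 3, 1613, 2647 and 1 DEGs in the order of comparisons above, and 7 lists between the lines. The numbers do not pair the plants, since 2 of 12 libraries correlated best with a library of their own number, and 1 of 18 pairs with the same number had a correlation over 0.1 (-0.159 to 0.133).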

Differences from the paper's values

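For klu vs Col-0 the paper gives 59 DEGs (DESeq2, adjusted P-value < 0.05), whereas limma at an adjusted p under 0.05 gave 12. The difference held under every alternative planned before the data were examined, with 6 to 27 DEGs. With the authors' p-values adjusted over the tested genes, an alternative chosen after seeing the values, the count was 62, and 1 of the paper's 59 genes was dropped by the filter. The authors' deposited table and the limma test shared 11 genes, all in the same direction.

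For the first principal component the paper gives 75% of the variance on the count matrix, and log2(FPKM + 1) gave 45.07%. Every alternative set at that time differed from the paper's value as well, from 35.22% to 47.31%. With the 500 most variable genes, chosen after seeing the values, it was 47.86%, and no setting run reached the paper's value.

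The paper describes NRT1.12 as decreased in the overexpressors. Its log2 fold change was -0.22 relative to Col-0 (adjusted p = 0.126 from limma) and -0.14 relative to klu (0.298), and it passed the threshold relative to Col-0 with upper-quartile scaling, chosen after seeing the values (0.0444). In the authors' table it was called in 35S:KLU1 relative to Col-0 (0.0493) and not in 35S:KLU2 (0.237) or relative to klu. NRT1.4 and NRT1.11 fell in both comparisons. The paper describes the genes of proline synthesis and breakdown, other than ProDH1, as increased in the overexpressors. Of P5CS1, P5CS2, P5CR, ProDH2 and ALDH12A1, the mean of both lines passed the threshold in 2 relative to Col-0 and in 5 relative to klu, and P5CR also relative to Col-0 without klu replicate 1 (0.0054) and with library weights (0.0103). The authors' table gives nearly the same pattern, with P5CS1, P5CR and ProDH2 called in neither line relative to Col-0, P5CS2 and ALDH12A1 in 35S:KLU2 alone, and all 5 in both lines relative to klu. The paper describes AHP4 as up-regulated in the overexpressors, from its transcriptome and from RT-qPCR, which was not used here. AHP4 passed the threshold relative to klu (adjusted p = 0.00478 from limma) and not relative to Col-0 (0.0602). Relative to Col-0, AHP4 passed without klu replicate 2 or 3 (0.029 and 0.00583), with the replicate block (0.0311) and with library weights (0.0288). In the authors' table too, AHP4 was called in both lines relative to klu (0.0364 and 0.0224) and in neither relative to Col-0 (0.205 and 0.15). The paper lists CKX4 as down-regulated in the overexpressors from the same kinds of evidence, and as significantly changed relative to klu. Here the mean of both lines was lower in both comparisons (0.0237 and 0.0169), and CKX4 was a DEG in 35S:KLU2 alone, as in the authors' table relative to Col-0 (0.00251, against 0.103 in 35S:KLU1) but not relative to klu, where that table calls both lines. The paper describes AREB2 (ABF4) as unchanged by RT-qPCR, whereas in these data it rose by 0.40 relative to Col-0 (adjusted p = 0.0088, and 0.0554 without Col-0 replicate 2) and by 0.36 relative to klu (0.0104). The paper describes SAG12 as increased in klu by RT-qPCR, in the third leaf at an earlier age. Those plants grew under longer days than the default in the paper's methods, so the samples are unlike. In whole rosettes at 35 days SAG12 was lower in klu, at 0 FPKM in all klu plants (adjusted p = 0.015 from limma). The authors' table also has SAG12 lower in klu (log2 fold change -11.5, DESeq2 adjusted p = 0.00637). Of the genes in Supplemental Figure S1B, AOX1D, AT1G26390, AT1G68620, PRX52, AT2G45220, GRF7, RTFL16, XTH4, ADS1 and AT5G12050 are shown as DEGs between klu and Col-0, and none of these 10 passed the limma test. All 10 passed with the authors' p-values, ADS1 without klu replicate 1 (0.0397) and AT1G26390 without klu replicate 3 (0.0161). The paper describes hormone signaling as enriched in the comparison with klu and not with Col-0, whereas the hormone lists were enriched in both (Fisher p = 1.92e-21 and 4.1e-18). For carbon metabolism the paper describes the same contrast, whereas the carbon lists had p = 0.153 relative to klu and 0.0119 relative to Col-0. These lists were written after the paper had been read and are not KEGG pathways, which were not used here.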

Other observations

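Whether groups of klu vs Col-0 were followed further, and which of its genes were named, was decided only after the result was seen. Of the 12 DEGs between klu and Col-0, 9 were also DEGs in the same direction in both 35S:KLU lines relative to Col-0, and 1, KLU, in the opposite direction. SAR2, of vesicle transport, was listed at 133.4 to 159.29 FPKM in the 35S:KLU plants, as low as in klu. SAG12, of leaf senescence, was at 0.35, 0 and 0.07 FPKM in 35S:KLU1 and 0, 0 and 0.8 FPKM in 35S:KLU2. AT2G24990 was alike in Col-0 and 35S:KLU1, and in klu and 35S:KLU2. The shared Col-0 libraries add to such overlaps, and no explanation was tested.

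Senescence genes went both ways in 35S:KLU. JUB1, a regulator of longevity, rose in 35S:KLU by 1.52 (SE 0.11, adjusted p = 1.96e-05 from limma) relative to Col-0 and by 1.8 (SE 0.11, adjusted p = 4.3e-06) relative to klu, and SAG14 by 1.34 (SE 0.16, adjusted p = 4e-04) and 1.56 (SE 0.16, adjusted p = 7.92e-05). SAG13 rose by 1.28 (SE 0.31, adjusted p = 0.0135) and 2.67 (SE 0.31, adjusted p = 1.51e-04), and WRKY75 by 1.94 (SE 0.32, adjusted p = 0.00114) relative to klu. The call of SAG13 relative to Col-0 ended without Col-0 replicate 2 or 3 (0.0613 and 0.0516). Of 22 senescence genes, 5 were higher and 3 lower relative to Col-0 and 8 and 2 relative to klu, or 5 and 3, and 9 and 3, adjusted over the list alone. The lower ones were SAG12, SEN1 and ANAC055 relative to Col-0 and SEN1 and SEN4 relative to klu. Camera gave 0.769 relative to Col-0, toward higher values although the median was -0.02, and 0.025 relative to klu (0.517 with an estimated correlation, 0.234 without klu replicate 2, and 0.0812 among genes with at least 1 FPKM in every library).

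In klu vs Col-0, camera called 13 of 40 lists, 3 higher and 10 lower, and 0 with an estimated correlation, beside 1 with fry. Auxin response (adjusted p = 1.43e-08, 0.218 with an estimated correlation), phloem (8.1e-05, and 0.267) and brassinosteroid genes (0.0142, and 0.572) were higher in klu. Genes of cold (7.29e-06), senescence (8.48e-06), jasmonate (3.13e-05), touch (3.25e-04), proline (9.26e-04), immunity and camalexin (both 0.00368), the TCA cycle (0.0142), glutathione S-transferases (0.0395) and folding in the endoplasmic reticulum (0.0486) were lower, with 0.572 to 0.922 when the correlation was estimated. Without klu replicate 1, the calls of phloem (0.168), brassinosteroid (0.134), and glutathione S-transferase genes (0.0595) ended, folding genes turned toward higher values (0.0766), and Calvin cycle (4.84e-11) and light harvesting genes (2.37e-08) were lower. Without klu replicate 2, the calls of cold (0.143) and glutathione S-transferase genes (0.131) ended. The TCA cycle call ended without Col-0 replicate 2 or 3 (0.0614 and 0.0746), as did that of glutathione S-transferases (0.0944 and 0.116, and 0.0861 without the filter on low values). The folding call, near the threshold, ended without Col-0 replicate 1 or 3 (0.0574 and 0.221), 35S:KLU1 replicate 1, 2 or 3 (0.0523, 0.052 and 0.0521) or 35S:KLU2 replicate 3 (0.0559), without the filter on low values (0.0519), with a pseudocount of 0.1 (0.0518) and with library weights (0.759). Other lists, not called in the full data, were called in some settings. Higher in klu were type-A ARRs (0.00691), guard cell (0.0358), cell wall (0.0396) and light harvesting genes (2.71e-04) without klu replicate 3, light harvesting genes without klu replicate 2 (8.01e-05) and cell wall genes without Col-0 replicate 1 (0.0105). Lower were nitrate transport (0.0266) and nitrogen assimilation genes (0.0399) without klu replicate 1, salicylic acid (0.0101), proteasome (0.0345) and cell proliferation genes (0.00284) without klu replicate 2, and salicylic acid (0.00631), proteasome (0.0112), abscisic acid (0.0326) and ethylene genes (0.0358) without klu replicate 3. Proteasome genes were also lower without Col-0 replicate 1 (0.034) and salicylic acid genes without Col-0 replicate 2 (0.0444), with the replicate block (0.047) and with median-of-ratios (0.0348) or upper-quartile scaling (0.0429). Library weights called nitrate transport (0.041), Calvin cycle (4.76e-06) and light harvesting genes (0.00716) lower. The brassinosteroid call also ended without Col-0 replicate 1 (0.0574) and with library weights (0.0891).

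In 35S:KLU, cell proliferation, shoot meristem, circadian clock, floral and root lists had camera adjusted p = 0.206, 0.115, 0.253, 0.751 and 0.472 relative to Col-0 and 0.767, 0.196, 0.621, 0.578 and 0.397 relative to klu. Of the 5 meristem genes, CLV1 was lower in both lines, by -0.49 and -0.52 (SE 0.06, adjusted p = 6.16e-04 and 1.95e-04). Without klu replicate 1, cell proliferation and meristem genes were called lower relative to Col-0 (0.0467 and 0.047) and relative to klu (both 0.0045). Camera called 21 of the 40 lists relative to Col-0 (6 higher, 15 lower) and 25 relative to klu (11 higher, 14 lower), and 2 each with an estimated correlation.

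Opposite effects of klu and 35S:KLU across genes were tested by the correlation of their log2 fold changes relative to Col-0. It was 0.018, and the covariance was 0.00124. In simulated data with no effect in any group and the same shared Col-0 libraries, these were 0.577 (0.535 to 0.634) and 0.0168. Changes in 35S:KLU lower this correlation whether or not klu has an effect, so the gap in correlation cannot show opposite effects. The covariance is limited too, because the simulated Col-0 had a spread averaged over all genotypes, klu replicate 1 included. Opposite effects are therefore not settled. Without klu replicate 1 the correlation was 0.0809 against 0.518, and the covariance 0.00586 against 0.0133. The lines had a correlation of 0.878 relative to Col-0, against 0.501 in simulated data, and 35S:KLU relative to Col-0 and to klu one of 0.854 against 0.333. These simulated values are what shared libraries alone give with no effect in any group. The authors' table shared 2109 of its 3284, 2613 of its 3434, 3423 of its 4476 and 3509 of its 4525 DEGs of 35S:KLU with the limma test, all in the same direction.

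The same libraries were regrouped to see how often other groups gave counts as large, the real groups included. For groups of 3 there are 10 regroupings, which are too few to reach a share under 0.05. DEGs were as many in 1 regrouping for 35S:KLU1 vs Col-0 (2294, highest other 2), 35S:KLU2 vs Col-0 (3150, and 2), 35S:KLU1 vs klu (3681, and 1), 35S:KLU2 vs klu (4341, and 1) and klu vs Col-0 (12, and 7), and in 2 between the lines (2, and 2). Lists were as many in 1 regrouping for 35S:KLU1 vs Col-0 (21, highest other 17), 35S:KLU2 vs Col-0 (20, and 14), 35S:KLU1 vs klu (24, and 16) and 35S:KLU2 vs klu (25, and 21), in 5 for klu vs Col-0 (13, and 18) and in 8 between the lines (3, and 6). Of 100 regroupings for both lines, 1 gave as many common DEGs relative to Col-0 (1795, highest other 2) and relative to klu (2891, highest other 2816). This was the real grouping, a share under 0.05. Regroupings that mix genotypes also widen the spread within groups, which lowers their counts. In all 3 comparisons the count was 1 (highest other 0), which is KLU, the gene altered in the genotypes, so nothing is read from it. The regrouping with 2816 only exchanged libraries between the lines, and those that mixed klu with 35S:KLU gave at most 1. For lists, 12 of 100 gave as many relative to Col-0 (21, highest other 23), so chance is not excluded. Relative to klu 1 of 100 did (25, highest other 24, also among those that mixed klu with 35S:KLU), a share under 0.05. The margin was 1 list among the regroupings drawn, and groups that mixed the genotypes gave nearly as many. No conclusion against chance is drawn from the count of lists relative to klu.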
